# Chloroplast Redox Status Modulates Genome-Wide Plant Responses during the Non-host Interaction of Tobacco with the Hemibiotrophic Bacterium *Xanthomonas campestris* pv. *vesicatoria*

**DOI:** 10.3389/fpls.2017.01158

**Published:** 2017-07-04

**Authors:** Juan J. Pierella Karlusich, Matias D. Zurbriggen, Fahimeh Shahinnia, Sophia Sonnewald, Uwe Sonnewald, Seyed A. Hosseini, Mohammad-Reza Hajirezaei, Néstor Carrillo

**Keywords:** plant-microbe interactions, chloroplast redox status, reactive oxygen species, transcriptomics, flavodoxin, localized cell death

## Abstract

Non-host resistance is the most ample and durable form of plant resistance against pathogen infection. It includes induction of defense-associated genes, massive metabolic reprogramming, and in many instances, a form of localized cell death (LCD) at the site of infection, purportedly designed to limit the spread of biotrophic and hemibiotrophic microorganisms. Reactive oxygen species (ROS) have been proposed to act as signals for LCD orchestration. They are produced in various cellular compartments including chloroplasts, mitochondria and apoplast. We have previously reported that down-regulation of ROS build-up in chloroplasts by expression of a plastid-targeted flavodoxin (Fld) suppressed LCD in tobacco leaves inoculated with the non-host bacterium *Xanthomonas campestris* pv. *vesicatoria* (*Xcv*), while other defensive responses were unaffected, suggesting that chloroplast ROS and/or redox status play a major role in the progress of LCD. To better understand these effects, we compare here the transcriptomic alterations caused by *Xcv* inoculation on leaves of Fld-expressing tobacco plants and their wild-type siblings. About 29% of leaf-expressed genes were affected by *Xcv* and/or Fld. Surprisingly, 5.8% of them (1,111 genes) were regulated by Fld in the absence of infection, presumably representing pathways responsive to chloroplast ROS production and/or redox status during normal growth conditions. While the majority (∼75%) of pathogen-responsive genes were not affected by Fld, many *Xcv* responses were exacerbated, attenuated, or regulated in opposite direction by expression of this protein. Particularly interesting was a group of 384 genes displaying *Xcv* responses that were already triggered by Fld in the absence of infection, suggesting that the transgenic plants had a larger and more diversified suite of constitutive defenses against the attacking microorganism compared to the wild type. Fld modulated many genes involved in pathogenesis, signal transduction, transcriptional regulation and hormone-based pathways. Remarkable interactions with proteasomal protein degradation were observed. The results provide the first genome-wide, comprehensive picture illustrating the relevance of chloroplast redox status in biotic stress responses.

## Introduction

Plant pathogens are classified as necrotrophs, biotrophs, or hemibiotrophs based on their modes of nutrition and infection strategies (Mengiste, 2012; Spanu, 2012; Fatima and Senthil-Kumar, 2015). Necrotrophs kill host cells and feed on them, whereas biotrophs require living tissue to grow, and consequently manipulate host physiology to obtain nutrients. Hemibiotrophs usually display a biotrophic stage of nutrition before shifting to a necrotrophic lifestyle (Spanu, 2012; Fatima and Senthil-Kumar, 2015).

Plants, in turn, deploy a multi-layered response to oppose pathogen invasion, with both constitutive and inducible elements. A first line of defense is made up of preformed obstacles that restrict access of the microorganism to plant cells, such as the cuticle layer and cell wall, as well as constitutively produced compounds with antimicrobial activity (Senthil-Kumar and Mysore, 2013). If these defenses are overcome, induced responses provide the main contribution to plant resistance. They are initiated by perception of evolutionary conserved pathogen-associated molecular patterns (PAMPs), such as components of the flagellum or the lipopolysaccharide, by plant extracellular receptors (Dangl et al., 2013; Gill et al., 2015). The resulting defensive responses, collectively known as PAMP-triggered immunity (PTI), attempt to arrest pathogen growth by a number of mechanisms including cell wall reinforcement, synthesis of antimicrobials and increased expression of pathogenesis-related (PR) proteins (Senthil-Kumar and Mysore, 2013). In the course of evolution, some microorganisms acquired the ability to transfer effector proteins into the plant cell which target PAMP-induced responses and render them ineffectual. The plant then becomes a susceptible host for the effector-carrying pathogen, eventually leading to disease. Under selection pressure, a host plant may undergo changes in the surveillance machinery, resulting in new variants that are able to recognize and neutralize the effectors. These plants gain resistance based on the action of one or a few genes (termed *R* genes), and the next level of defensive responses is initiated, referred to as effector-triggered immunity or ETI (Dangl et al., 2013; Cui et al., 2015). ETI is generally a stronger deterrent for pathogen spread than PTI, and often involves a hypersensitive reaction (HR), a multigenic process that leads in most cases to localized cell death (LCD) at the site of infection (Senthil-Kumar and Mysore, 2013).

Depending on their nature, the interactions established between plant and microorganism can be classified as host or non-host (Mysore and Ryu, 2004). They are usually distinguished by the adaptation of the microorganism to a particular plant cultivar (host) and a lack of adaptation to others (non-host). Host resistance is largely cultivar-specific and relies on individual *R* genes present in the plant. In contrast, non-host resistance is displayed by all cultivars of a plant species against all races of a particular microorganism and is more durable (Mysore and Ryu, 2004; Senthil-Kumar and Mysore, 2013; Gill et al., 2015). It involves both PTI and ETI and is thus often accompanied by HR and LCD symptoms (Senthil-Kumar and Mysore, 2013). It is assumed that the LCD associated to the HR helps to contain biotrophic or hemibiotrophic pathogens by opposing a barrier of dead cells which deter their advance into the adjacent living tissue (Senthil-Kumar and Mysore, 2013).

Localized cell death is a genetically controlled process involving changes in the expression of many genes (Kurusu et al., 2015). Increased generation of reactive oxygen species (ROS), such as singlet oxygen, superoxide and hydrogen peroxide, commonly precedes tissue death, and the role of oxidants in triggering and/or executing LCD is supported by several lines of evidence (Montillet et al., 2005; Torres and Dangl, 2005; Delprato et al., 2015). ROS can be produced in various cellular compartments: in the apoplast by dedicated oxidases bound to the plasma membrane, and intracellularly in chloroplasts, mitochondria and peroxisomes, as byproducts of metabolic processes such as photosynthesis, respiration and photorespiration (Mittler et al., 2004; Torres et al., 2006; Mühlenbock et al., 2008; Mur et al., 2008). The relative contribution of ROS synthesized in different compartments to leaf LCD has yet to be established. By comparison with mammalian systems, extracellular ROS generation was regarded as more important for the establishment of LCD (Morales et al., 2016), although chloroplasts and peroxisomes are the main source of ROS in the light (Foyer and Noctor, 2003; Mur et al., 2008). Indeed, several reports have shown that full manifestation of leaf LCD during plant-pathogen interactions requires light, and is delayed or abolished in the dark (Liu et al., 2007; Kim et al., 2012; Rodríguez Hervá et al., 2012; Delprato et al., 2015).

Reactive oxygen species accumulation in chloroplasts during stress episodes can be selectively controlled by the expression of a plastid-targeted cyanobacterial flavodoxin (Fld). Flds are flavin mononucleotide-containing electron carrier proteins whose expression is induced in phototrophic microorganisms in response to environmental hardships and iron starvation (Sancho, 2006; Pierella Karlusich et al., 2014). Under these adverse conditions, the photosynthetic electron transport chain (PETC) becomes over-reduced due to limitation of terminal electron acceptors (ferredoxin and NADP^+^), and the excess of excitation energy and reducing equivalents can be misrouted to oxygen, thus increasing the rates of ROS formation (Pierella Karlusich et al., 2014; Pierella Karlusich and Carrillo, 2017). When present, Fld provides an alternative electron sink which drives reducing equivalents away from oxygen and into productive pathways, effectively preventing over-reduction of the PETC (Zurbriggen et al., 2008; Pierella Karlusich et al., 2014). Then, Fld affects the redox poise of the PETC besides decreasing plastid ROS production. While this flavoprotein is not found in plants (Pierella Karlusich et al., 2015), introduction of a plastid-targeted Fld in various plant species resulted in lower ROS accumulation and increased tolerance to multiple sources of stress, including drought, extreme temperatures, excess irradiation and iron deficit (Tognetti et al., 2006, 2007; Zurbriggen et al., 2008; Coba de la Peña et al., 2010; Li et al., 2016; Lodeyro et al., 2016). The results indicated that the cyanobacterial Fld was able to productively interact with the plant PETC and behave as a general antioxidant specific for chloroplasts.

We used these transgenic lines as a tool to probe the role of chloroplast redox status (including ROS propagation) in the execution of LCD during biotic interactions. Tobacco plants expressing Fld accumulated less ROS in the chloroplasts of leaves infiltrated with the hemibiotrophic bacterium *Xanthomonas campestris* pv. *vesicatoria* (*Xcv*). This microorganism is the causal agent of bacterial spot disease in pepper and tomato (Schulte and Bonas, 1992). It was chosen to study the involvement of plastidic ROS in biotic interactions because *Xcv* elicits a strong HR with LCD without causing disease in any described tobacco cultivar, thus conforming to a typical non-host interaction (Adlung et al., 2016), and allowing comparison of the pathogen-induced responses of Fld-expressing and non-expressing plants in a manner that is independent of disease development (Zurbriggen et al., 2009). Down-regulation of chloroplast ROS levels in Fld-expressing plants correlated with the suppression of *Xcv*-dependent LCD symptoms in the inoculated tissue (Zurbriggen et al., 2009), indicating that the chloroplast redox status and/or ROS build-up play important role(s) in triggering LCD during this non-host interaction. Noteworthy, other events associated with the HR, such as the induction of PR genes and the increase of salicylic acid (SA) and jasmonic acid (JA) levels, proceeded as in the wild type (Zurbriggen et al., 2009).

Non-host resistance, HR and LCD involve massive changes of gene expression patterns in the affected tissue (Daurelio et al., 2011). The objective of this article is to determine how extensively the genetic reprogramming induced by interaction with the microorganism is influenced by Fld expression and decrease of chloroplast ROS, with the aim of characterizing at the molecular level the relationships between chloroplast redox status and ROS formation on one side, and host responses to pathogen attack on the other. We used microarray hybridization techniques to generate genome-wide transcript profiles from WT and Fld-expressing tobacco leaves inoculated with *Xcv* or a mock solution. Analysis of transcriptomic data revealed that a significant fraction (∼25%) of the thousands of genes differentially expressed (DE) in response to *Xcv* were affected by the presence of chloroplast Fld, including genes encoding PR proteins and components of central metabolic pathways, signal transduction and transcriptional regulation. It also allowed the identification of numerous genes whose expression was altered by Fld in the absence of *Xcv* infiltration. The results provide a detailed picture of how chloroplast ROS and/or redox poise affect genetic and metabolic reprogramming during this type of plant-microbe interaction.

## Materials and Methods

### Plant Material and *Xcv* Inoculation

The design and preparation of homozygous *pfld* and *cfld* lines of tobacco (*Nicotiana tabacum* cv. Petit Havana), expressing Fld in plastids and cytosol, respectively, have been described elsewhere (Tognetti et al., 2006; Ceccoli et al., 2012). Independent lines *pfld*4-2 and *pfld*5-8 accumulated similar levels of Fld (60–70 pmol Fld g^-1^ fresh weight, in the same order of endogenous Fd), and displayed equivalent protection against biotic and abiotic stresses (Tognetti et al., 2006, 2007; Zurbriggen et al., 2009).

Plants were grown in soil at a light intensity of 250 μmol quanta m^-2^ s^-1^, with a 16-h photoperiod and a relative humidity of 80% (greenhouse conditions). The *Xcv* Bv5-4a strain (Doidge) from the stock collection of the National Institute of Agricultural Technology (INTA Bella Vista, Argentina) was used for the inoculation experiments. *Xcv* cells were cultured at 28°C in a modified yeast extract–peptone–dextrose medium containing 1% (w/v) dextrose, 1% (w/v) bactopeptone, 1% (w/v) yeast extract, pH 7.3. An overnight culture was diluted (1:100) in fresh broth and grown for additional 18 h. Cells were collected by centrifugation (15 min at 700 *g*), washed with 10 mM MgCl_2_ and finally resuspended in the same solution. Bacterial suspensions corresponding to 10^8^ colony forming units (CFU) mL^-1^ were inoculated on the abaxial side of one half of the second youngest fully expanded leaves of 6-week-old WT and transgenic tobacco plants using a needle-less plastic syringe, whereas the other half of the same leaf was infiltrated with 10 mM MgCl_2_ as a mock control. After inoculation, plants were incubated at 250 μmol quanta m^-2^ s^-1^ until sampling.

### RNA Isolation, cDNA Labeling and Microarray Hybridization

For microarray analysis, two independent experiments were performed with *pfld*4-2 and WT plants from the same seed batch. Leaf material from *Xcv*- and mock-infiltrated tissue from 10 plants of each genotype and treatment was collected from each experiment at 19 h post-infiltration (hpi), frozen in liquid nitrogen and ground with Mixer Mill MM 400 (Retsch). Two pools of biological samples, each from two independent experiments per genotype and condition were used for the microarray analysis. Leaf RNA was extracted as described by Logemann et al. (1987). RNA quantity and quality were determined with a NanoDrop spectrophotometer (Thermo Scientific, Wilmington, DE, United States) and by visual inspection after electrophoresis, respectively. One microgram of RNA from each sample was treated with RQ1 DNase (Promega, Madison, WI, United States) according to the manufacturer’s instructions, and used as template to generate cDNA with M-MLV Reverse Transcriptase (Promega, Madison, WI, United States).

Gene expression profiles of tobacco leaves were assessed with a 60-mer oligobased 4 × 44k Agilent microarray (Tobacco Gene Expression Microarray design ID: 021113), consisting of 43,759 60-mer probes corresponding to 26,942 unigenes, which was designed mainly based on the Institute for Genomic Research (TIGR) and Unigenes in the NCBI databases. Sample labeling and hybridization were performed as described in the one-color microarray-based gene expression analysis protocol including the one-color RNA spike-in Kit according to the manufacturer’s instructions (v5.0.1, Agilent Technologies). Slides were scanned with an Agilent microarray scanner (G2505B) at high resolution. Data were extracted using feature extraction software (v9.5.3, Agilent Technologies) using a standard protocol.

### Microarray Data Analysis

Data processing and statistical analysis were carried out with the Bioconductor library limma (Ritchie et al., 2015). Background correction and normalization were performed using the ”normexp” and quantile methods, respectively. In the case of multiple probes corresponding to the same unigene, values were averaged. Probe-to-unigene assignments were carried out using the corresponding file (microarray_nta_Agilent_4x44k_genes.txt) available at the GoMapMan website resource^1^ (Ramšak et al., 2014). An empirical Bayes method with a moderated *t*-statistic was employed for the determination of the genes with statistically significant changes, whereas the Benjamini and Hochberg’s method was used to control false discovery rates (FDR). DE genes were identified from pairwise comparisons when FDR < 0.05 and fold-change (FC) > 2 or < 0.5.

Based on the results of the multiple comparison test described above, genes were defined as induced (FC > 2 and FDR < 0.05), repressed (FC < 0.5 and FDR < 0.05) or unaffected in each of the four pairwise comparison combinations (*pfld*4-2 vs. WT under mock conditions, *pfld*4-2 vs. WT under *Xcv* infiltration, mock vs. *Xcv* in *pfld*4-2 line, mock vs. *Xcv* in WT line). An *ad hoc* made R script was used to group the genes sharing the same results in the four pairwise comparisons. Graphics representing the resulting clusters were prepared with the R library ggplot2 (Wickham, 2009). Mapman ontology was used for probe annotation and functional assignment (Thimm et al., 2004) using a mapping file updated in September 2015 (nta_ntaUG17_2015-09-08_mapping.txt) from the GoMapMan website resource^1^ (Ramšak et al., 2014). The Mapman ontology consists of 35 major groups (called “BINs”) which are in turn subdivided into hierarchical structures. Genes can be assigned even when their function is approximate, and the same gene can belong to more than one BIN or subBIN (Thimm et al., 2004).

Pathway over-representation analyses between lines or treatment comparisons were performed with PageMan (Usadel et al., 2006). The analysis was carried out separately for induced (FC > 2 and FDR < 0.05) and repressed (FC < 0.5 and FDR < 0.05) genes using Fisher’s exact test with Bonferroni correction (FDR < 0.05). Pathway over-representation analysis in each cluster was also performed with PageMan (Usadel et al., 2006) using Fisher’s exact test with Bonferroni correction (FDR < 0.05).

### Validation of DE Genes by Quantitative Reverse-Transcription (qRT)-PCR

For qRT-PCR determinations, the analyzed samples corresponded to lines *pfld*4-2, *pfld*5-8, *pfld*5-4 (obtained by crossing *pfld*5-8 and WT plants, and therefore containing 50% Fld contents; Ceccoli et al., 2012), and *cfld*1-4 (which expresses high levels of Fld in the cytosol; Tognetti et al., 2006; Ceccoli et al., 2012). Total RNA was extracted from *Xcv*- and mock-infiltrated samples at 19 hpi, treated with DNAse I (Thermo Scientific) and reverse-transcribed with the RevertAid First Strand cDNA Synthesis kit (Thermo Scientific) using Oligo(dT)_18_ primer, according to the manufacturer’s instructions. To validate DE genes identified in the microarray, quantitative reverse-transcription (qRT)-PCR was carried out with IQ SYBR Green Supermix (BIO-RAD) in Eppendorf Realplex Mastercycle ep Gradient S using the following conditions: 95°C for 5 min and then 40 cycles of 95°C for 15 s, 60°C for 15 s, and 72°C for 20 s. Between 5 and 6 biological replicates were assayed for each reaction. The specificity of qRT-PCR products was confirmed by performing a melting temperature analysis and agarose gel electrophoresis detection followed by sequencing. The relative abundance of transcripts of the genes of interest was quantified with the delta threshold cycle (ΔΔ*C*_t_) method (Schmittgen and Livak, 2008), and normalized to the gene encoding the 60S ribosomal protein L25. Primers used in this study are listed in **Supplementary Table S1**. Each qRT-PCR reaction set included 5–6 biological and 2 technical replicates of samples, and water used as a negative no-template control instead of cDNA. Successful removal of DNA contamination was confirmed by the absence of PCR amplification products using samples of total RNA and specific primers of the Ribosomal L25 -encoding gene. The *L25r* transcript was used as the *housekeeping gene* and a control to normalize expression levels. The statistical analysis of the qPCR data was carried out by ANOVA using R language^2^.

### Availability of Supporting Data

Data reported in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE92596^3^.

## Results and Discussion

### Microarray Analysis of WT and Fld-Expressing Plants Inoculated with *Xcv*

We have previously shown that Fld expression in tobacco chloroplasts did prevent plastid ROS build-up when leaves were challenged with the non-host microorganism *Xcv* (Zurbriggen et al., 2009, 2010). At 19 hpi with 10^8^ CFU mL^-1^ *Xcv*, ROS accumulated to high levels in the chloroplasts of WT leaves, but not in those expressing plastid-targeted Fld (see **Figure 1** in Zurbriggen et al., 2009). *Xcv*-treated WT leaves showed initial symptoms of yellowing and loss of turgor at this stage, which developed into full-blown LCD by 24 hpi (see **Figure 2** in Zurbriggen et al., 2009). Tissue death was almost entirely prevented in infiltrated *pfld*4-2 leaves. To further characterize the effect of chloroplast Fld expression during the tobacco-*Xcv* interaction, a genome-wide transcriptional profiling was carried out using WT and *pfld*4-2 leaves as a source of RNA. 

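RNA from WT and *pfld*4-2 leaves, each infiltrated with *Xcv* or with mock solution, was hybridised to 8 single-colour arrays, 2 per group. Each array measured a pool from 10 plants, the 2 pools of a group came from 2 independent experiments, and bacteria and mock solution were infiltrated into different parts of the same leaves, sampled at 19 hpi. The 75th percentile of the spot signals was 31.9 to 35.6 times the median local background on the WT arrays and 26.1 to 29.4 times on the *pfld*4-2 arrays, and 0 spots were saturated; with arrays, the number of pools limits the precision. Replicate WT arrays differed by a median of 0.08 log2 units in mock and 0.077 with *Xcv*, against 0.212 and 0.211 for *pfld*4-2. The 4 WT arrays lay on slide 1 and the 4 *pfld*4-2 arrays on slide 2, so slide and genotype cannot be told apart in a comparison of genotypes within a treatment. On both slides *Xcv* samples occupied positions 1 and 2 and mock samples positions 3 and 4.
The authors corrected the background of the scanner intensities, normalized the arrays to a common distribution of intensities and deposited log2 values; the submitters' processing notes name limma. Here the same steps were run from each spot's median signal and median background, with normexp at an offset of 16 followed by quantile normalization, and the result differed from the deposited values by at most 5.2e-14. Spots with an outlier mark were left out, and genes were kept when a probe was well above background on both arrays of at least 1 group. A linear model with 4 groups was fitted in limma, with Benjamini-Hochberg adjustment within each comparison. A gene was called induced or repressed at an adjusted p below 0.05 with more than a 2-fold change. Beside the 4 pairwise comparisons of the paper, the difference of the *Xcv* response between genotypes (*pfld*4-2 minus WT) was tested as an interaction, in which an effect shared by all arrays of a slide cancels. Fold changes below are on the log2 scale with their standard error (SE) and n = 2 arrays per group, unless an outlier spot was left out. The SE and p of a gene use a spread shared by all 8 arrays. They do not carry the larger spread of the *pfld*4-2 replicates, so they tend to be too small for *Xcv* in *pfld*4-2 and too large for *Xcv* in WT.
Gene groups were formed from descriptions in the supplementary tables, by rules written before the array files were examined but with the paper and its results at hand. Lists by Mapman bin, given beside some counts, also hold genes whose description names another family. Proteinase inhibitors, for example, are among the bin lists for photosystems, hemicellulose and RNA silencing. These tables list genes that the study called on the same arrays: 3629 of the 3634 described genes had a call here. Counts within a group therefore describe its known DE members, and they are not independent evidence of the group's direction.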

The conditions of Zurbriggen et al. (2009) were used to allow comparisons with the phenotypic results, and the sampling time was chosen at 19 hpi because differences in ROS levels between WT and *pfld* plants were maximal at this stage, whereas longer exposure to the microorganism led to rapid cellular collapse (Zurbriggen et al., 2009), and ROS ceased to be produced. Therefore, leaf tissue was infiltrated with 10^8^ CFU mL^-1^ or mock solution as described in Materials and Methods, and samples were collected at 19 hpi. Since *pfld*4-2 and *pfld*5-8 plants displayed essentially the same responses to *Xcv* infiltration (Zurbriggen et al., 2009), we performed the microarray analysis on *pfld*4-2 leaves, although the similar nature of *pfld*5-8 responses was confirmed during validation of the microarray data (see below).

**FIGURE 1:**
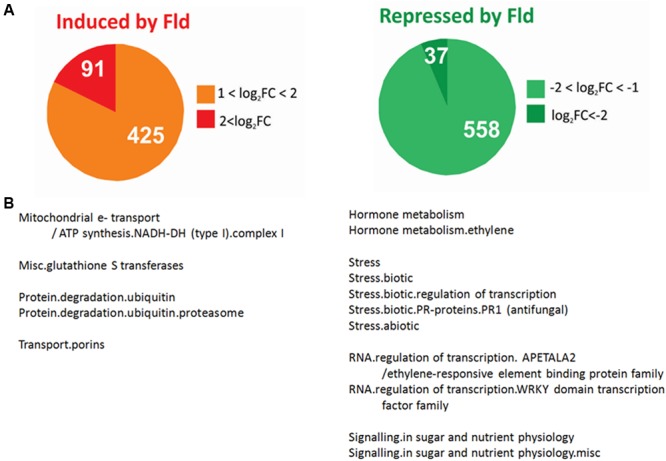
Effect of Fld expression on the tobacco transcriptome. **(A)** Pie charts showing the number of genes differentially induced (FC > 2 and FDR < 0.05) or repressed (FC < 0.5 and FDR < 0.05) by Fld in plants grown under greenhouse conditions. **(B)** Over-representation analysis of genes differentially expressed (DE) in response to Fld in Mapman functional pathways. The analysis was carried out separately for induced and repressed genes (Fisher’s exact test with Bonferroni correction with FDR < 0.05). The list of unigenes and their corresponding descriptions, pathway assignments and fold-change values are described in **Supplementary Table S2**. FC, fold-change.

**FIGURE 2:**
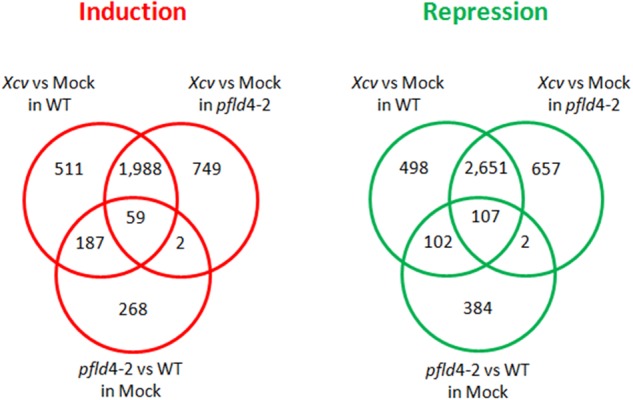
Venn diagrams of DE genes due to the effect of *Xcv* infection and Fld expression. Induced genes were defined when FC > 2 and FDR < 0.05, and repressed genes when FC < 0.5 and FDR < 0.05.

Gene expression profiles were assessed with a single-channel Agilent Tobacco Gene Expression Microarray, consisting of 43,759 probes corresponding to 26,942 unigenes (see Materials and Methods). Probe annotation was based on the Mapman ontology available at the GoMapman website resource^4^ (Ramšak et al., 2014). Although the Mapman file at this website is the most complete publicly available repository for tobacco DNA sequences, it should be noted that 30% of the probes could not be assigned to any functional category due to unknown function or ontology. 

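Genes expressed in these leaves were compared on 43759 different probes. On the WT arrays 71.5% to 73.7% of the spots were well above background, and on the *pfld*4-2 arrays 69.4% to 70.5%. The study's deposited table pairs 31485 probes with a unigene, and 18700 genes entered the tests here, 74 fewer than that table names. Of the unigenes, 7214 had at least 2 probes, whose log2 values were averaged. Probes of a gene could move apart: 75 of the 2744 multi-probe genes called between *Xcv* and mock in WT had probes with fold changes of opposite sign. A further 962 probes passed the filter without a paired unigene. These had 0 calls in every comparison from limma, with 94 to 219 of them at an unadjusted p under 0.05.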

The total number of leaf-expressed genes that passed the background correction and filtering processes (see Materials and Methods) was similar for the two genotypes (WT and *pfld*4-2) and represented about 72% of the total microarray unigenes.

### The Presence of Fld in Chloroplasts Affected Gene Expression Patterns in Tobacco Leaves

We first analyzed changes in transcript levels caused by Fld expression under mock conditions to identify pathways that might respond to plastid-dependent redox-based regulation. A total of 516 genes were found to be up-regulated by at least twofold in *pfld*4-2 leaves relative to WT siblings, 91 of which increased fourfold or more (**Figure 1A** and **Supplementary Table S2**). Similarly, the levels of 595 transcripts in Fld-expressing leaves declined to 50% or less of those measured in the wild type, 37 of which were equal or below 25% (**Figure 1A** and **Supplementary Table S2**).

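Among genes whose description names a protein, some transcripts of the translation machinery stood among the largest increases in mock-infiltrated *pfld*4-2 leaves, along with a prohibitin and a gene of mitochondrial protein import. The 60S acidic ribosomal proteins P1 (Nta.131) and P0 (Nta.127), which form the stalk of the large ribosomal subunit, were higher by 3.76 (SE 0.28, adjusted p = 0.0002) and 3.56 (SE 0.12, adjusted p = 2.6e-05). Chloroplast translation initiation factor IF-1 (Nta.18245) was higher by 3.43 (SE 0.13, adjusted p = 3.1e-05). Both P0 and IF-1 stayed higher with *Xcv*, by 2.58 (SE 0.12) and 2.22 (SE 0.13). A NAC domain protein 8-like transcript (A_95_P039361), from a family of plant transcription factors, was raised by 2.19 (SE 0.15, adjusted p = 0.00015) and stayed so with *Xcv*, at 2.09 (SE 0.15). In all, 514 genes were higher in *pfld*4-2, 91 of them by 4-fold or more, and 512 of the 514 were shared with the up-regulated part of Table S2.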

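Among genes whose description names a protein, the largest decrease in mock-infiltrated *pfld*4-2 leaves was that of a late embryogenesis abundant protein D-34-like transcript (Nta.1663), of a family tied to desiccation tolerance, at -4.01 (SE 0.14, adjusted p = 2.6e-05). Ferric reduction oxidase 2-like (Nta.19551), a family that reduces iron for uptake, was lower at -2.65 (SE 0.17, adjusted p = 0.00013) on the log2 scale, as was CCR4-associated factor 1 homolog 9 (Nta.6356), from a family of mRNA deadenylases, at -2.55 (SE 0.20, adjusted p = 0.00027). The auxin-repressed 12.5 kDa protein-like transcript (Nta.2605) was repressed at -2.47 (SE 0.10, adjusted p = 4.3e-05), averaged over 16 probes. Ferric reduction oxidase remained lower with *Xcv*, at -2.3 (SE 0.17), whereas the deadenylase did not pass the test there, at -0.03 (adjusted p = 0.92). In all, 594 genes were lower in *pfld*4-2, 37 of them at or below 25% of the WT level, and 593 were shared with the down-regulated part of Table S2. This count moved by more than 1.5 times with another scaling: with Agilent's processed signal minus the 75th percentile of each array, 1326 genes were lower, and higher genes made up 30.9% of the calls against 46.4%.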

Functional enrichment analysis of these DE transcripts (see Materials and Methods) revealed that among the 516 genes differentially induced in *pfld*4-2 plants there was a striking over-representation of transcripts related to protein degradation via the proteasome (**Figure 1B** and **Supplementary Table S2**). 

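Transcripts of the core and of the regulatory particle of the proteasome were higher in mock-infiltrated *pfld*4-2 leaves. Of 45 tested genes described as proteasome subunits or assembly factors, 42 were higher in mock-infiltrated *pfld*4-2 leaves and 0 lower (43 and 0 when adjusted over the list alone), with a median of 1.78 and a range of 0.49 to 2.96. The list holds genes that the study called on these arrays, so neither its share nor its direction is independent evidence. Proteasome genes without a description were not counted, so 42 of 45 is not the share among all leaf-expressed proteasome genes. A 20S core subunit, α type-4-like (Nta.11504), was higher by 2.96 (SE 0.12, adjusted p = 4.2e-05), and α type-2-A (Nta.1044) by 2.53 (SE 0.17, adjusted p = 0.00014). Proteasome assembly chaperone 4-like (Nta.11622), which helps to assemble the core particle, was higher by 2.88 (SE 0.32, adjusted p = 0.001). In the 19S regulatory particle, non-ATPase subunits 6 (Nta.1398) and 3 (Nta.15726) were higher by 1.58 (SE 0.18) and 1.43 (SE 0.15).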

Out of 98 leaf-expressed genes associated with this system, 48 were induced by Fld expression (**Supplementary Table S2**). Their identity and possible contributions to PTI/ETI will be described in detail when reporting cluster analysis (see below). Other induced genes enriched in this group encoded proteins associated to complex I of the mitochondrial electron transport chain (corresponding to five isoforms of the mitochondrial protein prohibitin), and seven different glutathione *S*-transferases (**Figure 1B** and **Supplementary Table S2**).

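All 5 tested prohibitins, scaffold proteins of the inner mitochondrial membrane, were higher in mock-infiltrated *pfld*4-2 leaves (5 when adjusted over the list alone), with a median of 2.63. Prohibitin-3 (Nta.10988) had the largest value, 4.07 (SE 0.17, adjusted p = 4.3e-05), followed by Nta.27502 at 2.76 (SE 0.14, adjusted p = 6.4e-05) and Nta.17635 at 2.63 (SE 0.13, adjusted p = 5.6e-05). Glutathione *S*-transferases, which conjugate glutathione to toxic compounds, were raised in part: of 23 tested, 7 were higher and 0 lower (7 when adjusted over the list alone). The microsomal isoform Nta.2676 was higher by 2.79 (SE 0.23, adjusted p = 0.00033) and isoform U9 (Nta.2047) by 2.02 (SE 0.14, adjusted p = 0.00016). The parA-type isoforms Nta.4205 and Nta.3501 followed with 1.77 (adjusted p = 0.0016) and 1.19 (adjusted p = 0.0026), whereas Nta.2470 (parC-type) stayed below the 2-fold threshold, at -0.4 (adjusted p = 0.046). Both lists consist of genes called by the study on these arrays.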

Transcripts down-regulated by Fld included several genes responsive to ethylene, among them one isoform of 1-aminocyclopropane-1-carboxylate synthase (ACS), two isoforms of 1-aminocyclopropane-1-carboxylate oxidase (ACO) and 11 transcription factors of the *apetala2*/ethylene responsive (ER) family (**Supplementary Table S2**). 

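Several ethylene genes were lower in mock-infiltrated *pfld*4-2 leaves. Of 8 genes of ethylene synthesis, 4 were lower and 0 higher (4 when adjusted over the list alone), and of 27 AP2/ERF transcription factors 14 were lower and 1 higher (14 and 1 when adjusted over the list alone). With lists by Mapman bin, 9 of 27 ethylene synthesis genes were lower and 5 higher. An ACO-like transcript (Nta.11948), for the last enzyme of ethylene synthesis, was lower, at -1.7 (SE 0.17, adjusted p = 0.00075). Among the AP2/ERF members, ERF5-like (Nta.6435) showed -3.29 (SE 0.23, adjusted p = 0.00017) and the ERF1-like genes Nta.6980 and Nta.3616 showed -2.75 (SE 0.22, adjusted p = 0.00028) and -1.96 (SE 0.18, adjusted p = 0.00045). The exception was DREB1A-like (Nta.5966), a family of cold-response regulators, higher by 1.42 (SE 0.13, adjusted p = 0.00054); at a normexp offset of 50 this call was lost. The members of both lists were chosen from genes that the study had called, so the counts are not independent evidence.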

Various genes associated with sugar and nutrient signaling were also repressed by Fld, including two genes coding for putative scopoletin glucosyltransferases, three genes coding for members of the photoassimilate-responsive protein (PAR) family, and four EXORDIUM-like transcripts (**Figure 1B** and **Supplementary Table S2**). 

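Transcripts of sugar and nutrient signaling were lower in mock-infiltrated *pfld*4-2 leaves: of 8 tested genes 7 were repressed and 1 was higher (the same counts, 7 and 1, when adjusted over the list alone). EXORDIUM-like proteins are extracellular proteins linked to growth under carbon supply, and 3 of their genes, Nta.6019, Nta.14813 and Nta.5354, were lower at -2.12 (SE 0.17, adjusted p = 0.00031), -1.83 (SE 0.18, adjusted p = 0.0006) and -1.83 (SE 0.14, adjusted p = 0.00021) on the log2 scale. The glutamate receptor 2.8-like gene (Nta.4039) was also repressed, at -1.37 (SE 0.19, adjusted p = 0.0027). The scopoletin glucosyltransferase-like genes Nta.2541 and Nta.8985, whose products attach glucose to a phenolic defense compound, had values near the threshold, -1.12 (adjusted p = 0.0023) and -1.02 (adjusted p = 0.0091). Both of these calls were lost at a normexp offset of 50, and that of Nta.8985 also without mock replicate 1 of WT or mock replicate 2 of *pfld*4-2. The group was drawn from the study's own DE genes.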

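Some defense transcripts were lower in mock-infiltrated *pfld*4-2 leaves. PR-1B (Nta.3703), a secreted marker of salicylic acid responses, showed -3.29 (SE 0.18, adjusted p = 8.9e-05), PR-1A (Nta.3897) -2.89 (SE 0.50, adjusted p = 0.0064) and acidic endochitinase Q (Nta.3495), which degrades chitin, -2.24 (SE 0.16, adjusted p = 0.00017). PR-4B (Nta.7740) was repressed at -1.76 (SE 0.10, adjusted p = 9.9e-05). In contrast, the basic vacuolar glucan endo-1,3-β-glucosidase (Nta.2852) was higher, by 2.04 (SE 0.13, adjusted p = 0.00012). Of 29 tested PR-1, glucanase, chitinase and thaumatin genes, 11 were repressed and 3 higher (11 and 3 when adjusted over the list alone). Of 9 PR-6 genes, 2 were higher and 0 repressed in limma. Of 32 WRKY transcription factors, regulators of defense genes, 13 were repressed and 0 higher (13 and 0 when adjusted over the list alone). WRKY26-like (Nta.4132) showed -1.85 (SE 0.14, adjusted p = 0.00024) and the WRKY70-like genes Nta.8175 and Nta.12832 -1.86 (adjusted p = 0.00012) and -1.79 (adjusted p = 0.00034). These lists hold genes that the study called on the same arrays and give no independent evidence of direction.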

Noteworthy, Fld-dependent down-regulation affected several genes related to biotic stress, including nine PR proteins (a thionin, a thaumatin and several chitinases and PR-1 proteins), and 13 transcription factors of the WRKY family (Ogata et al., 2012, 2013; Adachi et al., 2015).

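Across the leaf transcriptome, 1108 genes, 5.9% of those tested, differed between *pfld*4-2 and WT in mock-infiltrated leaves. A total of 180 genes differed in the same direction with *Xcv*, 78 of them higher and 102 lower. For 490 of the 1108 the *Xcv* response differed between genotypes in the opposite direction, and for 6 in the same direction. Salicylate carboxymethyltransferase-like (Nta.4273), which makes volatile methyl salicylate, was lower in mock, at -2.48 (SE 0.31, adjusted p = 0.0019) against -0.54 (adjusted p = 0.25) with *Xcv*. Protodermal factor 1-like (Nta.11492), an epidermal transcript, showed -2.65 (SE 0.15, adjusted p = 8.9e-05) in mock, and its *Xcv* response differed between genotypes by 2.11 (SE 0.21, adjusted p = 0.002). Genotype and slide coincide on these arrays, and a comparison within a treatment does not separate them.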

In conclusion, Fld presence led to altered expression of about 1,100 genes in mock-inoculated tobacco plants grown under greenhouse conditions. Since the microarray analysis detected ∼18,800 transcripts in leaf tissue, the subset of leaf-expressed genes affected by Fld via alterations in chloroplast redox status and/or ROS levels was 5.8%, which represents a significant fraction of the tobacco genome.

### Inoculation of Tobacco Leaves with *Xcv* Led to Widespread Transcriptional Reprogramming in Both WT and Fld-Expressing Plants

Changes in gene expression caused by *Xcv* infiltration were determined at 19 hpi in WT and *pfld*4-2 plants, and transcripts displaying twofold or higher differences in tissues inoculated with the microorganism (compared to mock samples) were regarded as DE. The overlap of DE transcripts between treatments and plant genotypes is summarized in **Figure 2** as Venn diagrams. 

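*Xcv* changed 7497 genes in at least 1 genotype, and 4799 of them (64%) were called in the same direction in both. The 9-divinyl ether synthase transcript (Nta.3830), for an enzyme that makes antimicrobial oxylipins, was among the most strongly induced in both, by 8.88 (SE 0.14, adjusted p = 6.3e-08) in WT and 8.31 (SE 0.14, adjusted p = 4.1e-08) in *pfld*4-2. Peroxidase P7-like (Nta.3688) was induced by 8.32 (SE 0.32) and 7.9 (SE 0.32), and the fatty-acid-binding protein 1-like gene (Nta.5781) was repressed at -3.48 (SE 0.19) and -3.27 (SE 0.19). Induced genes numbered 2742 in WT and 2796 in *pfld*4-2, with 2045 in common where independent lists would share 410. Repressed genes numbered 3356 and 3411, with 2754 in common against 612.2 for independent lists. A call in 1 genotype alone rarely meant a response of opposite sign: of the 697 genes induced only in WT, 90.2% had a positive fold change in *pfld*4-2, and for 196 the difference between genotypes itself passed the test. Of the 751 genes induced only in *pfld*4-2, 173 passed that test, as did 88 of 602 repressed only in WT and 89 of 657 repressed only in *pfld*4-2.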

Analysis of the overall results indicated that two thirds of DE genes were shared by the two genotypes, whereas the remaining one third were DE in WT or *pfld*4-2 leaves (**Figure 2**). Of the 698 genes exclusively induced in WT plants by the pathogen, 27% (187 genes) were already up-regulated by Fld expression under mock conditions. Likewise, of the 600 genes exclusively repressed in WT plants by the pathogen, 17% (102 genes) were already down-regulated by Fld under mock conditions. 

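Of the 697 genes induced by *Xcv* in WT and not in *pfld*4-2, 186 (26.7%) were also higher in mock-infiltrated *pfld*4-2 leaves; independent lists of these sizes would share 19.2. The cell division cycle protein 48 homologs Nta.5113 and Nta.17912, AAA-ATPases that extract ubiquitinated proteins, followed this pattern. Nta.5113 was induced in WT by 3.69 (SE 0.11, adjusted p = 3.4e-07) and higher in mock-infiltrated *pfld*4-2 by 3.16 (SE 0.11, adjusted p = 2.6e-05), with 0.86 (adjusted p = 0.00034) for *Xcv* in *pfld*4-2. Nta.17912 showed 3.07 (SE 0.12), 3.34 (SE 0.12) and 0.31 (adjusted p = 0.052) in the same order. The *Xcv* response was smaller in *pfld*4-2 for both, with differences of -2.83 (SE 0.16, adjusted p = 0.00072) and -2.76 (SE 0.17, adjusted p = 0.00073). The genes were also chosen for no induction call in *pfld*4-2. That comparison uses the *pfld*4-2 mock arrays, so the choice favors genes high on them, and 19.2 is not a fair reference. The comparisons of *Xcv* in WT and of Fld in mock share the WT mock arrays as well, so part of the overlap may come from those arrays. Unchanged groups simulated 50 times against them gave a mean overlap of 0, but such groups give hardly any calls, so this value sets no reference.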

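Of the 602 genes repressed by *Xcv* in WT and not in *pfld*4-2, 102 (16.9%) were also lower in mock-infiltrated *pfld*4-2 leaves, against 19.1 for independent lists. The choice of genes without a repression call in *pfld*4-2 favors low values on the *pfld*4-2 mock arrays, so 19.1 is not a fair reference. Part of the excess may also come from the shared WT mock arrays. Unchanged groups simulated against the WT mock arrays gave an overlap of 0, which sets no reference, since such groups give hardly any calls. A non-specific lipid-transfer protein 1-like gene (Nta.18476) was repressed in WT at -1.73 (SE 0.17, adjusted p = 6.9e-05) and lower in mock-infiltrated *pfld*4-2 at -1.71 (SE 0.17, adjusted p = 0.00066), while *Xcv* in *pfld*4-2 gave 0.22 (adjusted p = 0.3). The U-box protein 26-like gene (Nta.16995), a putative ubiquitin ligase, showed -1.42 (SE 0.14, adjusted p = 6.1e-05), -1.29 (SE 0.14, adjusted p = 0.00085) and 0.24 (adjusted p = 0.16) in the same comparisons. For both genes the *Xcv* response differed between genotypes, by 1.95 (adjusted p = 0.0037) and 1.67 (adjusted p = 0.003).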

We introduce herein the term “Fld priming” for those *Xcv*-dependent responses that were already triggered by Fld in the absence of the microorganism, and presumably help the plant to better cope with the pathogen challenge.

Functional enrichment analysis using Mapman identified pathways that significantly changed in response to *Xcv* inoculation in the two genotypes, including down-regulation of genes involved in photosynthesis and starch metabolism, and induction of components of the respiratory chain, the tricarboxylic acid (TCA) cycle and JA metabolism (**Figure 3**, see also cluster analysis in the following sections).

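Photosynthetic transcripts fell and respiratory and oxylipin transcripts rose with *Xcv* in both genotypes. Of 66 photosystem and light-harvesting genes, 65 were repressed in WT and 66 in *pfld*4-2 (the same, 65 and 66, when adjusted over the list alone; by Mapman bin 158 of 218 were repressed and 40 induced in WT, and 157 and 34 in *pfld*4-2), with medians of -2.67 and -3.16. Starch metabolism had 15 repressed and 2 induced of 19 genes in WT, and 16 and 2 in *pfld*4-2 (unchanged counts, 15 and 16 repressed, when adjusted over the list alone). Granule-bound starch synthase (Nta.7710) was repressed at -2.98 (SE 0.12, adjusted p = 8.8e-07) in WT and -3.61 (SE 0.12) in *pfld*4-2, and β-amylase 3 (Nta.8749), which degrades starch, was induced by 1.63 (SE 0.14) and 2.78 (SE 0.14). All 18 TCA cycle genes were induced in WT and 16 in *pfld*4-2 (18 and 16 when adjusted over the list alone), and all 16 genes of JA synthesis and JAZ proteins in both (16 and 16). The groups come from the study's tables of DE genes and are not independent evidence. Of 4 alternative oxidase and alternative NAD(P)H dehydrogenase genes, 3 were induced in each genotype (3 when adjusted over the list alone).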

**FIGURE 3:**
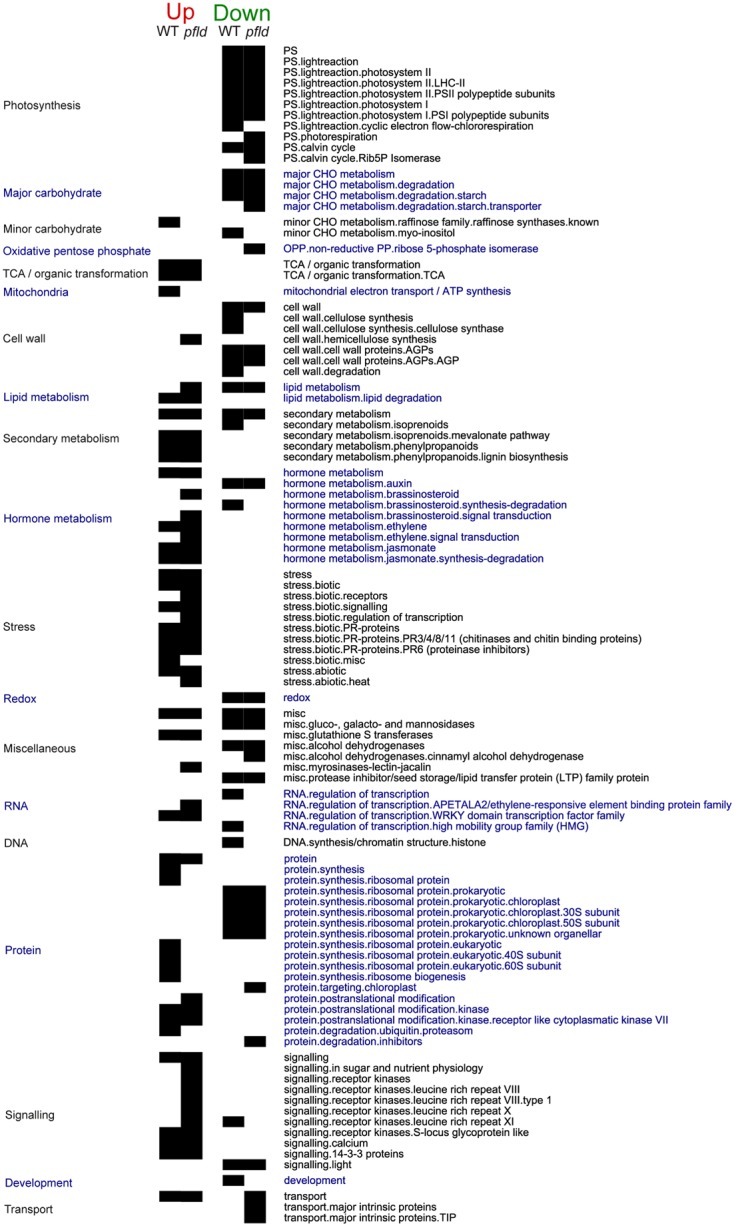
Analysis of over-represented DE genes in Mapman functional pathways during the response of *pfld*4-2 and WT genotypes to *Xcv* infiltration. The analysis was carried out separately for induced (FC > 2 and FDR < 0.05) and repressed (FC < 0.5 and FDR < 0.05) genes (Fisher’s exact test with Bonferroni correction with FDR < 0.05).

A group of DE genes were enriched in only one genotype, either WT or *pfld*4-2. Among them, 73 transcripts associated with biotic stress pathways were exclusively up-regulated by *Xcv* in *pfld*4-2 plants (**Figure 3**, see also cluster analysis in the next section). They included 12 genes whose products are involved in ethylene metabolism and regulation, six of them transcriptional regulators of the *apetala2*/ER family. It is worth noting that many of these DE genes were repressed by Fld in the absence of the microorganism, as reported before (**Figure 1B** and **Supplementary Table S2**).

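Receptors and resistance proteins included genes whose *Xcv* induction was larger in *pfld*4-2. The leucine-rich repeat kinase Nta.12804, of a family of cell surface receptors, was induced by 1.2 (SE 0.12, adjusted p = 6.7e-05) in WT and 2.85 (SE 0.12, adjusted p = 6.9e-07) in *pfld*4-2, a difference of 1.64 (SE 0.17, adjusted p = 0.0021). The resistance protein genes Nta.12055 and Nta.10565 showed 0.78 (adjusted p = 0.0011) and 2.17 (adjusted p = 3.3e-05) in WT and 2.67 (SE 0.13) and 3.89 (SE 0.18) in *pfld*4-2. Their differences between genotypes were 1.89 (adjusted p = 0.0017) and 1.72 (adjusted p = 0.008). Of 17 disease resistance proteins and receptors, 13 were induced in WT and 14 in *pfld*4-2, and the difference passed the test for 5, higher in *pfld*4-2 for 4 of them (4 when adjusted over the list alone). The list was taken from the study's DE genes and is not independent evidence.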

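AP2/ERF transcripts with low mock levels in *pfld*4-2 rose there with *Xcv*. ERF5-like (Nta.6435) showed -0.78 (adjusted p = 0.02) in WT, short of the 2-fold threshold, and was induced by 2.16 (SE 0.23, adjusted p = 0.0001) in *pfld*4-2, a difference of 2.94 (SE 0.33, adjusted p = 0.0026). For ERF1-like (Nta.6980) the values were 0.57 (adjusted p = 0.055) in WT, 4.04 (SE 0.22, adjusted p = 2.4e-06) in *pfld*4-2 and a difference of 3.47 (SE 0.31, adjusted p = 0.0014). Nta.3616 followed with 0.53 (adjusted p = 0.032), 3.13 (SE 0.18) and a difference of 2.61 (adjusted p = 0.0017). Of the 27 AP2/ERF genes, 17 were induced in WT and 23 in *pfld*4-2 (17 and 23 when adjusted over the list alone), and the response was higher in *pfld*4-2 for 12 and lower for 1 (12 and 1 when adjusted over the list alone; by Mapman bin 14 and 4 of 44). The ABR1-like gene (Nta.19841), induced by 4.82 (SE 0.13) and 5.0 (SE 0.13), showed no difference that passed the test (0.18, adjusted p = 0.58). As a group selected among DE genes of these arrays, they are not independent evidence.

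**Figure D1:**
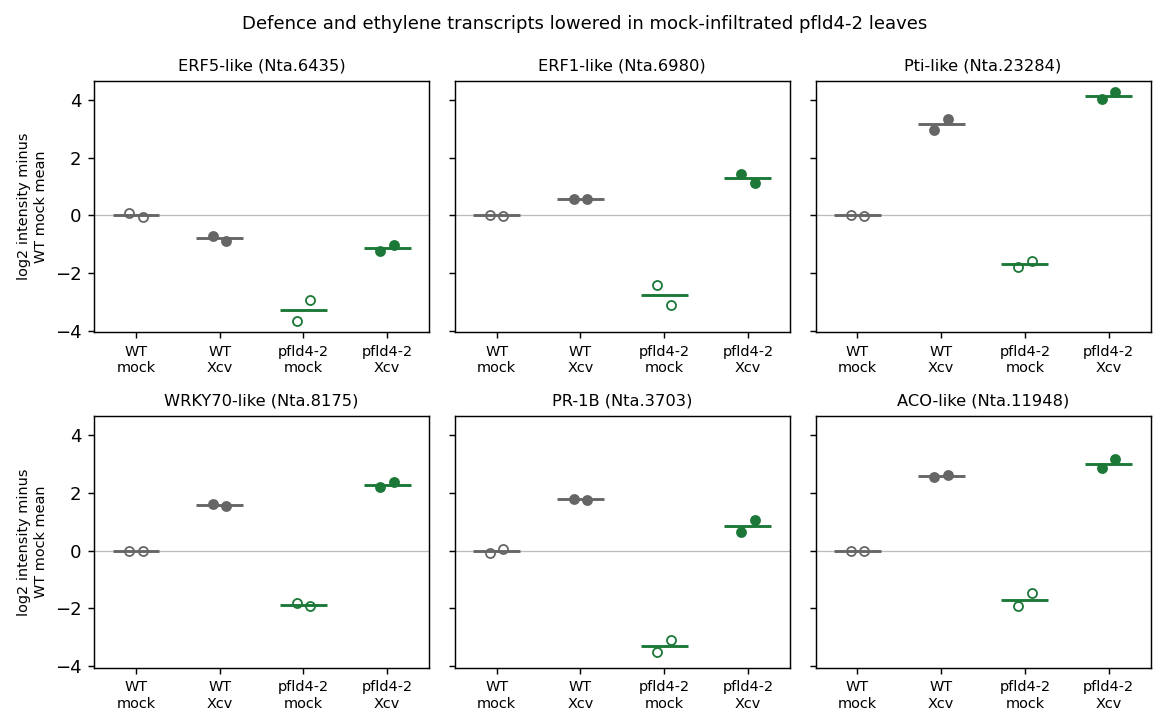
Log2 intensity of 6 transcripts on each array, relative to the WT mock mean of the gene (vertical axis, log2 units), in the 4 groups (horizontal axis); circles are single arrays, open for mock and filled for *Xcv*, and bars are means of 2 arrays. ERF5-like, ERF1-like, Pti-like, WRKY70-like, PR-1B and ACO-like transcripts lie below 0 in *pfld*4-2 mock leaves, and both *Xcv* arrays of *pfld*4-2 lie above both mock arrays of that line.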

*Xanthomonas campestris* pv. *vesicatoria* inoculation affected expression of genes associated with cell wall metabolism, but the effects were different between genotypes (**Figure 3**). 

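Cellulose synthase transcripts fell with *Xcv* in both genotypes: of 10 genes, 9 were repressed in WT and 8 in *pfld*4-2, where 1 was induced (9, 8 and 1 when adjusted over the list alone). CesA2 (Nta.7319), of the complex that makes cellulose, was repressed at -2.18 (SE 0.15, adjusted p = 1.2e-05) in WT and -2.43 (SE 0.15, adjusted p = 5.4e-06) in *pfld*4-2, and CesA3 (Nta.7099) at -1.8 (SE 0.14) and -1.2 (SE 0.14). No member passed the interaction test of limma (0; 0 when adjusted over the list alone; 4 at an unadjusted p under 0.05), and CesA3 had a difference of 0.6 (adjusted p = 0.1); by Mapman bin 2 of 25 had a higher response in *pfld*4-2. Of 24 hemicellulose genes, 10 were induced and 10 repressed in WT, and 12 induced and 7 repressed in *pfld*4-2 (the same counts when adjusted over the list alone). By Mapman bin, 17 of 32 were induced in WT and 21 in *pfld*4-2, the counts of the paper, and 8 and 6 were repressed. The difference between genotypes passed the test for 3 of the 24, each higher in *pfld*4-2 (3 when adjusted over the list alone), and by Mapman bin for 10, higher in *pfld*4-2 for 9 and lower for 1. The bin list is not limited to hemicellulose genes: its largest value in WT, 9.22, is that of proteinase inhibitor type-2 (Nta.8421). Both lists are made of genes that the study had called on these arrays.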

Infection of WT plants resulted in lower levels of transcripts encoding cellulose synthase, whereas infiltration of *pfld*4-2 leaves led to increased expression of genes related to hemicellulose synthesis. The results suggest that the presence of Fld would favor hardening of the cell wall in response to the microorganism (**Figure 3**).

Other differences in the behavior of WT and *pfld*4-2 plants exposed to *Xcv* include the induction of proteasome-associated genes in WT plants but not in the transgenic line (**Figure 3**). These are genes that were constitutively activated by Fld in the absence of *Xcv* inoculation (**Figure 1B** and **Supplementary Table S2**). Indeed, proteasome-related genes represent the most remarkable example of plant priming by Fld, as defined before.

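*Xcv* induced 42 of the 45 proteasome genes in WT and 3 in *pfld*4-2 (42 and 3 when adjusted over the list alone), with medians of 1.68 and 0.51. The α type-4-like core subunit (Nta.11504) was induced by 2.83 (SE 0.12, adjusted p = 1.3e-06) in WT and showed 0.38 (adjusted p = 0.025) in *pfld*4-2. Subunit α type-2-A (Nta.1044) gave 2.43 (SE 0.17) and 0.68 (adjusted p = 0.0087), and assembly chaperone 4-like (Nta.11622) 2.79 (SE 0.32) and -0.26 (adjusted p = 0.51). The *Xcv* response was lower in *pfld*4-2 for 31 genes and higher for 0 (35 and 0 when adjusted over the list alone), with a difference of -2.44 (SE 0.17, adjusted p = 0.00076) for Nta.11504, -1.75 (adjusted p = 0.0052) for Nta.1044 and -3.05 (adjusted p = 0.0072) for Nta.11622. In *pfld*4-2 the subunit 6 and subunit 3 genes of the regulatory particle (Nta.1398 and Nta.15726) were among those still induced, by 1.2 (SE 0.18) and 1.25 (SE 0.15). The count of 3 in *pfld*4-2 rose to 5 with the brightest probe per gene, to 5 with genes chosen by Mapman bin and to 30 without a fold-change minimum. The list is the study's own, so neither its shares nor its direction are independent evidence.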

*Xanthomonas campestris* pv. *vesicatoria* challenge caused induction of 157 genes involved in biotic stress responses in both genotypes, but the transcriptional profiles exhibited significant differences between WT and *pfld*4-2 plants (**Supplementary Table S3**). 

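Defense transcripts rose strongly with *Xcv* in both genotypes. Basic PR-1-like (Nta.1814) was induced by 6.57 (SE 0.13) in WT and 6.23 (SE 0.13) in *pfld*4-2, and endochitinase EP3-like (Nta.8388) by 7.19 (SE 0.12, adjusted p = 6.3e-08) and 7.1 (SE 0.12, adjusted p = 4.1e-08). The calcium sensor CML19-like (Nta.12819) was induced by 6.35 (SE 0.11, adjusted p = 7.2e-08) and 6.87 (SE 0.11), TIFY10A-like (Nta.15526), a repressor of JA signaling, by 4.65 (SE 0.15) in WT and at least 22.7-fold in *pfld*4-2, where the mock signal was not well above background. EDS1L (Nta.1190), a regulator of salicylic acid defenses, showed 1.36 (SE 0.17, adjusted p = 0.00022) and 1.69 (SE 0.17), and the U-box protein 21-like gene (Nta.4045) 4.1 (SE 0.13) and 5.04 (SE 0.13). Of 36 genes of ubiquitin conjugation, 28 were induced in each genotype, with 6 repressed in WT and 5 in *pfld*4-2 (the same when adjusted over the list alone). Calcium signaling genes had 26 of 37 induced in WT and 31 in *pfld*4-2, and the 3 salicylic acid genes were induced in both (26, 31 and 3 when adjusted over the list alone); by Mapman bin 16 of 30 calcium genes were induced and 6 repressed in WT, and 18 and 4 in *pfld*4-2. All of these groups were assembled from genes the study called.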

PR proteins (especially those belonging to the PR-1, 2, 3, 4, 6, 8, 11, and 12 classes) and components of the biotic response signaling machinery (including homologs of the calcium-binding protein CML19, jasmonate receptor JAZ protein TIFY 10, the defense activator EDS1, U-box containing proteins, G-protein-coupled receptors of the MLO family, the SA glucosuyltransferase SGT1, and the bHLH transcription factor AIG1) were enriched in both genotypes among *Xcv*-induced genes. In contrast, transcripts encoding receptors (such as many leucine-rich repeat receptor kinases) and transcriptional regulators involved in such responses (including members of the previously mentioned ERF and WRKY families) were only enriched in the transgenic line (**Figure 3** and **Supplementary Table S3**).

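Receptor-like kinases were induced in both genotypes, 62 of 71 in WT and 67 in *pfld*4-2 (62 and 67 when adjusted over the list alone). The response was higher in *pfld*4-2 for 19 and lower for 0 (20 and 0 when adjusted over the list alone). The list by Mapman bin was mixed: of 51 genes, 21 were induced and 12 repressed in WT, and the response was higher in *pfld*4-2 for 18 and lower for 9. The leucine-rich repeat kinase Nta.3895 showed 0.74 (adjusted p = 0.0047) in WT, 3.15 (SE 0.16, adjusted p = 1.8e-06) in *pfld*4-2 and a difference of 2.41 (SE 0.23, adjusted p = 0.0017). Wall-associated receptor kinase 2-like (Nta.5178), of a family that senses cell wall fragments, showed -0.22 (adjusted p = 0.22), 1.96 (SE 0.14, adjusted p = 1.2e-05) and a difference of 2.18 (SE 0.20, adjusted p = 0.0016). PERK9-like (Nta.16178) was induced by 3.92 (SE 0.16) and 4.6 (SE 0.16), and its difference did not pass the test (0.68, adjusted p = 0.096). For WRKY factors, 28 of 32 were induced in WT and 32 in *pfld*4-2 (28 and 32 when adjusted over the list alone), with a higher response in *pfld*4-2 for 17 (19 when adjusted over the list alone). The members of both lists were chosen by the study on these arrays, which is not independent evidence.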

### Cluster Analysis

Cluster analysis allows the identification of groups of DE genes that display similar expression patterns in response to treatment and/or genotype, suggesting that they might share common regulatory pathways. Leaf-expressed genes were grouped into 30 distinct clusters of widely different size. 

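Of the 18700 genes tested, 10799 (57.7%) had no call in any of the 4 comparisons and 7901 (42.3%) had at least 1. Of these, 2446 genes were called in exactly 1 comparison, so that 13245 (70.8%) had at most 1 call. Most single calls came from *Xcv*: 475 genes were induced and 492 repressed only in WT, and 605 and 537 only in *pfld*4-2, while 124 were higher and 104 lower in *pfld*4-2 in mock alone. The *Rboh* family gene Nta.3815, for a NADPH oxidase, was an example without a call, at 0.14 (adjusted p = 0.53) for *Xcv* in WT and 0.2 (adjusted p = 0.38) in *pfld*4-2. The class without a call held 23140 genes when dim genes were not filtered out, and 4276 when no minimum fold change was asked.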

By far, the most densely populated cluster, containing 13,313 members and representing 71% of all leaf-expressed genes, corresponded to those transcripts which were neither affected by genotype nor treatment. The remaining genes were DE in response to the presence of Fld and/or *Xcv* and were included in the other 29 clusters. We focused on 14 clusters considered the most relevant because they were either highly populated or enriched in DE genes related to stress responses. Clusters displaying contrasting behaviors (e.g., induction vs. repression) were compared *vis-à-vis*. The complete distribution of DE genes in these 14 clusters can be found in **Supplementary Tables S4**–**7**, and the responses of DE genes included in the remaining 15 clusters (15 to 29) are described in Supplementary Figure S1.

### Regulation of Most *Xcv*-Responsive Genes Was not Affected by Fld Expression

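Cluster 1, with genes induced in both genotypes and no call between them, held 1646 genes, with median fold changes of 1.84 in WT and 2.1 in *pfld*4-2. Cluster 2, its repressed counterpart, held 2494 genes with medians of -1.76 and -1.85. Together they made up 75.9% of the 5455 genes with at least 2 calls and 52.4% of the 7901 genes with any call. Within cluster 1 the difference of the *Xcv* response between genotypes passed the test for 139 genes, higher in *pfld*4-2 for 133, and within cluster 2 for 26. In cluster 1, tyramine N-feruloyltransferase (Nta.75), which makes phenolic amides for the cell wall, was induced by 7.19 (SE 0.16, adjusted p = 9.5e-08) in WT and 7.97 (SE 0.16, adjusted p = 4.8e-08) in *pfld*4-2, and histidine decarboxylase-like (Nta.8084) by 7.56 (SE 0.24) and 7.54 (SE 0.24). In cluster 2, plastid-lipid-associated protein 12 (Nta.13751) was repressed at -3.28 (SE 0.14) and -3.6 (SE 0.14).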

Clusters comprising genes that exhibited the same response to *Xcv* inoculation irrespective of the genotype accounted for ∼75% of total DE genes, with 1,648 and 2,499 transcripts that increased or decreased twofold or more relative to mock-treated samples (clusters 1 and 2, respectively, **Figures 4A,B** and **Supplementary Table S4**). 

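Cluster 1 held 16 of the 18 TCA cycle genes and 15 of the 16 genes of JA synthesis and JAZ proteins, and cluster 2 held 56 of the 66 photosystem and light-harvesting genes. Chloroplast protein synthesis was represented by ribosomal proteins L27 (Nta.2953) and S17 (Nta.1648), repressed at -2.55 (SE 0.13, adjusted p = 2.2e-06) and -2.41 (SE 0.11) in WT and at -2.86 (SE 0.13) and -2.83 (SE 0.11) in *pfld*4-2. All 4 genes described as chloroplast ribosomal proteins were repressed in both genotypes (4 when adjusted over the list alone), but with the list by Mapman bin 7 of 12 were induced and 1 repressed in each genotype (medians of 1.09 in WT and 1.58 in *pfld*4-2). The starch synthase Nta.16118 and the ADP-glucose pyrophosphorylase Nta.6499, which makes the glucosyl donor for starch, fell by 2.84 and 2.82 in WT and by 3.40 and 3.06 in *pfld*4-2 on the log2 scale. Of 6 genes of chlorophyll and tetrapyrrole synthesis, 3 were repressed in each genotype and 2 were induced in WT and 1 in *pfld*4-2 (the same counts when adjusted over the list alone); by Mapman bin, 32 of 38 were induced and 3 repressed in WT, and 26 and 3 in *pfld*4-2. Magnesium chelatase subunit H (Nta.7069), the entry to chlorophyll synthesis, fell by 3.08 in WT and 3.54 in *pfld*4-2, whereas glutamyl-tRNA reductase (Nta.15586) was induced by 2.99 (SE 0.13) and 3.46 (SE 0.13). The lists were compiled from the study's DE genes.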

Cluster 1 was enriched in genes whose products participate in the TCA cycle, in biotic stress responses and in JA synthesis, whereas cluster 2 includes genes associated with photosynthesis, starch metabolism and chloroplast protein synthesis (**Figure 4**). 

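Repression reached both photosystems and carbon fixation. The photosystem II protein W (Nta.5903) was repressed at -3.63 (SE 0.12, adjusted p = 4.4e-07) in WT and -4.63 (SE 0.12, adjusted p = 9.2e-08) in *pfld*4-2, and the oxygen-evolving enhancer protein 2 (Nta.6792), of the water-splitting complex, at -3.26 (SE 0.14, adjusted p = 1.3e-06) and -3.36 (SE 0.14). For photosystem I, subunit VI-2 (Nta.2836) showed -3.35 (SE 0.13) and -3.96 (SE 0.13), and the antenna protein Nta.946 -3.28 (SE 0.17) and -3.65 (SE 0.17). Of 11 Calvin cycle and photorespiration genes, 10 were repressed in WT and 11 in *pfld*4-2 (10 and 11 when adjusted over the list alone; by Mapman bin 68 of 103 repressed and 16 induced in WT, and 73 and 25 in *pfld*4-2), with medians of -2.46 and -2.52. Sedoheptulose-1,7-bisphosphatase (Nta.852), which regenerates the CO2 acceptor, was repressed at -3.13 (SE 0.17, adjusted p = 3.5e-06) and -3.3 (SE 0.17), and the photorespiratory glycine dehydrogenase (Nta.6396) at -2.58 (SE 0.11) and -3.48 (SE 0.11). The Calvin cycle list had 0 members whose response differed between genotypes in the interaction test of limma (4 at an unadjusted p under 0.05), while 6 photosystem genes fell more in *pfld*4-2 (8 when adjusted over the list alone). By Mapman bin the differences were mixed, with 5 higher and 3 lower for the Calvin cycle and 8 higher and 9 lower for photosystems. The median difference over the described photosystem genes was -0.49. The spike-in controls of the arrays had a median of -0.55 in the same contrast after normalization, from -0.79 to -0.15. A technical shift of that size is therefore not separated from the larger fall of these genes. Both lists come from genes the study called.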

*Xcv*-dependent repression affected genes involved in virtually all aspects of photosynthesis, including photosystems I and II of the PETC, components of the Calvin cycle and photorespiration (**Figure 4B**).

**FIGURE 4:**
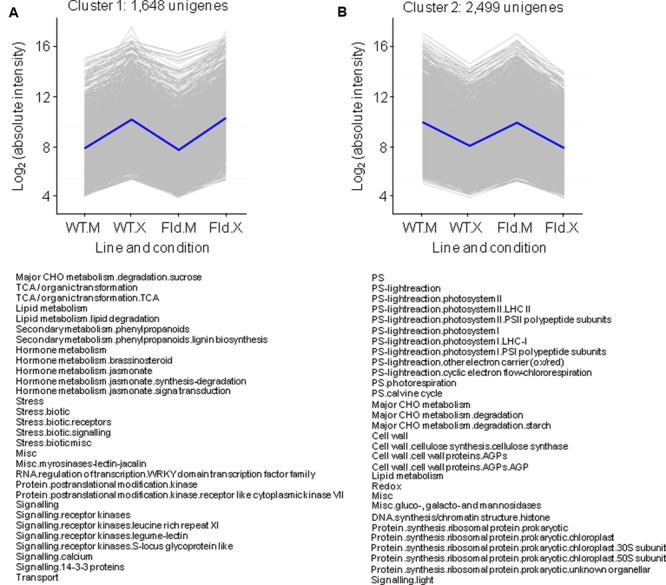
Clusters formed by *Xcv*-induced **(A)** or *Xcv*-repressed **(B)** genes independently of genotype. Each gray line of the charts corresponds to a particular gene, and the dark line represents the average behavior of all the genes contained in each cluster. Labelings in the abscissa correspond to the WT line infiltrated with mock solution (WT.M) and *Xcv* (WT.X), and the *pfld*4-2 line infiltrated with mock (Fld.M) and *Xcv* (Fld.X); those in the ordinates correspond to the absolute intensity values in log_2_ scale. For each pairwise comparison between lines or treatment, genes were defined as induced when FC > 2 and FDR < 0.05, and repressed when FC < 0.5 and FDR < 0.05. The total number of genes in each cluster is indicated above the corresponding panel, and the list of pathways with over-represented DE genes is shown below (analyzed using Fisher’s exact test with Bonferroni correction with FDR < 0.05). The list of unigenes belonging to these clusters and their corresponding descriptions, pathway assignments and fold-change values in the multiple comparison tests are described in **Supplementary Table S4**.

In a context of photosynthetic decline, energy supply during pathogen infection can be compensated by increasing carbohydrate degradation and respiratory metabolism (Essmann et al., 2008). Indeed, *Xcv* inoculation had a profound effect on leaf carbohydrate metabolism, summarized as Mapman representations in Supplementary Figures S2, S3. We have previously shown that cell wall invertases (CWI), which cleave sucrose into fructose and glucose, were induced by *Xcv* in both genotypes at the transcript and activity levels (Zurbriggen et al., 2009). 

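The 3 CWI transcripts rose steeply with *Xcv*. Nta.3537 was induced by 4.53 (SE 0.24, adjusted p = 3.1e-06) in WT and at least 18.5-fold in *pfld*4-2 (adjusted p = 3.3e-06), and Nta.3772 by 5.32 (SE 0.19, adjusted p = 7e-07) and at least 48.3-fold (adjusted p = 3.3e-07). These *pfld*4-2 values are lower bounds, because the spots were not well above background on both mock arrays of that line. Nta.3817 was induced by 5.75 (SE 0.15, adjusted p = 1.6e-07) and 6.77 (SE 0.15, adjusted p = 6e-08), and was lower in mock-infiltrated *pfld*4-2 leaves, at -1.03 (SE 0.15, adjusted p = 0.0033). That last call was lost at a normexp offset of 50 and without mock replicate 2 of *pfld*4-2.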

Induction was confirmed in this study, as three genes coding for CWI (Nta.3537, Nta.3772, and Nta.3817) could be grouped in cluster 1 (**Figure 4A** and **Supplementary Table S4**). In fact, 29 genes associated with the sucrose degradation pathway (which includes invertases) were enriched in cluster 1 (**Figure 4A** and Supplementary Figure S2 and **Table4**). They included two sucrose synthases (catalyzing sucrose hydrolysis), fructokinase 7 and α–1,3/1,6 mannosyltransferase (**Supplementary Table S4**). Conversely, genes involved in sucrose synthesis, such as fructose-1,6-bisphosphatase and three sucrose-phosphate synthase isoforms were repressed by *Xcv* inoculation and grouped in cluster 2 (**Supplementary Table S4**).

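Of 10 invertase and sucrose synthase genes, 7 were induced and 1 repressed in WT, and 8 and 1 in *pfld*4-2 (the same counts when adjusted over the list alone). By Mapman bin the calls were nearly balanced, with 36 induced and 30 repressed of 84 in WT, and 38 and 35 in *pfld*4-2. All were picked from the study's DE genes, which is not independent evidence of their direction. A sucrose synthase (Nta.7693), which cleaves sucrose to UDP-glucose and fructose, was induced by 3.62 (SE 0.17, adjusted p = 2e-06) in WT and 3.54 (SE 0.17, adjusted p = 1.6e-06) in *pfld*4-2. The mitochondrial alkaline/neutral invertase A-like gene (Nta.8357) rose by 2.17 (SE 0.26, adjusted p = 0.00022) and 1.58 (SE 0.26, adjusted p = 0.0012). In the group, the difference between genotypes passed the test for 1 gene, Nta.3817, with 1.02 (adjusted p = 0.025); this call was lost at an adjusted p under 0.01 and without any single WT array. By Mapman bin the response was higher in *pfld*4-2 for 5 of 84 and lower for 3.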

Sucrose hydrolysis is expected to provide substrates for the cytosolic branch of glycolysis, and 10 genes encoding components of this route were induced by *Xcv* in both WT and Fld-expressing plants: three isoforms of phosphoglycerate kinase, two of phosphofructokinase, two of enolase and one each of glyceraldehyde 3-phosphate dehydrogenase, aldolase and phosphoglycerate mutase (**Supplementary Table S4**). 

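Transcripts of cytosolic glycolysis split into induced and repressed members. Of 25 tested, 15 were induced and 10 repressed in WT, and 14 and 6 in *pfld*4-2 (the same counts when adjusted over the list alone); 10 fell into cluster 1. Phosphofructokinase (Nta.27201), which commits hexose to glycolysis, was induced by 5.65 (SE 0.17, adjusted p = 2.8e-07) in WT and 6.48 (SE 0.17, adjusted p = 8.9e-08) in *pfld*4-2. In contrast, the cytoplasmic aldolase isozyme 1 (Nta.2946) was repressed at -2.93 (SE 0.19, adjusted p = 7.1e-06) and -3.52 (SE 0.19), and a phosphoglycerate mutase-like gene (Nta.11465) at -2.49 (SE 0.20) and -2.55 (SE 0.20). Another gene of the latter type (Nta.26708) went opposite ways, with -1.24 (SE 0.14, adjusted p = 0.00015) in WT, 1.31 (SE 0.14, adjusted p = 0.0001) in *pfld*4-2 and a difference of 2.55 (SE 0.20, adjusted p = 0.001). As these genes were chosen by the study on these arrays, the counts are not independent evidence.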

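A cytosolic pyruvate kinase (Nta.756), which makes pyruvate, was higher in mock-infiltrated *pfld*4-2 leaves by 1.3 (SE 0.12, adjusted p = 0.00046) and was induced by *Xcv* by 2.78 (SE 0.12) in WT and 1.74 (SE 0.12) in *pfld*4-2. Another pyruvate kinase (Nta.8778) was raised by *Xcv* in WT by 1.55 (SE 0.17). It was higher in mock-infiltrated *pfld*4-2 leaves by 1.33, with 0.8 for *Xcv* in *pfld*4-2. An outlier spot left a single *pfld*4-2 mock array for both of these values. The cytoplasmic aldolase Nta.9552 was higher by 1.38 (SE 0.16, adjusted p = 0.0013) in mock and induced by 3.16 (SE 0.16) and 2.34 (SE 0.16). For the enolase-like gene Nta.71, averaged over 10 probes, the mock difference was 1.02 (SE 0.14, adjusted p = 0.0025). This last call was lost with the brightest probe alone, at a normexp offset of 50, and without mock replicate 2 of WT.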

Six additional genes associated with glycolysis were induced by Fld in the absence of treatment and in some cases still further after *Xcv* inoculation, including two more pyruvate kinase isoforms, enolase, aldolase and two pyruvate carboxykinases (**Supplementary Table S2**).

Glycolysis, in turn, supplies acetyl-CoA to the TCA cycle, also enriched in cluster 1 (**Figure 4A** and Supplementary Figure S3). Genes coding for most of the enzymes of TCA cycle are part of this cluster, including a citrate synthase, a regulatory subunit of the isocitrate deshydrogenase, four components of the 2-oxoglutarate dehydrogenase complex, a succinyl-CoA ligase, a succinate dehydrogenase subunit and a fumarase (**Supplementary Table S4**).

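TCA cycle transcripts selected by description rose in both genotypes. The mitochondrial pyruvate dehydrogenase E1 β subunit (Nta.514), which feeds acetyl-CoA into the cycle, was induced by 2.97 (SE 0.18, adjusted p = 5.6e-06) in WT and 2.34 (SE 0.18) in *pfld*4-2. Citrate synthase (Nta.7276) was induced by 2.65 (SE 0.15, adjusted p = 3.5e-06) and 2.67 (SE 0.15), 2-oxoglutarate dehydrogenase (Nta.1172) by 1.96 (SE 0.11) and 2.23 (SE 0.11), and succinyl-CoA ligase (Nta.1697) by 1.86 (SE 0.15) and 2.08 (SE 0.15). Over the 18 genes the median was 1.75 in WT and 1.64 in *pfld*4-2. No member passed the interaction test of limma (0; 0 when adjusted over the list alone; 3 at an unadjusted p under 0.05), and none was called between genotypes within a treatment, where an unadjusted p under 0.05 was reached by 4 higher and 1 lower gene in mock and by 2 higher and 5 lower with *Xcv*. By Mapman bin, 32 of 44 were induced and 7 repressed in WT and 28 and 10 in *pfld*4-2, 2 were called between genotypes in mock and 2 with *Xcv*, and 2 had a lower response in *pfld*4-2.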

While many genes included in the functional category Mitochondrial Electron Transport/ATP synthesis were up-regulated by Fld expression and/or *Xcv* infiltration (**Supplementary Table S4**), most of them, including prohibitin isoforms and alternative oxidoreductases, do not function in the central pathway of respiratory electron transfer, except for three subunits of the cytochrome *b*-*c1* complex and one of the cytochrome *c* oxidase, which were induced by the microorganism in WT plants but not in the transgenic line (**Supplementary Table S4**). 

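Some mitochondrial transcripts outside the central respiratory chain were higher in mock-infiltrated *pfld*4-2 leaves, among them 2 of 4 genes of alternative respiration. The external alternative NAD(P)H-ubiquinone oxidoreductase Nta.5160, which bypasses complex I, was induced by *Xcv* in WT by 3.52 (SE 0.13, adjusted p = 7.2e-07) and higher in mock-infiltrated *pfld*4-2 by 2.72 (SE 0.13, adjusted p = 5.1e-05), while *Xcv* in *pfld*4-2 gave -0.21 (adjusted p = 0.2). Its *Xcv* response differed between genotypes by -3.73 (SE 0.18, adjusted p = 0.00049). A further oxidoreductase of this type (Nta.15889) was induced by 3.68 (SE 0.11) in WT, with 2.19 (SE 0.11) between genotypes in mock. In *pfld*4-2 it rose by 1.23, where an outlier spot left a single *Xcv* array. The internal enzyme Nta.23233 rose at least 3.68-fold in WT and at least 2.81-fold in *pfld*4-2. Prohibitin-3 (Nta.10988) was induced by 3.45 (SE 0.17, adjusted p = 2.5e-06) in WT and showed 0.14 (adjusted p = 0.51) in *pfld*4-2, a difference of -3.31 (SE 0.25, adjusted p = 0.00081). Both porin genes, Nta.5773 and Nta.8416, for channels of the outer mitochondrial membrane, were induced in WT, by 1.52 (SE 0.14) and 1.94 (SE 0.14), and raised by Fld in mock, by 1.43 (SE 0.14) and 1.25 (SE 0.14) (2 of 2 when adjusted over the list alone).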

In the case of the ATP synthesis machinery, a gene coding for the 𝜀 subunit was part of cluster 1 (**Supplementary Table S4**), while expression of the other subunits was not modified.

Cluster 1 was also enriched in genes related to hormone function (**Figure 4A** and **Supplementary Table S4**). SA, JA, and ethylene are integral components of signal transduction networks involved in activation of plant innate immunity. We have previously reported that *Xcv* inoculation led to similar increases of JA levels in *pfld*4-2 and WT plants (Zurbriggen et al., 2009). In good agreement with those observations, genes related to JA metabolism were over-represented in cluster 1 (**Figure 4A**), including DE genes involved in both JA synthesis (coding for several lipoxygenases, oxophytodienoate reductases, a phospholipase A1, a divinyl ether synthase, and an allene oxide synthase), as well as different types of JA receptor JAZ proteins (TIFY10) (**Supplementary Table S4**). 

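Allene oxide synthase (Nta.4305), which opens the JA branch of oxylipin synthesis, was induced by 3.26 (SE 0.17, adjusted p = 2.8e-06) in WT and at least 8.44-fold in *pfld*4-2, where the mock spots were not well above background. A lipoxygenase-domain transcript (Nta.7032) was induced by 4.03 (SE 0.13, adjusted p = 4.4e-07) and 4.58 (SE 0.13, adjusted p = 1.6e-07). The 9-lipoxygenase 5-like gene (Nta.10908), of the branch that leads to divinyl ethers, rose by 2.03 (SE 0.11) in WT and 3.61 (SE 0.11) in *pfld*4-2, a difference of 1.58 (SE 0.16, adjusted p = 0.0021). Over the JA list the median was 2.04 in WT and 2.44 in *pfld*4-2, and the response was higher in *pfld*4-2 for 2 members (2, with 1 lower, when adjusted over the list alone). This list was drawn from the study's DE genes.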

Similar results had been obtained by the functional enrichment analysis of *Xcv* responses (**Figure 3**).

Other hormones have also been implied in plant biotic interactions, in some cases through modulation of host defense responses initiated by the SA–JA–ethylene systems. For instance, pathogen infection has been reported to induce brassinosteroid synthesis and signaling pathways (Nakashita et al., 2003). Cluster analysis showed that several genes associated with brassinosteroid metabolism were strongly induced by *Xcv* infiltration in plants of both genotypes (cluster 1 in **Figure 4A** and **Supplementary Table S4**). They included a BEH4-like transcription factor (Nta.10658) and a BAK1-like kinase (Nta.11817). However, genes involved in brassinosteroid signaling were only over-represented among those induced in *pfld*4-2 leaves (**Figure 3** and **Supplementary Table S2**).

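The BEH4-like transcription factor (Nta.10658), of the family that carries brassinosteroid signals to the nucleus, was induced by 1.88 (SE 0.21, adjusted p = 0.00012) in WT and 2.23 (SE 0.21, adjusted p = 4.4e-05) in *pfld*4-2. The co-receptor kinase BAK1-like (Nta.11817) was induced by 1.49 (SE 0.13, adjusted p = 4e-05) and 1.99 (SE 0.13, adjusted p = 7.2e-06). Its probes moved apart, with 2.52 and 2.91 for A_95_P205437 and 0.47 and 1.07 for A_95_P297883. A further BAK1-like gene (Nta.6193) was induced by 1.12 (SE 0.14) and 1.47 (SE 0.14). None of the differences between genotypes passed the test in limma, with 0.35 (adjusted p = 0.48) for Nta.10658, 0.49 (adjusted p = 0.14) for Nta.11817 and 0.34 (adjusted p = 0.29) for Nta.6193. Of 4 tested genes of brassinosteroid synthesis and signaling, 3 were induced in each genotype (3 when adjusted over the list alone). By Mapman bin the list held 61 genes, and the response was higher in *pfld*4-2 for 13 and lower for 5. All 4 had been called by the study on these arrays.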

Most inducible defense proteins have been classified as PR proteins, divided into 17 classes (PR-1 to PR-17) based on their biological activities, physicochemical properties and sequence similarities (van Loon et al., 2006). These proteins do not constitute a superfamily but rather a collection of structurally and functionally unrelated proteins commonly involved in defense, including chitinases and glucanases, proteinase inhibitors and antimicrobial peptides such as thionins and defensins (van Loon et al., 2006). We have previously reported that WT and *pfld*4-2 plants exhibited a strong induction of the PR genes coding for PR-Q, SAR8.2 and PR-1b upon *Xcv* infection (Zurbriggen et al., 2009). Data obtained by microarray analysis confirmed those observations, as the three groups of genes showed strong induction by *Xcv*. 

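Acidic endochitinase Q (PR-Q, Nta.3495) was induced by 3.09 (SE 0.16, adjusted p = 2.6e-06) in WT and 4.42 (SE 0.16, adjusted p = 3.6e-07) in *pfld*4-2. PR-1B (Nta.3703) was induced by 1.79 (SE 0.18, adjusted p = 8.6e-05) and 4.15 (SE 0.18, adjusted p = 9.2e-07), and the difference between genotypes was 2.36 (SE 0.26, adjusted p = 0.0025). PR-1A (Nta.3897), a close relative, was induced by 3.11 (SE 0.50) and 5.63 (SE 0.50) (4.78 in *pfld*4-2 as the mean of its probes' fold changes, since 1 spot was missing); its difference did not pass the test (2.53, adjusted p = 0.063). With *Xcv* none of these was called between *pfld*4-2 and WT, at -0.91 (adjusted p = 0.0088), -0.93 (adjusted p = 0.013) and -0.36 (adjusted p = 0.64); for PR-1A the missing spot weighs on this value, and the mean of its probes was -1.22.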

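SAR8.2 proteins are small secreted proteins that accumulate in systemic acquired resistance. *Xcv* induced all 5 of their genes in both genotypes: Nta.7747 by 2.83 (SE 0.18, adjusted p = 7.9e-06) in WT and 3.07 (SE 0.18) in *pfld*4-2, and Nta.2644 by 2.62 (SE 0.21, adjusted p = 2.2e-05) and 2.69 (SE 0.21). Nta.5457 was induced by 2.2 (SE 0.16) and 3.0 (SE 0.16), Nta.9455 by 2.19 (SE 0.12) and 2.42 (SE 0.12), and Nta.319 by 2.16 (SE 0.23) and 2.27 (SE 0.23). The difference between genotypes passed the test of limma for none of them; Nta.5457 had the largest, 0.8 (adjusted p = 0.06).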

All genes coding for SAR8.2 isoforms (Nta.7747, Nta.9455, Nta.5457, Nta.319, and Nta.2644) were found in cluster 1 (**Figure 4A**). This cluster harbored a total of 41 PR genes and was the most densely populated by PR proteins, including chitinases of the PR-3 and PR-4 classes and proteinase inhibitors of the PR-6 class (**Supplementary Table S4**).

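Among PR-1, glucanase, chitinase and thaumatin genes, 26 of 29 were induced by *Xcv* in WT and 28 in *pfld*4-2, with 1 repressed in each (the same counts when adjusted over the list alone); 13 belonged to cluster 1 and 8 to cluster 11. Osmotin (Nta.5214), an antifungal thaumatin-like protein, was induced by 7.25 (SE 0.17, adjusted p = 1.2e-07) in WT and 5.79 (SE 0.17, adjusted p = 1.9e-07) in *pfld*4-2, and PR-R (Nta.4183) by 5.15 (SE 0.23, adjusted p = 1.4e-06) and 5.81 (SE 0.23, adjusted p = 5.7e-07). The basic vacuolar glucanase (Nta.2852) rose by 7.64 (SE 0.13) in WT and 5.65 (SE 0.13) in *pfld*4-2, a difference of -1.98 (SE 0.18, adjusted p = 0.0016), whereas basic endochitinase (Nta.7114) rose more in *pfld*4-2, by 3.3 (SE 0.11) against 1.43 (SE 0.11), a difference of 1.87 (SE 0.15, adjusted p = 0.0012). All 9 proteinase inhibitors of the PR-6 class were induced in WT (9 when adjusted over the list alone), and 4 of them were in cluster 1. These families were listed from the study's DE genes and are not independent evidence.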

With respect to *Xcv*-repressed genes, functional analysis revealed an over-representation of genes associated with redox metabolism in both genotypes (**Figure 3**), and this pattern was reflected by enrichment of DE genes related to these pathways in cluster 2 (**Figure 4B**). They encoded peroxiredoxins, glutaredoxins, thioredoxins and enzymes of glutathione and ascorbate metabolism. Mostly plastidic isoforms were affected (**Supplementary Table S4**). 

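Redox transcripts moved in both directions with *Xcv*. Peroxiredoxin Q (Nta.5878), a thiol peroxidase, was repressed at -3.17 (SE 0.12, adjusted p = 9.1e-07) in WT and -3.66 (SE 0.12, adjusted p = 3.1e-07) in *pfld*4-2. The glutaredoxin-C13-like gene Nta.11660 was repressed at -2.53 (SE 0.28) and -3.17 (SE 0.28), iron superoxide dismutase (Nta.257) at -1.67 (SE 0.12) and -2.54 (SE 0.12), and ascorbate peroxidase 2 (Nta.151) at -2.03 (SE 0.20) and -2.28 (SE 0.20). Chloroplast copper/zinc superoxide dismutase (Nta.1597) was repressed at -2.58 (SE 0.19) in WT and -1.05 (SE 0.19) in *pfld*4-2. Other members rose: NADPH-dependent thioredoxin reductase 2 (Nta.18747) by 3.21 (SE 0.28) and 2.61 (SE 0.28), glutathione reductase (Nta.27044) by 3.05 (SE 0.16) and 2.35 (SE 0.16), and glutathione peroxidase (Nta.7157) by 3.73 (SE 0.13) and 3.54 (SE 0.13). Of 18 thioredoxins, glutaredoxins and peroxiredoxins, 9 were induced and 6 repressed in WT, and 8 and 7 in *pfld*4-2; of 16 ascorbate, glutathione and ROS scavenging enzymes, 9 were induced and 4 repressed in each genotype (the same counts when adjusted over the list alone). By Mapman bin more were induced, 19 of 32 against 5 repressed for the first list in WT and 31 of 40 against 4 for the second (20 and 6, and 31 and 5, in *pfld*4-2). The 2 lists hold genes called by the study and are not independent evidence.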

The results suggest that there was an overall down-regulation of scavenging systems upon *Xcv* infection, as already reported for other plant-pathogen interactions (Torres et al., 2006). This decline was not prevented by Fld, a chloroplast antioxidant *per se* (Zurbriggen et al., 2009). On the other hand, there were six different glutathione *S*-transferases among Fld-induced genes under control conditions (**Figure 1B**), which were further induced by *Xcv* inoculation (**Figure 3**). These enzymes catalyze the conjugation of glutathione to a variety of hydrophobic substrates, such as toxins and radical-chain reaction byproducts, rendering them less reactive and more water-soluble, and thus more tractable for vacuolar sequestration (Dixon and Edwards, 2010). 

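Most glutathione *S*-transferases responded to *Xcv*: 22 of 23 were induced and 1 repressed in each genotype (22 and 1 when adjusted over the list alone). The microsomal isoform (Nta.2676), raised by Fld in mock, was induced by 4.08 (SE 0.23, adjusted p = 4.1e-06) in WT and 1.53 (SE 0.23, adjusted p = 0.00073) in *pfld*4-2, with a lower response in *pfld*4-2 (-2.55, SE 0.33, adjusted p = 0.0042). For isoform U9 (Nta.2047) the values were 3.25 (SE 0.14) and 1.6 (SE 0.14), with a difference of -1.65 (adjusted p = 0.0031). Nta.4205 (parA-type) was induced by 5.83 (SE 0.22) and 5.07 (SE 0.22). Nta.22667, not called in mock (-0.38, adjusted p = 0.12), rose by 2.71 (SE 0.16) in WT and 4.46 (SE 0.16) in *pfld*4-2, a higher response in *pfld*4-2 (1.75, SE 0.22, adjusted p = 0.0039). In total the response was higher in *pfld*4-2 for 3 isoforms and lower for 3 (3 and 3 when adjusted over the list alone). These isoforms were named in the study's tables because they were DE there.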

Induction of conjugative systems via glutathione *S*-transferases in *pfld*4-2 plants could provide an alternative mechanism of ROS detoxification.

Biphasic ROS production in the apoplast, mediated by plasma membrane NADPH oxidase activities encoded by the *Rboh* gene family, has been long considered as a central feature of successful pathogen recognition (Morales et al., 2016). 

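*RbohD* (Nta.3862), the NADPH oxidase gene tied to the apoplastic oxidative burst, was induced by *Xcv* by 3.77 (SE 0.13, adjusted p = 6.4e-07) in WT and 3.91 (SE 0.13, adjusted p = 3.2e-07) in *pfld*4-2. The difference between genotypes was 0.15 (adjusted p = 0.66). Its level in *pfld*4-2 relative to WT was -0.81 (adjusted p = 0.0054) in mock and -0.66 (adjusted p = 0.015) with *Xcv*, below the 2-fold threshold. Nta.3815 likewise stayed below that threshold between genotypes, at -0.68 (adjusted p = 0.033) in mock and -0.62 (adjusted p = 0.049) with *Xcv*. The unigenes Nta.4371 and Nta.2526 were not tested here.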

*RbohD* (unigene Nta.3862) showed a strong induction by *Xcv* in both genotypes and thus classified in cluster 1 (**Supplementary Table S4**), while expression of other genes of the *Rboh* family (Nta.3815, Nta.4371, Nta.2526) were not affected by either pathogen or Fld. Microscopic analysis of *Xcv*-inoculated leaves treated with a ROS-dependent fluorescent probe revealed that ROS build-up was largely abolished in chloroplasts of *pfld*4-2 tissues, whereas apoplastic ROS accumulation was unaffected (Zurbriggen et al., 2009).

### Genes Coding for the Two Photosynthetic Fd Isoforms were Down-Regulated under *Xcv* Infection

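The ferredoxin transcript Nta.9424, averaged over 12 probes, was repressed by *Xcv* at -2.35 (SE 0.11, adjusted p = 2e-06) in WT and -3.05 (SE 0.11, adjusted p = 4.4e-07) in *pfld*4-2. Nta.2519 was repressed at -2.14 (SE 0.23, adjusted p = 0.00012) and -1.78 (SE 0.23, adjusted p = 0.00034). Further ferredoxin genes, Nta.10754 and Nta.1476, fell by 2.41 (SE 0.27) and 1.94 (SE 0.14) in WT and by 2.17 (SE 0.27) and 2.12 (SE 0.14) in *pfld*4-2. The difference of the response between genotypes did not pass the threshold for Nta.9424 (-0.7, adjusted p = 0.035) or Nta.2519 (0.37, adjusted p = 0.52). Of 4 genes described as ferredoxins, 3 were repressed and 1 induced in each genotype (3 and 1 when adjusted over the list alone); they were taken from the study's DE genes.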

Among the genes repressed by *Xcv* in both WT and *pfld*4-2 plants were those encoding the tobacco photosynthetic Fds (unigenes Nta.2519 and Nta.9424, **Supplementary Table S4**). They are particularly interesting because Fd is the universal electron acceptor of the PETC and the isofunctional counterpart of Fld. We have previously reported that total Fd protein levels were down-regulated in WT plants infected with *Xcv* compared to mock-infiltrated siblings (Zurbriggen et al., 2009).

Fd expression is repressed under most conditions of abiotic stress (Hruz et al., 2008), and the stress protection conferred by Fld can be explained, at least in part, by functional complementation of stress-labile Fd in both photosynthetic microorganisms (Chappell and Webb, 2010; Thompson et al., 2011) and transgenic plants (Tognetti et al., 2006; Blanco et al., 2011). The fate of Fd during episodes of biotic stress is instead less clear. Of 30 biotic interactions reported for Arabidopsis leaves in Genevestigator (Hruz et al., 2008), nine different microorganisms and strains caused down-regulation of at least one of the two photosynthetic isoforms of Fd (AtFd1 or AtFd2), only one interaction showed induction of AtFd1, and the rest displayed no significant changes (**Table 1**). Photosynthetic Fds were also repressed when infiltrated with the PAMP flg22 (**Table 1**), a peptide derived from the bacterial flagellin N-terminus, while remaining unaffected in other four PAMP leaf treatments (data not shown). At the protein level, leaf Fd contents were shown to decline in tobacco after inoculation with virulent *Pectobacterium carotovorum* subsp. *carotovorum* (Huang et al., 2007) and tobacco mosaic virus (Ma et al., 2008). Besides photosynthetic Fds, plants contain additional Fd isoforms involved in nitrite reduction and other assimilatory pathways (e.g., AtFd3 of Arabidopsis). These isoforms are preferentially expressed in non-photosynthetic tissues such as roots, but they are also present at lower levels in leaves (Hanke et al., 2004), and one unigene (Nta.7381) with high sequence identity with AtFd3 could be retrieved in our leaf microarray assay. Interestingly, this Fd isoform was also regulated by *Xcv* inoculation, but in the opposite direction to that exhibited by its photosynthetic counterparts: it was induced ∼5fold upon *Xcv* infiltration in both WT and *pfld*4-2 plants (cluster 1 in **Figure 4A** and **Supplementary Table S4**). 

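The heterotrophic ferredoxin Nta.7381 was induced by 2.69 (SE 0.12, adjusted p = 1.4e-06) in WT and 1.88 (SE 0.12, adjusted p = 5.6e-06) in *pfld*4-2, which correspond to 6.44-fold and 3.67-fold. The difference between genotypes, -0.81 (SE 0.17, adjusted p = 0.025), had an adjusted p under the threshold but stayed below a 2-fold change. With *Xcv* the level in *pfld*4-2 relative to WT was -0.72 (adjusted p = 0.0077).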

Analysis of the expression of heterotrophic Fds in biotic stress situations indicated that they were induced in 12 different interactions (**Table 1**), while no changes could be detected in other 18 (data not shown). Our results then indicate that repression of photosynthetic Fds and induction of the heterotrophic isoforms are commonplace during plant biotic interactions.

**Table 1:** Analysis of Fd expression in Arabidopsis leaves during different biotic interactions.

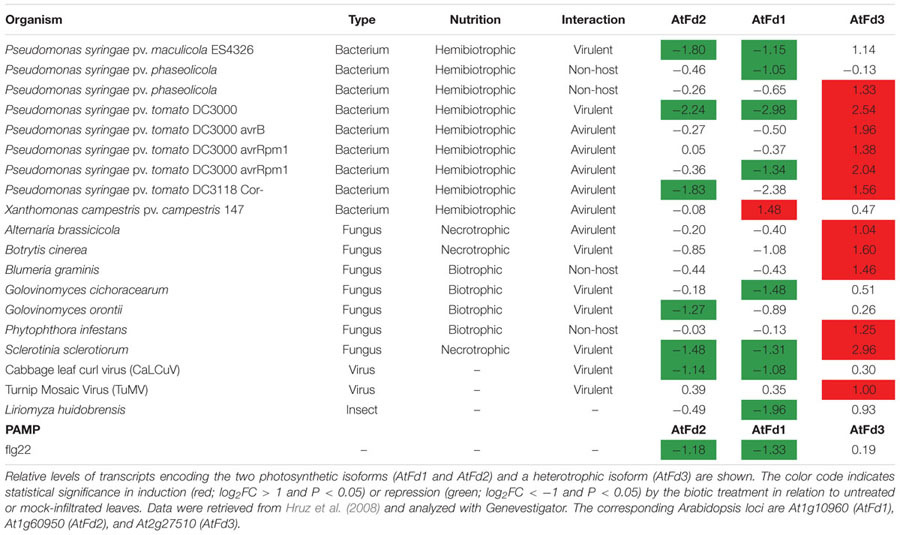

### Genes Whose *Xcv* Responses were Modulated by Fld Expression

Among the DE genes whose *Xcv* responses were affected by the presence of Fld, a first group of two clusters (3 and 4) was made up of genes that were up-regulated after *Xcv* inoculation and further affected by Fld (**Figure 5A** and **Supplementary Table S5**). Cluster 3 had 118 genes that were induced by the pathogen in both WT and *pfld4*-2 plants, but significantly more in the transgenic line (**Figure 5A**). 

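Cluster 3 held 118 genes, with a median induction of 2.07 in WT and 3.56 in *pfld*4-2, and the difference between genotypes passed the test for 97 of them. The calmodulin transcript Nta.8194, a calcium sensor, was induced by 3.45 (SE 0.15, adjusted p = 1.3e-06) in WT and 5.31 (SE 0.15, adjusted p = 1.4e-07) in *pfld*4-2, a difference of 1.85 (SE 0.21, adjusted p = 0.0028). CML45-like (A_95_P101693), another calcium-binding protein, was induced by 2.52 (SE 0.15) in WT and at least 49.2-fold in *pfld*4-2, and with *Xcv* it was higher in *pfld*4-2 by 2.92 (SE 0.15, adjusted p = 0.00023). The G-type lectin receptor kinase Nta.15725 rose by 1.34 (SE 0.12) and 3.08 (SE 0.12), and flavonoid 3'-monooxygenase-like (Nta.8709), of flavonoid synthesis, by 1.97 (SE 0.12) and 4.64 (SE 0.12). Their differences were 1.74 (adjusted p = 0.0017) and 2.66 (adjusted p = 0.00073). For the calcium signaling list the response was higher in *pfld*4-2 for 15 of 37 genes and lower for 0 (15 and 0 when adjusted over the list alone), in a list taken from the study's DE genes; by Mapman bin it was higher for 14 of 30 and lower for 5.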

Over-represented in this cluster were DE genes associated with hemicellulose synthesis. 

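Galacturonosyltransferase-like 10 genes, whose products are glycosyltransferases of cell wall polysaccharides, rose more with *Xcv* in *pfld*4-2. Nta.17694 was induced by 2.68 (SE 0.14, adjusted p = 2.8e-06) in WT and 4.06 (SE 0.14, adjusted p = 3.2e-07) in *pfld*4-2, a difference of 1.38 (SE 0.20, adjusted p = 0.0064), and Nta.4036 by 3.08 (SE 0.13) and 5.07 (SE 0.13), a difference of 2.0 (SE 0.18, adjusted p = 0.0016). The β-glucuronosyltransferase GlcAT14C-like gene (Nta.16581) was induced by 1.87 (SE 0.13) and 2.61 (SE 0.13), with a difference below the 2-fold threshold (0.73, adjusted p = 0.045). In the opposite direction, the glucomannan mannosyltransferase 9-like gene (Nta.18635) was repressed at -2.88 (SE 0.14) and -2.98 (SE 0.14).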

*Xcv* inoculation resulted in up-regulation of 17 genes involved in this pathway in WT plants, and four additional genes in the transgenic line (**Supplementary Table S4**). The results suggest that hardening of the cell wall is favored by Fld expression during this biotic interaction.

**FIGURE 5:**
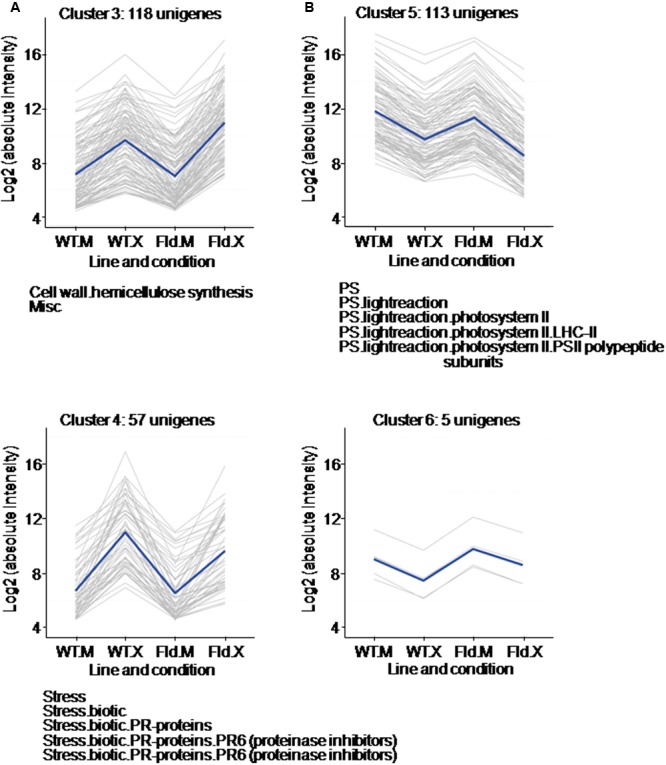
Clusters formed by *Xcv*-induced **(A)** or *Xcv*-repressed **(B)** genes, in which the responses to the microorganism were exacerbated or ameliorated by Fld expression. Each gray line of the charts corresponds to a particular gene, and the dark line represents the average behavior of all genes of the cluster. Labelings of the abscissa and ordinates, total number of genes in each cluster and list of pathways with over-represented DE genes are indicated as in **Figure 4**. Further details are given in **Supplementary Table S5**.

Cluster 4, in turn, contained 57 genes whose *Xcv*-dependent induction was decreased by Fld (**Figure 5A** and **Supplementary Table S5**). This cluster was enriched in transcripts associated with biotic stress responses, especially PR-6 proteins with proteinase inhibitor activities (**Supplementary Table S5**). 

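Cluster 4 held 58 genes, with a median induction of 3.6 in WT and 2.48 in *pfld*4-2; the difference between genotypes passed the test for 30. Proteinase inhibitor type-2 (Nta.8421), a wound-inducible inhibitor of digestive proteases, was induced in WT by 9.22 (SE 0.24, adjusted p = 1.4e-07), against 6.42 (SE 0.24, adjusted p = 4.3e-07) in *pfld*4-2, a difference of -2.8 (SE 0.33, adjusted p = 0.0032). Its 2 probes alone gave 9.25 and 8.51 in WT. Of 9 PR-6 genes, 5 were lower in *pfld*4-2 with *Xcv* and none higher, and the response was lower in *pfld*4-2 for 5 (5 and 5 when adjusted over the list alone; by Mapman bin 10 of 26 had a lower and 1 a higher response); 3 were in cluster 4. WRKY11-like (Nta.14970) shared the pattern when averaged over its probes, with 2.72 (SE 0.20) in WT and 1.96 (SE 0.20) in *pfld*4-2. Between genotypes with *Xcv* it had -1.14 (SE 0.20, adjusted p = 0.009), a call lost without *Xcv* replicate 1 of WT. In that comparison its probes disagreed, with -0.1 for A_95_P044641 and -2.18 for A_95_P284353. The miraculin-like protease inhibitor gene Nta.23189 was induced by 8.67 (SE 0.15) in WT and 7.24 (SE 0.15) in *pfld*4-2. The PR-6 list was formed from genes that the study called, so its direction is not independent evidence. In cluster 4 and cluster 6 together, there were 39 genes without *Xcv* replicate 1 of WT, against 63 with all arrays.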

While expression of numerous PR proteins was induced by *Xcv* in WT and *pfld*4-2 plants, therefore classifying in cluster 1 (**Figure 4A**), cluster 4 was the one with the highest proportion of PR genes (10 out of 57), and most of them were members of the PR-6 subclass (**Supplementary Table S5**).

A second group of two clusters (5 and 6) contained DE genes down-regulated by *Xcv*. Cluster 5 included 113 genes that were repressed by *Xcv* in both genotypes, but significantly more in *pfld*4-2 plants (**Figure 5B**). 

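Cluster 5 held 114 genes, with a median repression of -2.06 in WT and -2.86 in *pfld*4-2. The difference of the response passed the test for 16 of them. The vacuolar cation/proton exchanger 3-like gene (Nta.6052), a transporter of calcium and other cations, was repressed at -2.87 (SE 0.14, adjusted p = 2.2e-06) in WT and -4.01 (SE 0.14, adjusted p = 3.5e-07) in *pfld*4-2, and with *Xcv* was lower in *pfld*4-2 at -1.23 (SE 0.14, adjusted p = 0.0023). The AMME syndrome candidate protein-like gene (A_95_P105847) showed -2.83 (SE 0.25), -4.0 (SE 0.25) and -1.62 (SE 0.25, adjusted p = 0.0065) in the same comparisons. Its difference of responses did not pass the test (-1.17, adjusted p = 0.083).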

A large fraction of these DE genes encodes components of the photosynthetic machinery, including six different chlorophyll *a*/*b* binding proteins, three subunits of PSI, one subunit of PSII, one isoform of the Rubisco small subunit, a photosynthetic NDH subunit of subcomplex B5, and a Rubisco large subunit-binding protein (**Supplementary Table S5**). 

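Of the 66 photosystem and light-harvesting genes, 9 fell into cluster 5 and 56 into cluster 2, and 9 of the list were lower in *pfld*4-2 with *Xcv* (9 when adjusted over the list alone). The chlorophyll a/b-binding proteins CAB37 (Nta.9460) and CAB13 (Nta.1361), which bind antenna chlorophyll, were lower with *Xcv* in *pfld*4-2 at -1.45 (SE 0.19, adjusted p = 0.0034) and -1.49 (SE 0.14, adjusted p = 0.0012). CAB13 was repressed at -2.66 (SE 0.14) in WT and -3.67 (SE 0.14) in *pfld*4-2, and CAB37 at -2.99 (SE 0.19) and -4.31 (SE 0.19). The photosystem II 10 kDa protein (Nta.9462) was lower with *Xcv* at -1.28 (SE 0.12, adjusted p = 0.0011), a call lost with the 75th percentile scalings. Photosystem I subunit O-like (Nta.2853) and the NDH subunit B5 (Nta.1272) gave -1.62 (adjusted p = 0.012) and -1.67 (adjusted p = 0.015); both calls were lost without either *Xcv* replicate of WT. The list comes from genes the study called and is not independent evidence.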

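Genes repressed by *Xcv* in both genotypes, higher in *pfld*4-2 than in WT with *Xcv* and without a call in mock were few, 5 in all. Their median repression was -1.54 in WT and -1.15 in *pfld*4-2, and their median level in *pfld*4-2 relative to WT was 0.76 in mock and 1.1 with *Xcv*. For none of the 5 did the difference of the response between genotypes pass the test of limma (0 of 5, with 2 at an unadjusted p under 0.05). The dicer-like 2 gene Nta.3314, a component of RNA silencing, had this pattern: it was repressed at -1.52 (SE 0.20, adjusted p = 0.00033) in WT and -1.15 (SE 0.20, adjusted p = 0.0015) in *pfld*4-2, and with *Xcv* it was higher in *pfld*4-2 by 1.29 (SE 0.20, adjusted p = 0.0062), a call lost without *Xcv* replicate 1 of WT.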

The cluster displaying the opposite pattern of expression, whose *Xcv*-dependent repression was ameliorated by Fld, was sparsely populated with only 5 unigenes (cluster 6 in **Figure 5B**).

In conclusion, the presence of Fld exacerbated rather than attenuated *Xcv* responses (231 genes vs. 62 genes), suggesting that the presence of the flavoprotein allowed the plant to deploy a more complete and varied response against the attacking microorganism.

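Genes of clusters 3 and 5 numbered 232 and those of clusters 4 and 6 numbered 63. The interaction test, which asks directly whether the *Xcv* response differed, found 680 genes with a higher response in *pfld*4-2 and 457 with a lower one over all patterns. It passed for 97 and 30 genes of the induced clusters 3 and 4, and in limma for 16 and 0 of the repressed clusters 5 and 6 (2 of cluster 6 at an unadjusted p below 0.05). The clusters were defined on the same arrays by calls that favor such differences, so these shares are not a separate check. Examples outside these clusters were the AAA-ATPase At3g50940-like gene (Nta.10082), with 1.78 (SE 0.18) in WT, 4.74 (SE 0.18) in *pfld*4-2 and a difference of 2.96 (SE 0.25, adjusted p = 0.0013), and the yippee-like gene Nta.8940, with 1.66 (SE 0.15), 4.59 (SE 0.15) and 2.92 (SE 0.22, adjusted p = 0.00081). In the other direction, cannabidiolic acid synthase-like (Nta.9293), a berberine bridge-type oxidase, rose at least 14.6-fold in WT and at least 1.84-fold in *pfld*4-2, and with *Xcv* it was lower in *pfld*4-2 at -2.94 (SE 0.12, adjusted p = 0.00011). With *Xcv*, 330 genes were higher and 416 lower in *pfld*4-2 overall. The counts depended on single arrays: without mock replicate 1 of WT the interaction called 335 higher and 196 lower, without mock replicate 2 of WT 350 and 216, and without *Xcv* replicate 2 of WT 428 and 226. Without *Xcv* replicate 1 of WT it called 276 lower, clusters 4 and 6 held 39, and 262 genes were lower in *pfld*4-2 with *Xcv*. With the processed signal minus the 75th percentile 781 genes were lower there, and higher genes made up 32.1% of the calls against 44.2%.

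**Figure D2:**
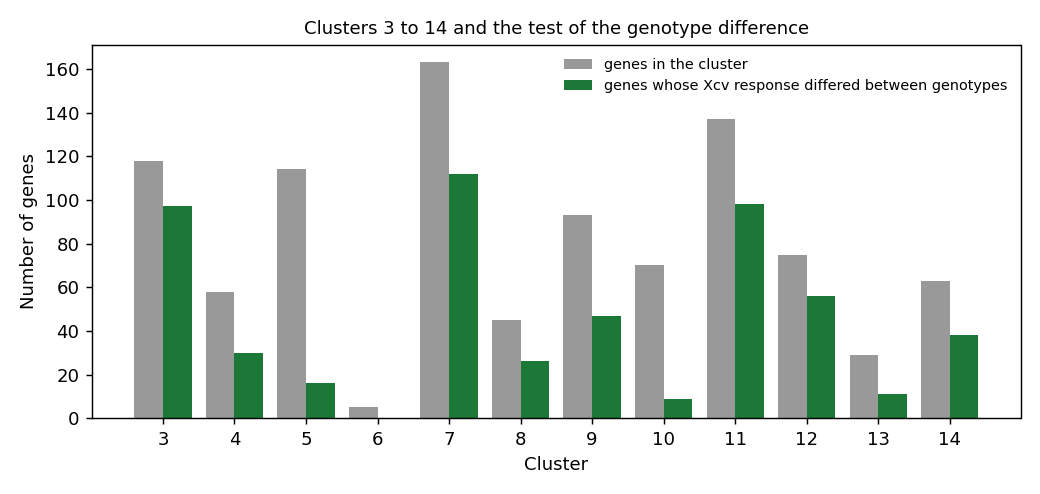
Number of genes (vertical axis) in clusters 3 to 14 (horizontal axis), in grey, and the number of these genes whose *Xcv* response differed between genotypes in the interaction test, in green. The test passed for 97 of 118 genes in cluster 3, for 112 of 163 in cluster 7 and for 16 of 114 in cluster 5. Clusters and test rest on the same arrays, so the shares are not a separate check of the clusters.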

### *Xcv-*Responsive Genes Primed by Fld Expression in the Absence of Infection

Another group of clusters is represented by those *Xcv*-responsive genes whose expression was fully or partially modulated by Fld in the absence of infection and in the same direction as pathogen exposure (**Figure 6** and **Supplementary Table S6**). Up-regulated genes were divided into two clusters depending on the degree of induction by Fld and *Xcv*. Cluster 7 included those genes which were induced by Fld to the same levels that they reached in *Xcv*-inoculated WT plants, and were not further affected by exposure to the microorganism (**Figure 6A**). 

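Cluster 7 held 163 genes, with a median of 1.42 for Fld in mock, 1.55 for *Xcv* in WT, 0.42 for *Xcv* in *pfld*4-2 and 0.37 between genotypes with *Xcv*. The difference of the *Xcv* response between genotypes passed the test for 112 of them. The pattern that defines the cluster, on the same arrays, favors a lower response in *pfld*4-2, so this share is not a separate check. The mitochondrial HSP70 gene Nta.4656, a chaperone of protein import, was higher in mock-infiltrated *pfld*4-2 by 1.79 (SE 0.12, adjusted p = 0.00014) and induced by *Xcv* in WT by 1.88 (SE 0.12), with -0.2 (adjusted p = 0.18) in *pfld*4-2. Bax inhibitor 1-like (Nta.7375), a regulator of cell death in the endoplasmic reticulum, was higher in mock by 1.41 (SE 0.21, adjusted p = 0.0036) and induced by 2.2 (SE 0.21) in WT, with 0.9 (adjusted p = 0.0069) in *pfld*4-2.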

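Proteasome subunits and prohibitins were concentrated in cluster 7, with 36 of the 45 tested proteasome genes and 4 of the 5 prohibitins. Cluster 8 held 2 more proteasome genes and the remaining prohibitin, Nta.27502. That gene was induced by *Xcv* by 3.44 (SE 0.14) in WT and 1.28 (SE 0.14) in *pfld*4-2; the latter call was lost with the 75th percentile scalings. Prohibitin Nta.17635, in cluster 7, was induced in WT by 2.53 (SE 0.13, adjusted p = 2.6e-06) and showed 0.7 (adjusted p = 0.002) in *pfld*4-2, a difference of -1.83 (SE 0.18, adjusted p = 0.002). Over the 5 prohibitins, 5 were induced in WT and 1 in *pfld*4-2, and the response was lower in *pfld*4-2 for 5 (5, 1 and 5 when adjusted over the list alone). The genes of both lists had been called by the study on these arrays.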

Genes belonging to this cluster are largely associated with protein degradation via the proteasome, and with different prohibitin isoforms linked to complex I of the mitochondrial electron transport chain (**Supplementary Table S6**). Cluster 8 included DE genes that were partially activated by the flavoprotein in the absence of the microorganism, but only attained maximal expression levels upon *Xcv* inoculation, without major differences between genotypes. 

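Cluster 8 held 45 genes, with a median of 1.51 for Fld in mock, 3.12 for *Xcv* in WT and 1.43 in *pfld*4-2, and 0.43 between genotypes with *Xcv*. The difference of responses passed the test for 26 of them. The CDC48 homolog Nta.12174 was higher in mock-infiltrated *pfld*4-2 by 2.38 (SE 0.14, adjusted p = 9.4e-05) and induced by *Xcv* by 3.12 (SE 0.14) in WT and 1.14 (SE 0.14) in *pfld*4-2, a difference of -1.98 (SE 0.19, adjusted p = 0.0019); the call in *pfld*4-2 was lost with the brightest probe alone. A mitochondrial inner membrane translocase gene (Nta.22693), for protein import, was higher by 2.47 (SE 0.17, adjusted p = 0.00015) in mock and induced by 3.22 (SE 0.17) and 1.24 (SE 0.17).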

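Cluster 8 contained 5 of the 23 tested glutathione *S*-transferases and 3 of the 25 genes of cytosolic glycolysis. The parA-type transferase Nta.3501 was induced by *Xcv* by 5.13 (SE 0.16, adjusted p = 3.9e-07) in WT and 3.2 (SE 0.16, adjusted p = 1.9e-06) in *pfld*4-2, with a lower response in *pfld*4-2 (-1.94, SE 0.23, adjusted p = 0.0032). Outside the cluster, the transferase gene Nta.6685 was higher in *pfld*4-2 in mock (1.35, SE 0.14, adjusted p = 0.00075) and with *Xcv* (1.25, adjusted p = 0.002), and was induced by 2.63 (SE 0.14) and 2.53 (SE 0.14). Enolase-like (Nta.71), of lower glycolysis, was induced by 3.27 (SE 0.14, adjusted p = 1.2e-06) in WT and 2.7 (SE 0.14) in *pfld*4-2.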

Genes coding for additional isoforms of glycolytic enzymes and glutathione *S*-transferases were over-represented in this cluster (**Figure 6A** and **Supplementary Table S6**). Finally, DE genes belonging to clusters 9 and 10 were repressed by Fld, this trend being maintained or even exacerbated by *Xcv* challenge (**Figure 6B** and **Supplementary Table S6**).

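Clusters 9 and 10 held 93 and 70 genes. In cluster 9 the median was -1.26 for Fld in mock, -1.41 for *Xcv* in WT and -0.41 for *Xcv* in *pfld*4-2; in cluster 10 the medians were -1.18, -2.27 and -1.47. The difference of responses passed the test for 47 and 9 genes. The 3-ketoacyl-CoA synthase 6-like gene (Nta.19780), which elongates fatty acids for cuticular wax, was lower in mock-infiltrated *pfld*4-2 at -1.46 (SE 0.24, adjusted p = 0.0053) and repressed by *Xcv* at -2.56 (SE 0.24) in WT and -1.8 (SE 0.24) in *pfld*4-2. DNA topoisomerase 2-like (Nta.2367), which untangles replicated DNA, was lower in mock at -1.53 (SE 0.26, adjusted p = 0.0062) and repressed in WT at -2.46 (SE 0.26), with -0.92 (adjusted p = 0.016) in *pfld*4-2. The sum of 163 genes became 286 with the processed signal minus the 75th percentile.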

**FIGURE 6:**
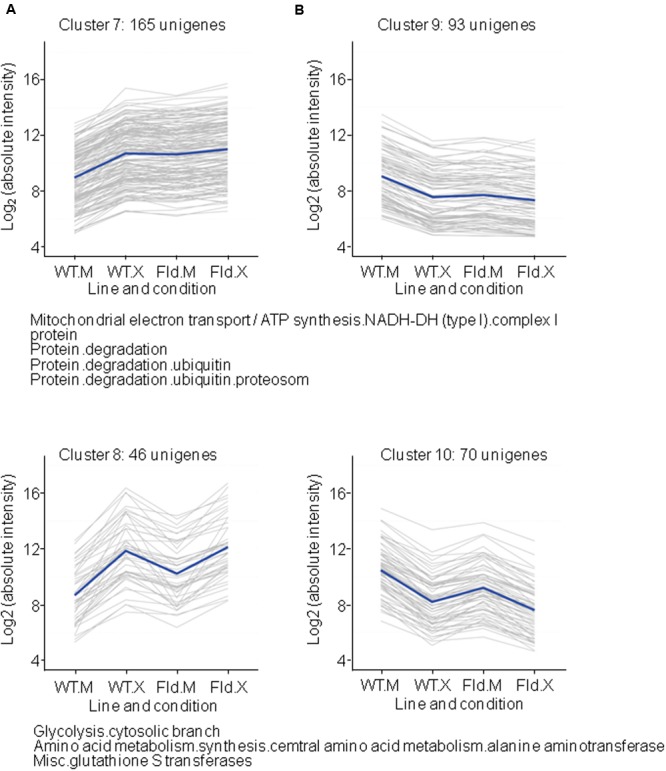
Clusters formed by *Xcv*-induced **(A)** or *Xcv*-repressed **(B)** genes, which were already primed by Fld under control conditions. Each gray line of the charts corresponds to a particular gene, and the dark line represents the average behavior of all genes of the cluster. Labelings of the abscissa and ordinates, total number of genes in each cluster and list of pathways with over-represented DE genes are indicated as in **Figure 4**. Further details are provided in **Supplementary Table S6**.

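Transcripts raised both by Fld in mock and by *Xcv* in WT numbered 208 in clusters 7 and 8, 163 and 45 genes respectively. Together with the repressed clusters 9 and 10 they made 371 genes. The small chloroplast heat shock protein Nta.6333, a stress chaperone, was raised by Fld by 2.54 (SE 0.15, adjusted p = 0.0001) and by *Xcv* in WT by 1.45 (SE 0.15), and it was also higher in *pfld*4-2 with *Xcv* (1.41, adjusted p = 0.0019), which kept it outside these clusters. Without a minimum fold change the patterns of clusters 7 and 8 took in 751 genes.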

A total of 221 DE genes could be grouped in clusters 7 and 8. The most remarkable observation was the generalized induction of components of the 26S proteasome (26SP) by Fld, even in the absence of infection (**Figures 1B, 6A** and Supplementary Figure S4). The 26SP complex is a multi-subunit, multi-catalytic protease responsible for most cytosolic and nuclear protein turnover, and composed of two sub-particles, the 19S regulatory particle (19SRP) that binds and unfolds protein targets, and the 20S core particle (20SCP) that degrades proteins into small peptides (Geng et al., 2012). Most 26SP substrates are conjugated to a poly-ubiquitin (Ub) chain that serves as a degradation signal. However, some targets, such as oxidized proteins, do not require a poly-Ub tag for proteasomal degradation, and recent studies have shown that the main protease in this Ub-independent pathway is free 20SCP (Kurepa and Smalle, 2008). Virtually all genes encoding proteasomal subunits were induced by Fld following the same pattern, corresponding to cluster 7 in **Figure 6A**. They included components of the 20SCP such as subunits α1, α3 to α7, and β1 to β7, as well as components of the 19SRP such as RPN9, RPN1 and the chaperone UMP1 required for correct maturation of the 20SCP (Dudler, 2013, see **Supplementary Table S6**).

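In the 19S regulatory particle, the RPN9-type subunit 13 gene Nta.15933 was higher in mock-infiltrated *pfld*4-2 by 2.05 (SE 0.14, adjusted p = 0.00016) and induced by *Xcv* in WT by 2.77 (SE 0.14, adjusted p = 2.6e-06). In *pfld*4-2 leaves *Xcv* gave 0.71 (adjusted p = 0.0031), and the difference of responses was -2.06 (SE 0.20, adjusted p = 0.0019). With *Xcv* the level in *pfld*4-2 relative to WT was -0.01 (adjusted p = 0.98). For the core subunits α type-4-like (Nta.11504) and α type-2-A (Nta.1044) that comparison gave 0.52 (adjusted p = 0.024) and 0.78 (adjusted p = 0.019). Over the 45 proteasome genes, 2 were higher and 0 lower in *pfld*4-2 with *Xcv* (2 and 1 when adjusted over the list alone), with a median of 0.48, in a list drawn from the study's own DE genes.

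**Figure D3:**
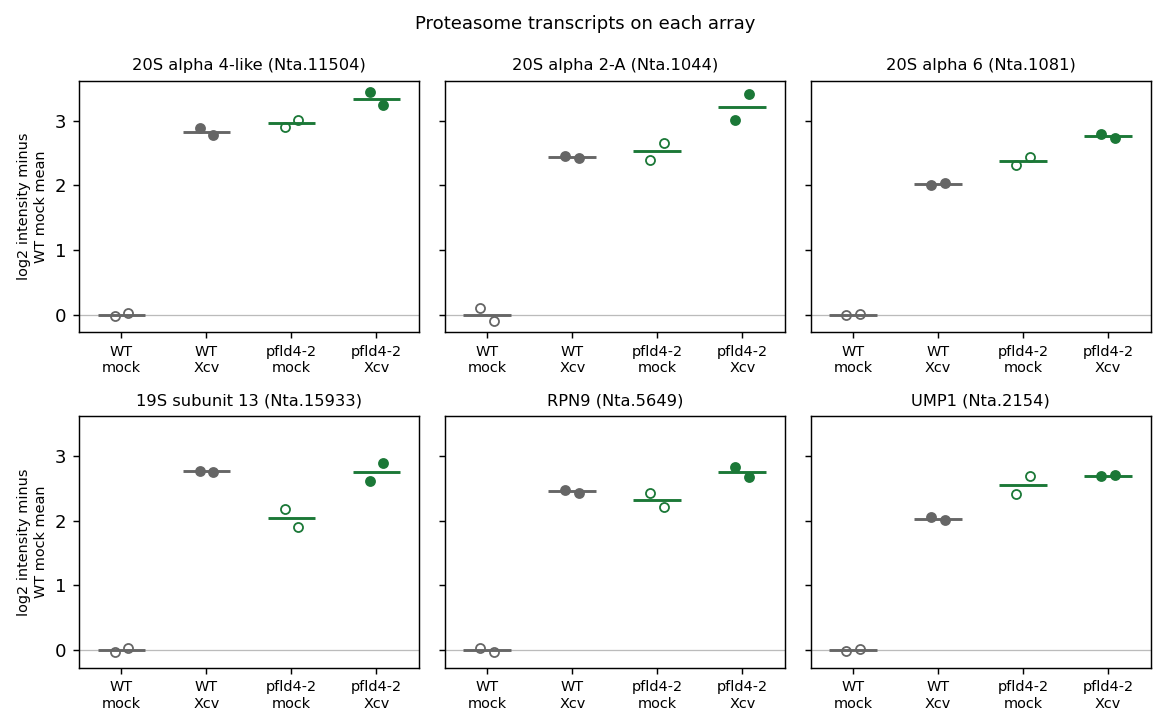
Log2 intensity of 6 proteasome transcripts on each array, relative to the WT mock mean of the gene (vertical axis, log2 units), in the 4 groups (horizontal axis); circles are single arrays, open for mock and filled for *Xcv*, and bars are means of 2 arrays. For each transcript the WT *Xcv* arrays and all *pfld*4-2 arrays lie above both WT mock arrays.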

Expression of proteasome components was also enhanced by *Xcv* in the wild type (**Figure 6A** and Supplementary Figure S4), in line with a role of this proteolytic complex in various defense responses including oxidative stress protection and regulation of LCD networks. A recent report describing genome-wide responses of tobacco plants to different microorganisms also observed generalized induction of proteasome subunits upon leaf infiltration with two non-host *Pseudomonas syringae* pathovars preferentially eliciting PTI or ETI responses (Bozsó et al., 2016).

The role of the proteasome in biotic stress responses was also illustrated by the observation that some key plant defense signaling components, such as those involving JA, abscisic acid (ABA) and auxin signaling, showed 26SP-dependent degradation (Santner and Estelle, 2010; Lu et al., 2011). In addition, the proteasome is a direct target of bacterial effectors (Groll et al., 2008; Üstün et al., 2013), which highlights its importance in plant–microbe interactions.

Different parts of ETI- or PTI-associated signaling networks can be influenced by the proteasome. Furlan et al. (2012) proposed that this proteolytic system could regulate PTI by controlling the amounts of PAMP receptors. Indeed, the FLS2 flagellin receptor is internalized by endocytosis and degraded by the proteasome, as part of a feedback regulation of PTI that modulates the intensity and duration of resistance responses (Lu et al., 2011). Moreover, inhibition of the proteasomal signaling pathway using a pharmacological approach preferentially affected PTI responses in tobacco (Bozsó et al., 2016). Thus, our results and those of other groups (Furlan et al., 2012; Bozsó et al., 2016) strongly suggest that increased expression of the proteasome complex is a key component of a successful plant response to biotic stress. It is remarkable that this up-regulation could be mediated by chloroplast ROS and/or redox status.

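Beside the raised proteasome transcripts of mock-infiltrated *pfld*4-2 leaves and of *Xcv*-infiltrated WT leaves, transcripts of 2 ubiquitin ligases, which mark substrates for degradation, were lower in mock-infiltrated *pfld*4-2. RING-H2 finger protein ATL2-like (Nta.2563) was lower in mock-infiltrated *pfld*4-2 at -2.26 (SE 0.17, adjusted p = 0.0002) and was induced by *Xcv* by 2.25 (SE 0.17) in WT and 4.48 (SE 0.17) in *pfld*4-2. The F-box protein PP2-B15-like gene (Nta.18943) showed -2.05 (SE 0.20, adjusted p = 0.00063) in mock and 1.8 (SE 0.20) and 4.63 (SE 0.20) with *Xcv*. Of 36 genes of ubiquitin conjugation, 8 were lower and 0 higher in mock-infiltrated *pfld*4-2 (8 and 0 when adjusted over the list alone), in a list of genes the study had called; by Mapman bin, 11 of 58 genes of ubiquitin conjugation were higher and 27 lower. From the induction by Fld in the absence of *Xcv* and by *Xcv* in WT, and from reports on other plant-pathogen systems, the paper proposes that increased expression of the proteasome is a key part of a successful response to biotic stress, and that chloroplast ROS or redox status could mediate it.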

### Genes Regulated by Fld and *Xcv* in Opposite Directions

An interesting group of clusters was populated by DE genes up- or down-regulated by Fld under mock conditions, with this effect being reverted, to various extents, after *Xcv* infiltration (**Figure 7** and **Supplementary Table S7**). Clusters 11 and 12 included genes whose *Xcv* responses were initiated from a lower expression level in the transgenic plants (**Figure 7A**). Among them, 136 genes were induced in both genotypes to similar final levels after *Xcv* infiltration (cluster 11), whereas 75 were induced only in *pfld*4-2 leaves to return to WT expression levels (cluster 12). 

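Cluster 11 held 137 genes, with medians of -1.28 for Fld in mock, 2.4 for *Xcv* in WT, 3.87 for *Xcv* in *pfld*4-2 and 0.1 between genotypes with *Xcv*. Cluster 12 held 75 genes, with medians of -1.39, 0.3, 1.78 and 0.08 in the same order. The difference of responses passed the test for 98 and 56 genes. The cytochrome P450 71A1-like gene (Nta.3549), of a family active in secondary metabolism, was lower in mock-infiltrated *pfld*4-2 at -2.17 (SE 0.18, adjusted p = 0.00029) and induced by *Xcv* by 5.73 (SE 0.18) in WT and 8.3 (SE 0.18, adjusted p = 5.3e-08) in *pfld*4-2. In cluster 12, the deadenylase Nta.6356 showed -0.65 (adjusted p = 0.024) for *Xcv* in WT and 1.87 (SE 0.20, adjusted p = 0.00011) in *pfld*4-2. The sum of 212 genes in the 2 clusters became 538 with the processed signal minus the 75th percentile.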

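Cluster 11 held 9 of the 32 WRKY genes, 6 of the 27 AP2/ERF genes, 4 of the 22 lignin genes and 4 of the 8 genes of sugar and nutrient signaling, and cluster 12 held 4 WRKY and 5 AP2/ERF genes. WRKY70-like (Nta.8175), a node between salicylic acid and JA signaling, was induced by *Xcv* by 1.59 (SE 0.12, adjusted p = 1.5e-05) in WT and 4.16 (SE 0.12, adjusted p = 1.4e-07) in *pfld*4-2, a difference of 2.57 (SE 0.17, adjusted p = 0.00073). The ACO-like gene Nta.11948 was induced by 2.6 (SE 0.17) and 4.72 (SE 0.17), a difference of 2.12 (SE 0.25, adjusted p = 0.003). Over the list of lignin synthesis, 8 of 22 genes were lower in mock-infiltrated *pfld*4-2 and 0 higher (8 and 0 when adjusted over the list alone). All lists were subsets of the genes that the study called.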

Genes involved in lignin biosynthesis, ethylene metabolism and sugar and nutrient signaling, as well as biotic stress-responsive transcriptional regulators of the WRKY family were over-represented in these clusters (**Supplementary Table S7**).

**FIGURE 7:**
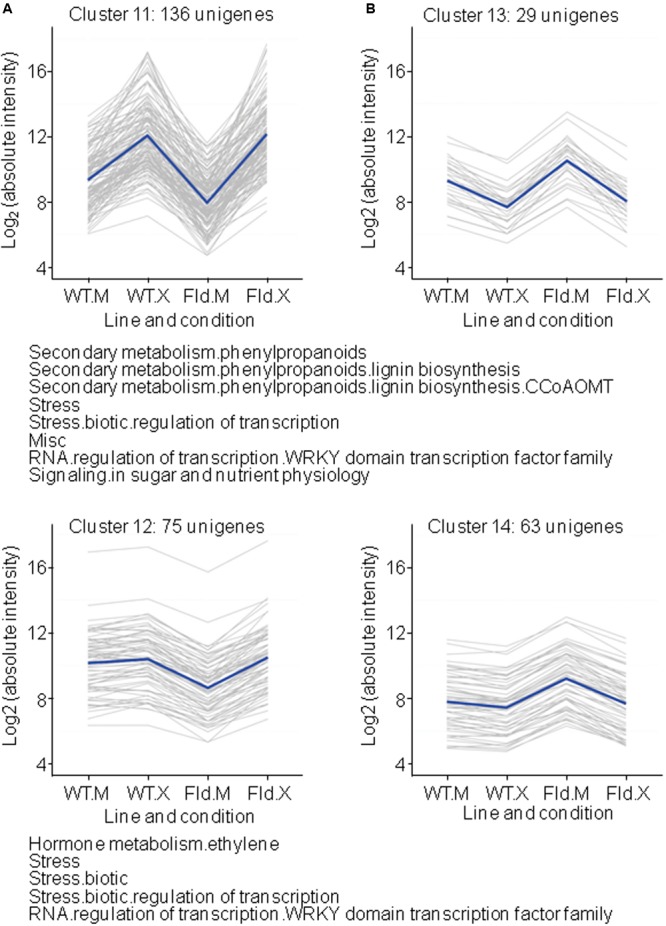
Clusters formed by Fld-repressed **(A)** or Fld-induced **(B)** genes, in which the effect of the flavoprotein was reverted by *Xcv* infection. Each gray line of the charts corresponds to a particular gene, and the dark line represents the average behavior of all genes of the cluster. Labelings of the abscissa and ordinates, total number of genes in each cluster and list of pathways with over-represented DE genes are indicated as in **Figure 4**. Further details are given in **Supplementary Table S7**.

As indicated before (**Figure 1B** and **Supplementary Table S2**), several genes involved in ethylene metabolism were repressed by Fld in the absence of *Xcv* (**Figure 1B**). For most of these genes, including ACS and members of the *apetala2*/ER family of transcriptional regulators, repression was reverted by *Xcv* exposure (cluster 12 in **Figure 7A**). 

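Transcripts for ACS, the rate-limiting enzyme of ethylene synthesis, followed different patterns. Nta.2999 was lower in mock-infiltrated *pfld*4-2 at -1.28 (SE 0.17, adjusted p = 0.0022), did not respond to *Xcv* in WT at the threshold (0.01, adjusted p = 0.97) and was induced in *pfld*4-2 by 2.11 (SE 0.17, adjusted p = 2.1e-05), a difference of 2.1 (SE 0.24, adjusted p = 0.0028). Nta.14789 was induced by 2.85 (SE 0.15, adjusted p = 2.6e-06) in WT and at least 6.01-fold in *pfld*4-2 (adjusted p = 2.9e-06), where the mock spots were not well above background. A_95_P034878 was induced by 4.11 (SE 0.13, adjusted p = 4e-07) and 4.27 (SE 0.13, adjusted p = 2.1e-07), with a difference of 0.15 (adjusted p = 0.64). Over the 8 genes of ethylene synthesis, 6 were induced and 1 repressed in WT and 7 induced in *pfld*4-2, and the response was higher in *pfld*4-2 for 3 (6, 1, 7 and 3, with 1 lower, when adjusted over the list alone); by Mapman bin it was higher for 6 of 27 and lower for 1. These 8 genes were selected among DE genes of the same arrays.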

One isoform of ACS, the enzyme catalyzing the rate-limiting step of ethylene biosynthesis (Chae and Kieber, 2005), followed this trend and classified in cluster 12 (Nta.2999), whereas two other isoforms (Nta.14789 and A_95_P034878) showed a similar pattern of *Xcv* induction in both genotypes and therefore belonged to cluster 1 (**Figure 4A**). In addition, many ethylene-responsive factors (ERF) have been implicated as LCD inducers in tobacco and other species (Ogata et al., 2012, 2013). Over-expression of the NtERF3a gene, a transcriptional repressor containing the ERF-associated amphiphilic repression (EAR) motif in the C-terminal region, resulted in HR-like cell death in tobacco (Ogata et al., 2012). This gene was induced by *Xcv* in WT and *pfld*4-2 plants, but was repressed by Fld under mock conditions (cluster 11 in **Figure 7A**). Although little is known about the involvement of ROS signaling in the regulation of ERFs, these results suggest a role of chloroplast ROS in the activation of some ERFs. Other EAR-motif-containing ERF genes with cell death-inducing ability are represented in our microarray (Ogata et al., 2013). Two of them (NtERF3a and NtERF6a) exhibited an expression pattern corresponding to cluster 11, whereas the other two (EREBP5, NtERF#111) belonged to cluster 12 (**Figure 6A**), being repressed by Fld in plants exposed to *Xcv* or the mock solution. This could explain in part the failure of Fld-expressing plants to elicit LCD upon *Xcv* infiltration (Zurbriggen et al., 2009).

As previously mentioned, various genes associated with sugar and nutrient signaling were repressed by Fld (**Figure 1B**). Some of them were induced in both genotypes to similar final levels after *Xcv* infiltration (cluster 11), including genes coding for two putative scopoletin glucosyltransferases, two members of the PAR family, a EXORDIUM-like protein and a glutamate receptor.

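The scopoletin glucosyltransferase-like gene Nta.2541 was induced by *Xcv* by 3.53 (SE 0.15, adjusted p = 1.3e-06) in WT and 4.38 (SE 0.15, adjusted p = 3.2e-07) in *pfld*4-2, and Nta.8985 by 7.06 (SE 0.19) and 7.31 (SE 0.19). EXORDIUM-like 2 (Nta.19320) rose by 2.82 (SE 0.15) and 3.92 (SE 0.15), and the glutamate receptor 2.8-like gene (Nta.4039), of a family of calcium-permeable channels, by 1.87 (SE 0.19) and 3.31 (SE 0.19). With *Xcv* the level of these genes in *pfld*4-2 relative to WT did not pass the test or the 2-fold threshold, at -0.27 (adjusted p = 0.24), -0.77 (adjusted p = 0.03), 0.02 (adjusted p = 0.94) and 0.07 (adjusted p = 0.83). Another EXORDIUM-like gene, Nta.14813, was repressed by *Xcv* in WT at -1.52 (SE 0.18, adjusted p = 0.00018), with 0.91 (adjusted p = 0.0029) in *pfld*4-2, a difference of 2.43 (SE 0.25, adjusted p = 0.0022).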

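Caffeoyl-CoA O-methyltransferases methylate precursors of lignin. CCoAOMT3 (Nta.3624) was lower in mock-infiltrated *pfld*4-2 at -1.61 (SE 0.16, adjusted p = 0.00059) and was induced by *Xcv* by 4.18 (SE 0.16, adjusted p = 7.5e-07) in WT and 6.96 (SE 0.16, adjusted p = 6e-08) in *pfld*4-2, a difference of 2.78 (SE 0.22, adjusted p = 0.0011). CCoAOMT6 (Nta.1152) and CCoAOMT5 (Nta.9394) were lower in mock at -1.65 (SE 0.13) and -1.63 (SE 0.12), and induced by 2.15 (SE 0.13) and 2.7 (SE 0.12) in WT and by 3.62 (SE 0.13) and 4.24 (SE 0.12) in *pfld*4-2. CCoAOMT4 (Nta.3623) showed -1.26 (adjusted p = 0.0007) in mock, a call lost with the brightest probe alone. Of 22 genes of lignin synthesis, 15 were induced and 7 repressed in WT, 15 and 6 in *pfld*4-2, and the response was higher in *pfld*4-2 for 6 (the same counts when adjusted over the list alone). The list was built from genes the study called on these arrays.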

Other DE genes over-represented in cluster 11 are involved in lignin biosynthesis, and include genes coding for 4 caffeoyl-CoA O-methyltransferases, a cytochrome P450, an oxalate-CoA ligase and a quinone-oxidoreductase. Finally, DE genes encoding WRKY proteins were extensively represented in these clusters. The WRKY family of transcription factors is one of the largest described in plants, with over 74 members in Arabidopsis (Eulgem and Somssich, 2007). In this species, 49 out of 72 tested WRKY genes responded to bacterial infection or SA application (Dong et al., 2003). There were 102 tobacco unigenes assigned to the WRKY family in our microarray, and expression of 48 of them was affected by either Fld presence or *Xcv* treatment. 

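Among the 32 tested WRKY genes with a description, 18 belonged to cluster 1, 9 to cluster 11, 4 to cluster 12 and 1 to cluster 4. WRKY57-like (Nta.18311), of cluster 1, was induced by *Xcv* by 4.51 (SE 0.12) in WT and 5.0 (SE 0.12) in *pfld*4-2, and WRKY31-like (Nta.9092) by 4.43 (SE 0.13) and 3.98 (SE 0.13). In cluster 11, WRKY26-like (Nta.4132) was induced by 3.3 (SE 0.14, adjusted p = 1.3e-06) and 4.96 (SE 0.14, adjusted p = 1.5e-07), and WRKY40-like (Nta.3699) by 3.24 (SE 0.16) and 5.38 (SE 0.16). The descriptions came from the tables in hand, of which Tables S3 and S4 are held in part (the first 1999 of 13709 and 2835 of 7626 lines), so further WRKY unigenes of the array were not counted here.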

Genes encoding WRKY proteins were over-represented in cluster 1 (23 unigenes), cluster 11 (nine unigenes), and cluster 12 (five unigenes). Furthermore, nine WRKY-encoding genes were part of cluster 2, one of cluster 4 and one of cluster 5. Then, the vast majority of WRKY genes (38 out of 48) were induced by *Xcv*. Sixteen of them were also modulated by Fld expression, in almost all cases counter-acting the effect of the microorganism.

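WRKY transcripts lowered by Fld in mock were induced by *Xcv* in *pfld*4-2. In WT the 9 of cluster 11 were induced as well, and the 4 of cluster 12 had no call. WRKY70-like genes Nta.12832 and Nta.3714 showed 1.1 (adjusted p = 0.00041) and 0.98 (adjusted p = 0.0012) in WT and 3.72 (SE 0.15, adjusted p = 6.3e-07) and 3.19 (SE 0.16, adjusted p = 1.8e-06) in *pfld*4-2. The differences were 2.62 (SE 0.21, adjusted p = 0.0012) and 2.21 (SE 0.23, adjusted p = 0.0022). In mock-infiltrated leaves Nta.3714 was lower in *pfld*4-2 at -1.25 (SE 0.16, adjusted p = 0.0021). Among all 32, the difference of responses was positive and passed the test for 17, and 1 gene was lower in *pfld*4-2 with *Xcv* (19 and 1 when adjusted over the list alone); the list is the study's own and not independent evidence.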

Of those genes induced by Fld under mock conditions, 29 were repressed by *Xcv* inoculation in both WT and *pfld*4-2 plants to attain similar levels under stress (cluster 13 in **Figure 7B**), whereas 63 were repressed only in *pfld*4-2 leaves to recover WT expression levels (cluster 14 in **Figure 7B**). 

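Cluster 13 held 29 genes, with medians of 1.1 for Fld in mock, -1.4 for *Xcv* in WT and -2.5 for *Xcv* in *pfld*4-2, and 0.4 between genotypes with *Xcv*. Cluster 14 held 63 genes, with medians of 1.38, -0.38, -1.4 and 0.19. The difference of responses passed the test for 11 and 38 genes. A glutaredoxin-C13-like gene (Nta.6280), a thiol oxidoreductase, was higher in mock-infiltrated *pfld*4-2 by 1.56 (SE 0.15, adjusted p = 0.00059) and repressed by *Xcv* at -2.47 (SE 0.15) in WT and -3.64 (SE 0.15) in *pfld*4-2. In cluster 14, a peroxiredoxin Q gene (Nta.26925) was higher in mock by 1.57 (SE 0.16, adjusted p = 0.00069), showed -0.95 (adjusted p = 0.0012) for *Xcv* in WT and was repressed in *pfld*4-2 at -2.18 (SE 0.16, adjusted p = 1.1e-05).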

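Dicer-like 2 (A_95_P098228), a ribonuclease that cuts double-stranded RNA into small RNAs, was higher in mock-infiltrated *pfld*4-2 leaves by 1.31 (SE 0.22, adjusted p = 0.0053) and repressed by *Xcv* at -1.05 (SE 0.22, adjusted p = 0.0037) in WT and -1.69 (SE 0.22, adjusted p = 0.00029) in *pfld*4-2. The call in WT was lost at a normexp offset of 50 and without *Xcv* replicate 1 of WT. A further dicer-like 2 probe (A_95_P037766) gave 1.07 (adjusted p = 0.03) in mock, a call lost without any single WT array. Argonaute 1 (Nta.1893), which loads small RNAs, was higher in *pfld*4-2 by 1.08 (adjusted p = 0.0014) in mock and 1.25 (adjusted p = 0.0016) with *Xcv*. Of 6 genes of RNA silencing, 4 were higher and 1 lower in mock-infiltrated *pfld*4-2, and *Xcv* repressed 4 in each genotype (4, 1 and 4 when adjusted over the list alone); by Mapman bin *Xcv* induced 5 and repressed 4 of 11 in WT, and 2 and 6 in *pfld*4-2. They were taken from the study's DE genes, so the direction is not independent evidence.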

The most remarkable observation regarding these DE genes is the presence of genes coding for dicer-like (DCL) proteins in cluster 13 (**Supplementary Table S7**). DCLs are main component of the RNA silencing machine (Cao et al., 2016). The importance of RNA silencing in plant viral defense is underscored by the fact that it has elicited counter-defense measures from viruses to overcome it. Apart from viral defense, evidence accumulates for RNA silencing to play a role in plant interactions with bacterial and fungal pathogens (Cao et al., 2016).

### Comparative Expression Analysis of Selected DE Genes in WT and *pfld*4-2 Leaves

To validate the results obtained with the RNA microarray assay, and to provide further insight into the transcriptional responses elicited by WT and Fld-expressing leaves to *Xcv* inoculation, the expression of a number of DE genes was evaluated by qRT-PCR. In addition to the two genotypes (*pfld*4-2 and WT) analyzed by the microarray technique, the qRT-PCR measurements were extended to lines *pfld*5-8, *pfld*5-4 (the latter obtained by crossing *pfld*5-8 and WT plants, and therefore containing 50% Fld contents), and *cfld*1-4, which expresses high levels of Fld in the cytosol (Supplementary Figure S5). These transgenic lines were studied because phenotypic observations have shown that the effects of Fld were dose-dependent and required chloroplast location (Tognetti et al., 2006; Zurbriggen et al., 2009; Ceccoli et al., 2012).

The genes studied by qRT-PCR were selected on the basis of their reported association with stress responses, or of their profiles in the microarray assay. The two photosynthetic Fds, the counterparts of Fld, were also validated. Out of 17 DE genes analyzed, nine showed a strict correlation between the microarray and qRT-PCR data, including the FC (**Figure 8**). Another seven genes displayed the same expression patterns in both procedures, but quantitative differences were observed between them in *Xcv*-infected plants of the two genotypes. In all seven cases, FCs were significantly higher in qRT-PCR compared to the microarray, although these differences did not modify cluster assignment (**Figure 8** and Supplementary Figure S5). It is worth noting, within this context, that no differences between mock-infiltrated and non-infiltrated WT leaves were obtained in the qRT-PCR experiments (Supplementary Figure S5).

**FIGURE 8:**
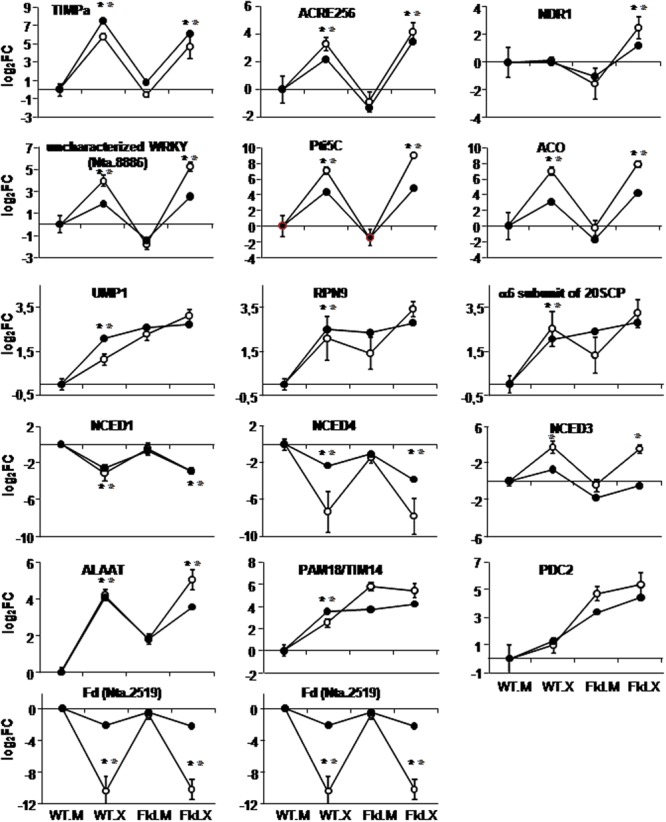
Comparison of expression patterns of selected genes as determined by microarray analysis (dark circles) and qRT-PCR (open circles). Labelings of the abscissa and ordinates are indicated as in **Figure 4**, except that fold-change values in the ordinates are represented in log_2_ scale relative to those of WT siblings infiltrated with mock solution (WT.M). Each data point of qRT-PCR determinations represents the mean and standard deviation of 5–6 biological replicates. Values corresponding to each technique are joined by lines to facilitate visual comparison with the representations of cluster analyses, without implying functional relationships. Within each line, a statistically significant effect of the infection is indicated as a gray asterisk for microarray data (FDR < 0.05 and FC > 2 or FC < 0.5) and a black asterisk for qPCR data (*p*-values < 0.05 according to ANOVA test).

As previously described, DE genes associated with biotic stress responses were over-represented in various clusters. Some of them were therefore confirmed by qRT-PCR experiments. 

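In the microarray data, TIMPa (Nta.4180), a serine proteinase inhibitor of the PR-6 class, was induced by *Xcv* by 7.48 (SE 0.30, adjusted p = 9.8e-07) in WT and 5.34 (SE 0.30, adjusted p = 2.9e-06) in *pfld*4-2. With *Xcv* its level in *pfld*4-2 relative to WT was -1.37 (SE 0.30, adjusted p = 0.019), and in mock it was 0.77 (adjusted p = 0.11). The difference of the response between genotypes was -2.14 (SE 0.42, adjusted p = 0.022). The call with *Xcv* and the interaction were both lost at an adjusted p under 0.01 and without either *Xcv* replicate of WT. PSI-1.2-like (Nta.19955), another PR-6 transcript, was induced by 5.72 (SE 0.12) in WT and at least 47.3-fold in *pfld*4-2.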

Among the *Xcv* responses that were attenuated in *pfld*4-2 plants (cluster 4 in **Figure 5A**), there was an over-representation of genes encoding PR-6 proteins such as the serine-protease inhibitor TIMPa (Linthorst et al., 1993). Results obtained by qRT-PCR showed a good correlation with the microarray analysis (**Figure 8**). 

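The microarray gave for ACRE256 (Nta.9987), a receptor-like kinase gene, an induction by *Xcv* of 2.17 (SE 0.17, adjusted p = 2e-05) in WT and 4.77 (SE 0.17, adjusted p = 3.5e-07) in *pfld*4-2, with a difference of 2.6 (SE 0.24, adjusted p = 0.0016). In *pfld*4-2 it was lower in mock, at -1.35 (SE 0.17, adjusted p = 0.0017), and higher with *Xcv*, at 1.25 (SE 0.17, adjusted p = 0.0039). NDR1-like (Nta.6495), of a family of membrane proteins needed for resistance, did not respond in WT at the threshold (-0.04, adjusted p = 0.78) and was induced in *pfld*4-2 by 2.27 (SE 0.10, adjusted p = 1.1e-06), a difference of 2.31 (SE 0.15, adjusted p = 0.00073). Its level in *pfld*4-2 relative to WT was -1.03 (SE 0.10, adjusted p = 0.00071) in mock and 1.27 (SE 0.10, adjusted p = 0.00079) with *Xcv*. The mock call of NDR1-like was lost at a normexp offset of 50 and without mock replicate 2 of *pfld*4-2.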

A similar coincidence between the two procedures was obtained upon validation of the ACRE256 gene (**Figure 8**), predicted to encode a rapidly elicited protein kinase (Durrant et al., 2000), and of a member of the non-race-specific disease resistance 1-like gene family (NDR1-like, Varet et al., 2003), belonging to clusters 28 and 29, respectively (Supplementary Figure S1). Two transcriptional regulators related to biotic stress responses were also validated. They were part of cluster 11 (**Figure 7A**), and encode an uncharacterized WRKY transcription factor (Nta.8886) and the ERF Pti5C (Wu et al., 2015). 

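On the arrays the WRKY gene Nta.8886 was lower in mock-infiltrated *pfld*4-2 at -1.44 (SE 0.17, adjusted p = 0.0012) and was induced by *Xcv* by 1.83 (SE 0.17, adjusted p = 4.4e-05) in WT and 3.93 (SE 0.17, adjusted p = 7.5e-07) in *pfld*4-2, a difference of 2.1 (SE 0.23, adjusted p = 0.0027). Pti5 (Nta.8193), an ERF that activates PR genes, was lower in mock at -1.52 (SE 0.13, adjusted p = 0.00033) and was induced by 4.19 (SE 0.13, adjusted p = 3e-07) and 6.2 (SE 0.13, adjusted p = 5.1e-08), a difference of 2.01 (SE 0.18, adjusted p = 0.0014). With *Xcv* the genotypes were not called different for either gene, at 0.66 (adjusted p = 0.03) and 0.48 (adjusted p = 0.034). Another Pti5-like gene (Nta.23284) showed -1.69 (SE 0.16) in mock, with 3.16 (SE 0.16) and 5.85 (SE 0.16) for *Xcv*.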

While expression patterns obtained by microarray analysis and qRT-PCR were qualitatively similar, the latter procedure gave significantly higher FCs in the *Xcv*-inoculated tissue for both WT and *pfld*4-2 leaves (**Figure 8**).

Two DE genes associated with hormone-dependent pathways (ethylene and ABA) were studied in detail. 

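ACO (Nta.1097), which converts the ethylene precursor to ethylene, was lower in mock-infiltrated *pfld*4-2 on the arrays, at -1.79 (SE 0.14, adjusted p = 0.00026). It was induced by *Xcv* by 3.01 (SE 0.14, adjusted p = 1.8e-06) in WT and 5.91 (SE 0.14, adjusted p = 6.9e-08) in *pfld*4-2, a difference of 2.9 (SE 0.20, adjusted p = 0.00075). With *Xcv* it was higher in *pfld*4-2 by 1.11 (SE 0.14, adjusted p = 0.0032); this call was lost with the processed signal minus the 75th percentile.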

A gene coding for an ACO isoform was repressed by Fld, whereas *Xcv* induced its expression, especially in the transgenic plants (cluster 28 in Supplementary Figure S1). The microarray results were validated by qRT-PCR, with moderately higher FCs in the latter assay (**Figure 8**).

The rate-limiting step in the biosynthesis of ABA is catalyzed by the enzyme 9-*cis*-epoxycarotenoid dioxygenase (NCED), with several isoforms encoded by a small gene family (Finkelstein, 2013). Three members were represented in the microarray, and displayed contrasting responses to challenge with the microorganism. 

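On the arrays NCED1 (Nta.6309) was repressed by *Xcv* at -2.0 (SE 0.12, adjusted p = 4.4e-06) in WT and -2.22 (SE 0.12, adjusted p = 2e-06) in *pfld*4-2, with -0.2 (adjusted p = 0.24) for Fld in mock. NCED4 (Nta.716) was repressed by *Xcv* at -2.34 (SE 0.16, adjusted p = 1.1e-05) and -2.79 (SE 0.16, adjusted p = 3.6e-06), and was lower in *pfld*4-2 both in mock, at -1.07 (SE 0.16, adjusted p = 0.0038), and with *Xcv*, at -1.52 (SE 0.16, adjusted p = 0.0019). The mock call of NCED4 was lost without mock replicate 1 of *pfld*4-2. NCED3 (Nta.16543) was induced by *Xcv* by 1.28 (SE 0.16, adjusted p = 0.00029) and 1.26 (SE 0.16, adjusted p = 0.0003) and was lower in *pfld*4-2 in mock, at -1.74 (SE 0.16, adjusted p = 0.00053), and with *Xcv*, at -1.75 (SE 0.16, adjusted p = 0.0011). Its response did not differ between genotypes at the threshold (-0.01, adjusted p = 0.98). Of 4 tested genes described under ABA synthesis and response, a list with NCED3 that does not hold NCED1 and NCED4, 1 was induced and 1 repressed by *Xcv* in each genotype, and 3 were lower in *pfld*4-2 in each treatment (the same counts when adjusted over the list alone), in a list of genes the study called.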

NCED1 was repressed by *Xcv* without any significant Fld effect, therefore conforming to cluster 2 (**Figure 4B**), NCED4 was down-regulated by both Fld and *Xcv*, and NCED3 showed the opposite behavior, corresponding to clusters 22 and 25, respectively (Supplementary Figure S1). This behavior was intriguing and worth of confirmation. Expression patterns of the three genes could be validated by qRT-PCR (**Figure 8**). NCED1 exhibited a good quantitative correlation between the two procedures, whereas NCED3 and NCED4 displayed higher FCs in qRT-PCR without change in cluster assignation (**Figure 8**).

As indicated previously, there was a remarkable induction of members of the protein degradation pathway via proteasome in plants expressing Fld (**Figure 3** and Supplementary Figure S4). 

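On the arrays UMP1 (Nta.2154), a maturation factor of the core particle that the supplementary tables describe as cyclin-B1-2-like, was higher in mock-infiltrated *pfld*4-2 by 2.55 (SE 0.13, adjusted p = 5.8e-05) and induced by *Xcv* in WT by 2.04 (SE 0.13, adjusted p = 6.2e-06). RPN9 (Nta.5649), of the regulatory particle, was higher by 2.33 (SE 0.12, adjusted p = 7.5e-05) and induced in WT by 2.46 (SE 0.12, adjusted p = 2.6e-06), and the α6 subunit (Nta.1081) by 2.38 (SE 0.11, adjusted p = 4.7e-05) and 2.02 (SE 0.11, adjusted p = 3.1e-06). In *pfld*4-2 leaves *Xcv* gave 0.15 (adjusted p = 0.34) for UMP1, 0.43 (adjusted p = 0.017) for RPN9 and 0.39 (adjusted p = 0.016) for α6, all below the 2-fold threshold. The differences between genotypes were -1.89 (SE 0.18, adjusted p = 0.0017), -2.02 (SE 0.18, adjusted p = 0.0014) and -1.64 (SE 0.15, adjusted p = 0.0016).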

Three genes belonging to this route (UMP1, the RPN9 subunit of the 19SRP complex and the α6 subunit of the 20SCP complex) were induced by Fld as represented by clusters 7 and 8 (**Figure 6A**). All three were quantitatively validated by qRT-PCR (**Figure 8**). No significant differences between mock-infiltrated and non-infiltrated leaves were observed for any of the lines assayed (Supplementary Figure S6), indicating that differential expression in *pfld*4-2 and *pfld*5-8 lines was caused by the presence of Fld and not by the infiltration procedure.

Two genes encoding alanine aminotransferase (ALAAT) isoforms were also grouped in cluster 8, being induced by both *Xcv* and Fld (**Figure 6A**). 

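The ALAAT transcript Nta.11892, for an enzyme that exchanges amino groups between alanine and 2-oxoglutarate, was induced by *Xcv* on the arrays by 4.03 (SE 0.32, adjusted p = 2.4e-05) in WT and 1.73 (SE 0.32, adjusted p = 0.0023) in *pfld*4-2. In mock it was higher in *pfld*4-2 by 1.79 (SE 0.32, adjusted p = 0.0078), and the difference of the response was -2.3 (SE 0.46, adjusted p = 0.022). The mock call was lost without either mock replicate of WT, and the interaction call without any single WT array.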

One of the DE genes was validated, rendering similar transcript accumulation patterns in the microarray and the qRT-PCR experiments (**Figure 8**).

Pam18/Tim14 is a DnaJ domain-containing subunit of protein import motors localized in the inner mitochondrial membrane, with functions in immunity and redox metabolism (Chen et al., 2013). The gene encoding this protein was constitutively induced in *pfld*4-2 leaves to the same levels elicited by *Xcv* infiltration in WT plants (cluster 7 in **Figure 6A**). 

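On the arrays PAM18/TIM14 (Nta.3470), averaged over 4 probes, was higher in mock-infiltrated *pfld*4-2 by 3.66 (SE 0.16, adjusted p = 4.3e-05) and induced by *Xcv* in WT by 3.54 (SE 0.16, adjusted p = 1.4e-06). In *pfld*4-2 leaves *Xcv* gave 0.53 (adjusted p = 0.02), and the difference of the response was -3.01 (SE 0.22, adjusted p = 0.00081). With *Xcv* the level in *pfld*4-2 relative to WT was 0.64 (adjusted p = 0.027), below the 2-fold threshold.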

While the results obtained by qRT-PCR showed a fairly good correlation with the microarray data, up-regulation by Fld reached significantly higher transcript levels than *Xcv* induction in the wild type (**Figure 8**).

Some DE genes were selected on the basis of their expression patterns, even though the function(s) of the encoded products were not directly related to biotic stress, redox-based metabolism or chloroplast function. 

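PDC2 (Nta.4207), which turns pyruvate into acetaldehyde in ethanol fermentation, was higher in *pfld*4-2 than in WT by 3.34 (SE 0.15, adjusted p = 4.3e-05) in mock and 3.13 (SE 0.15, adjusted p = 0.00017) with *Xcv*. *Xcv* induced it by 1.23 (SE 0.15, adjusted p = 0.0002) in WT and 1.02 (SE 0.15, adjusted p = 0.00053) in *pfld*4-2. Both of these calls were lost at a normexp offset of 50, and that in *pfld*4-2 also without *Xcv* replicate 1 or mock replicate 2 of the line. The response did not differ between genotypes at the threshold (-0.21, adjusted p = 0.56). Among other fermentation genes, PDC1 (Nta.5562) was induced by 4.69 (SE 0.11) and 5.44 (SE 0.11), and lactate dehydrogenase (Nta.8108) by 4.2 (SE 0.14) and 4.28 (SE 0.14). Of 5 fermentation genes, 4 were induced and 1 repressed in each genotype and 1 was higher in mock-infiltrated *pfld*4-2 (the same counts when adjusted over the list alone); by Mapman bin 8 of 22 were induced and 10 repressed in WT, and 10 and 8 in *pfld*4-2. The list was made from the study's DE genes.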

The PDC2 gene encoding pyruvate decarboxylase 2, involved in ethanol fermentation, was strongly induced by Fld and pathogen inoculation (cluster 21 in Supplementary Figure S1). Microarray and qRT-PCR determinations of PDC2 transcripts yielded a good quantitative correlation (**Figure 8**).

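For the genes Nta.9424 and Nta.2519 the genotypes were not called different on the arrays: for Nta.9424 the values of *pfld*4-2 relative to WT were -0.17 (adjusted p = 0.31) in mock and -0.87 (adjusted p = 0.0035) with *Xcv*, and for Nta.2519 -0.46 (adjusted p = 0.2) and -0.09 (adjusted p = 0.82). Nta.9424, described as a ferredoxin, thus differed from WT by less than 2-fold in both treatments. The supplementary tables describe Nta.2519 as MLO-like protein 4.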

As described before, transcripts encoding photosynthetic Fds (Nta.2519 and Nta.9424) declined upon *Xcv* inoculation, with patterns corresponding to cluster 2 in both cases (**Figure 4B**). While microarray and qRT-PCR determinations gave similar expression patterns, quantitative differences in FC were observed in *Xcv*-treated plants for both Fd isoforms. Once again, higher values were obtained in the qRT-PCR assay (**Figure 8**).

Taken together, validation experiments were confirmatory of the microarray data. It should be noted, in this context, that the independent line *pfld*5-8, which contained Fld levels in chloroplasts similar to those of *pfld*4-2 (Tognetti et al., 2006), yielded essentially the same results in qRT-PCR experiments, whereas the cytosolic line *cfld*1-4 behaved largely as the wild type for most assayed genes (Supplementary Figure S5). The heterozygous line *pfld*5-4 displayed intermediate patterns of expression. The results confirmed that the effects of Fld were dose-dependent and required chloroplast location (Tognetti et al., 2006; Zurbriggen et al., 2009; Ceccoli et al., 2012).

## Conclusion

To our knowledge, this study represents the most comprehensive transcriptome analysis reported to date on the response of tobacco plants to a non-host pathogen, identifying genes and metabolic pathways associated with this type of plant-microorganism interaction in a model plant species whose genomic sequence has become available only recently. In addition, our research revealed the involvement of chloroplast redox status and/or ROS production in the regulation of gene expression during normal plant development as explored by analyzing Fld-expressing plants.

Transcriptomic changes observed during *Xcv* interaction affected diverse pathways that were directly or indirectly associated with pathogen resistance, such as synthesis of PR proteins, antioxidant metabolism, cell wall reinforcement, signaling and transcriptional regulation. Fld-dependent induction of genes related to hemicellulose metabolism is expected to favor stiffening of the cell wall (**Figure 5A**). Moreover, *pfld*4-2 plants displayed primed induction of protein degradation, glycolysis and respiratory metabolism (**Figure 6A** and Supplementary Figures S3, S4) at the expense of photosynthesis (**Figure 5B**), all typical landmarks of plant-microbe interactions (Rojas et al., 2014).

Cluster analysis revealed that the presence of the flavoprotein exacerbated rather than attenuated *Xcv* responses (231 genes vs. 62 genes, **Figure 5**), in addition to 374 *Xcv*-responsive genes primed by Fld prior to pathogen challenge (**Figure 6**). The relatively high number of genes with the same regulation by Fld and *Xcv* was intriguing, suggesting that the main effect (in quantitative terms) of Fld expression was to boost plant responses against *Xcv*.

While decreased chloroplast ROS production was the most obvious consequence of Fld expression in plastids (Tognetti et al., 2006; Zurbriggen et al., 2009), it should be borne in mind that on providing alternative, productive electron sinks to the excess of reducing equivalents in the PETC, Fld not only prevents oxygen reduction and ROS formation, but also alters the redox poise of the chain, keeping it more oxidized and closer to physiological conditions. The possibility cannot be ruled out that these changes in chloroplast redox status may also contribute to modulate LCD and genetic reprogramming during pathogen interactions in addition to chloroplast ROS production. Indeed, the role played by the redox poise of the PETC in retrograde signaling from the chloroplast to the nucleus has been extensively documented (see, for instance, Chan et al., 2016).

The most remarkable effect of *Xcv* was the generalized induction of proteasome subunits (**Figure 3** and Supplementary Figure S4). Our results suggest that induction of proteasomal activities is essential for a successful plant response to invading microorganisms, and that manipulation of protein turnover could be a promising target to generate plague-resistant crops. Research is currently underway to evaluate these possibilities.

In summary, results in this article provide a rich source of novel information on the extent of gene expression reprogramming undergone by plants during interactions with microorganisms, and on the role played by chloroplast redox chemistry in signaling these changes. These data constitute the foundation for further studies to disclose the basic mechanisms that shape plant defensive responses to attempted infection.

## Author Contributions

MZ, US, M-RH, and NC designed the experiments. JJPK, MZ, FS, SS, and SH performed the experiments. JJPK carried out the bioinformatics analyses. JJPK, MZ, SS, US, M-RH, and NC analyzed the data. JJPK, MZ, SS, US, M-RH, and NC wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 www.gomapman.org

2 http://www.R-project.org

3 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE92596

4 www.gomapman.org

## Supplementary Material

TABLE S1 Primer sets used for qRT-PCR determinations.

TABLE S2 List of tobacco genes with altered expression patterns in response to Fld. Unigene ID and description, mapman pathway annotation and fold-change (FC; in log_2_ scale) are shown. The color code indicates statistical significance in induction (red; log_2_FC > 1 and FDR < 0.05) or repression (green; log_2_FC < -1 and FDR < 0.05). Genes belonging to various pathways are displayed repetitively.

TABLE S3 List of tobacco genes with altered expression patterns in response to *Xcv* in *pfla*4-2 and/or WT leaves. Unigene ID and description, mapman pathway annotation and FC (in log_2_ scale) are shown. The color code indicates statistical significance in induction (red; log_2_FC > 1 and FDR < 0.05) or repression (green; log_2_FC < -1 and FDR < 0.05). Genes belonging to various pathways are displayed repetitively.

TABLE S4 List of tobacco genes belonging to clusters formed by *Xcv*-induced or *Xcv*-repressed genes independently of genotype (**Figure 4**). Unigene ID and description, mapman pathway annotation, and FC (in log_2_ scale) for each of the four line/treatment comparisons are shown. The color code indicates statistical significance in induction (red; log_2_FC > 1 and FDR < 0.05) or repression (green; log_2_FC < -1 and FDR < 0.05). Genes belonging to various pathways are displayed repetitively.

TABLE S5 List of tobacco genes belonging to clusters formed by *Xcv* responses exacerbated or ameliorated in the presence of Fld (**Figure 5**). Unigene ID and description, mapman pathway annotation, and FC (in log_2_ scale) for each of the four line/treatment comparisons are shown. The color code indicates statistical significance in induction (red; log_2_FC > 1 and FDR < 0.05) or repression (green; log_2_FC < -1 and FDR < 0.05). Genes belonging to various pathways are displayed repetitively.

TABLE S6 List of tobacco genes belonging to clusters formed by *Xcv*-responsive genes, which were already primed by Fld in the absence of *Xcv* inoculation (**Figure 6**). Unigene ID and description, mapman pathway annotation, and FC (in log_2_ scale) for each of the four line/treatment comparisons are shown. The color code indicates statistical significance in induction (red; log_2_FC > 1 and FDR < 0.05) or repression (green; log_2_FC < -1 and FDR < 0.05). Genes belonging to various pathways are indicated repetitively.

TABLE S7 List of tobacco genes belonging to clusters formed by Fld-regulated genes in which the effect of the flavoprotein was reverted by *Xcv* infection (**Figure 7**). Unigene ID and description, mapman pathway annotation, and FC (in log_2_ scale) for each of the four line/treatment comparisons are shown. The color code indicates statistical significance in induction (red; log_2_FC > 1 and FDR < 0.05) or repression (green; log_2_FC < -1 and FDR < 0.05). Genes belonging to various pathways are indicated repetitively.

# Supplementary material for: Chloroplast Redox Status Modulates Genome-Wide Plant Responses during the Non-host Interaction of Tobacco with the Hemibiotrophic Bacterium Xanthomonas campestris pv. vesicatoria
**Source:** Front Plant Sci. 2017 Jul 4;8:1158. doi: 10.3389/fpls.2017.01158
**Supplement:** Supplementary file 8

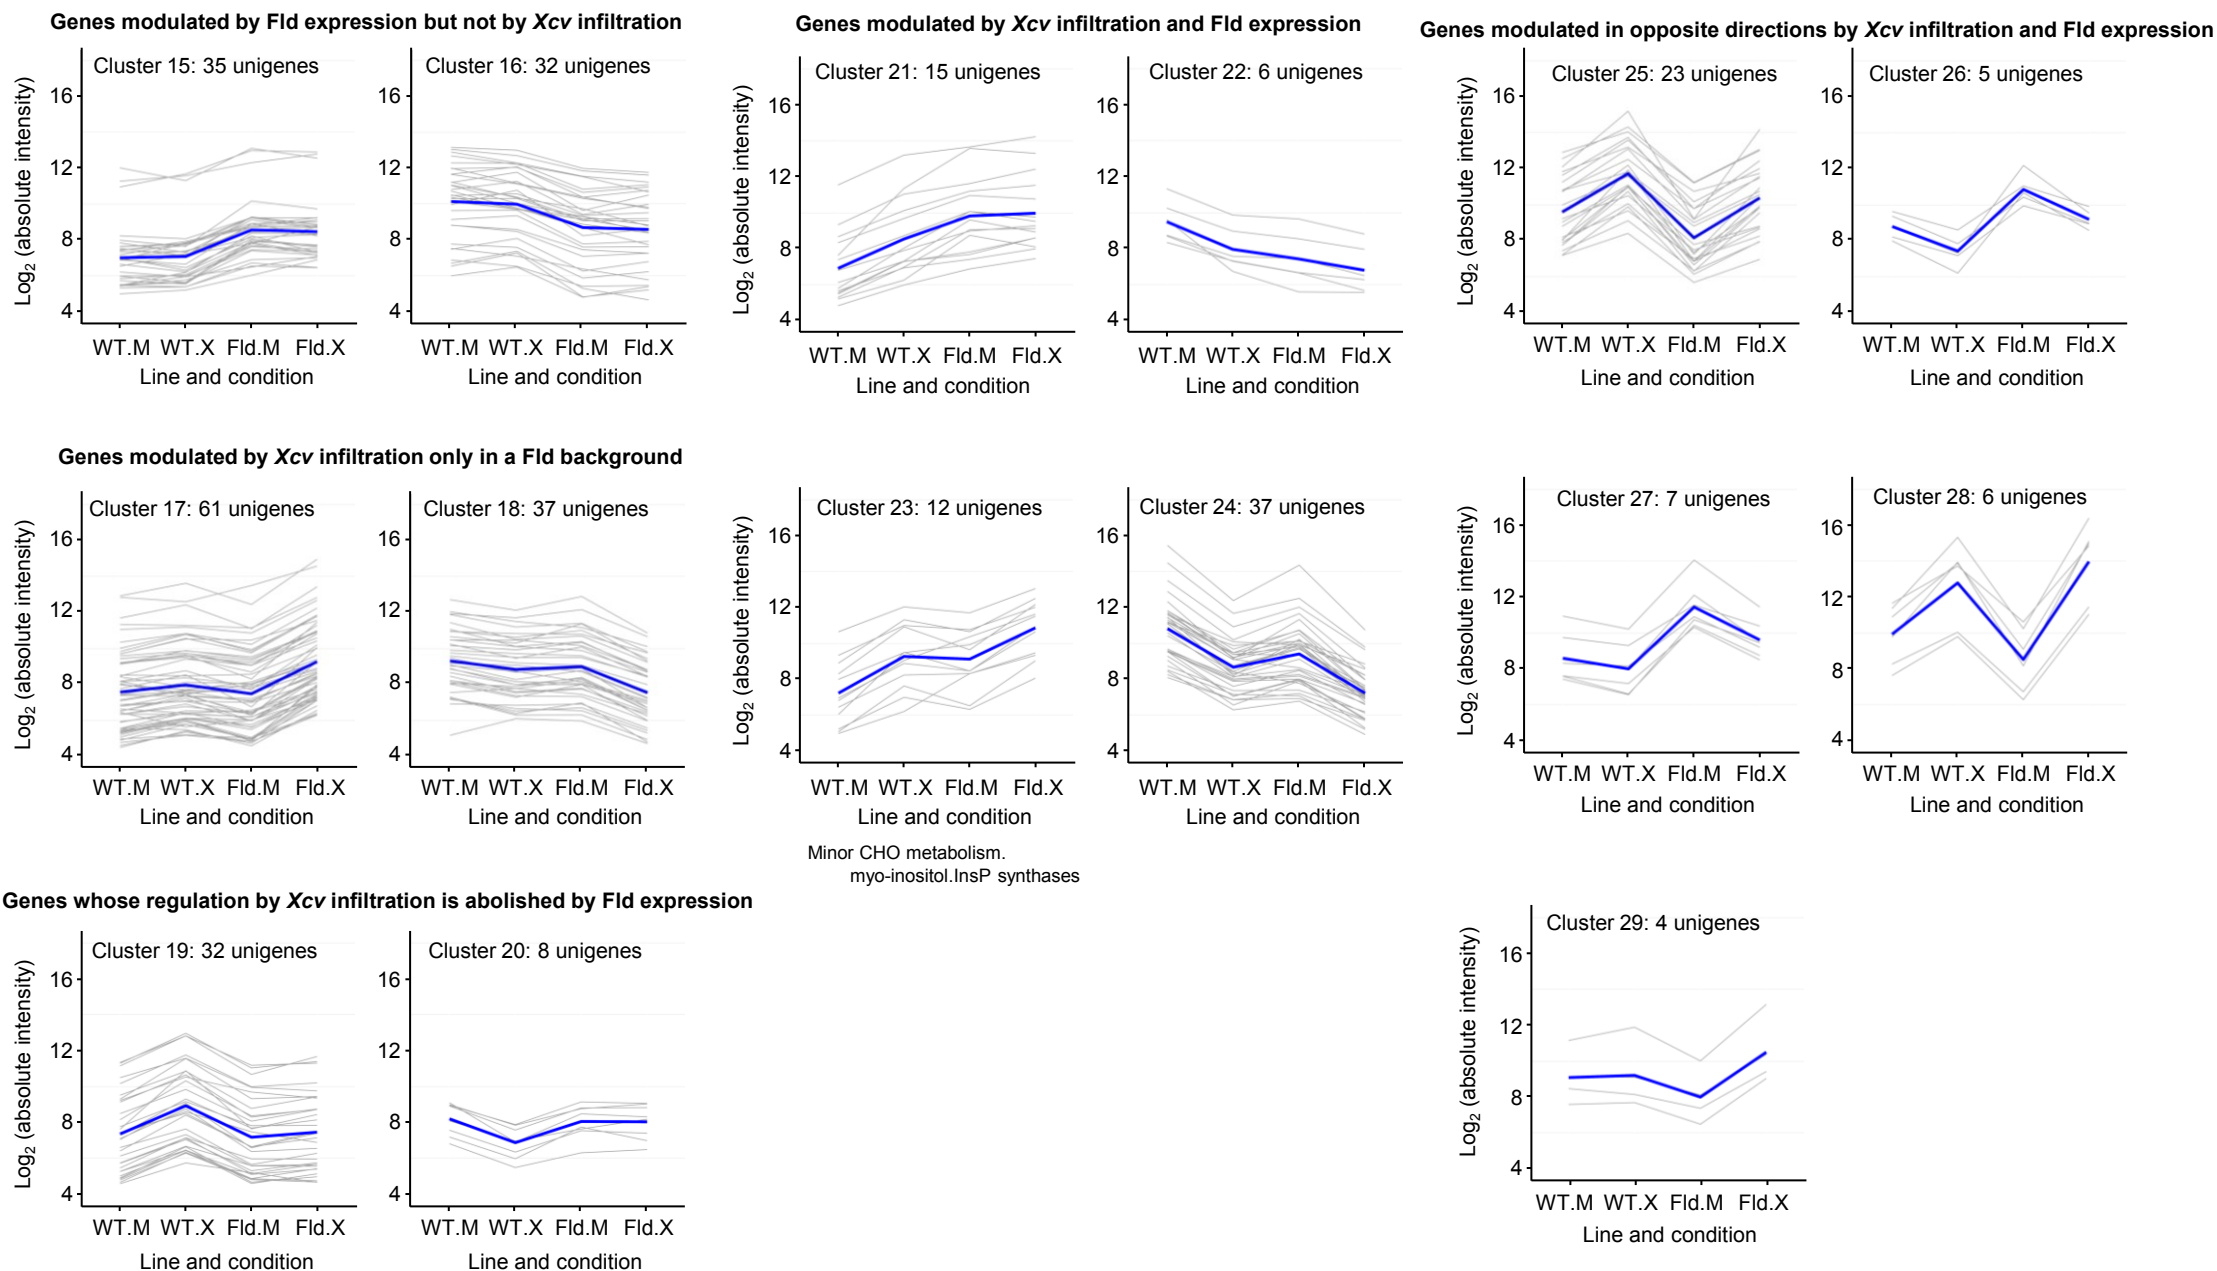

Supplementary Figure 1: Clusters not shown in the main text Figures. Each gray line of the charts corresponds to a particular gene, and the dark line represents the average behavior of the genes for the cluster. Labelings of the abscissa and ordinates and total number of genes in each cluster are indicated as in the legend to Figure 4. Only cluster 23 has a pathway with statistically over-represented DE genes.

# Supplementary material for: Chloroplast Redox Status Modulates Genome-Wide Plant Responses during the Non-host Interaction of Tobacco with the Hemibiotrophic Bacterium Xanthomonas campestris pv. vesicatoria
**Source:** Front Plant Sci. 2017 Jul 4;8:1158. doi: 10.3389/fpls.2017.01158
**Supplement:** Supplementary file 9

SUCROSE

STARCH

CHLOROPLAST

**Xcv vs Mock
in WT**

$\log_2 FC$

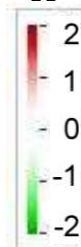

SUCROSE

STARCH

CHLOROPLAST

**Xcv vs Mock
in *pfl4-2***

Supplementary Figure 2: Mapman representation of sucrose and starch metabolisms showing the effect of Xcv infection in both genotypes. Each colored square represents a gene that is differentially induced (red; $FC > 2$ and $FDR < 0.05$) or repressed (green; $FC < 0.5$ and $FDR < 0.05$) by Xcv inoculation. Only DE genes are displayed. The color scheme is shown in a rectangle using a $\log_2$ scale.

# Supplementary material for: Chloroplast Redox Status Modulates Genome-Wide Plant Responses during the Non-host Interaction of Tobacco with the Hemibiotrophic Bacterium Xanthomonas campestris pv. vesicatoria
**Source:** Front Plant Sci. 2017 Jul 4;8:1158. doi: 10.3389/fpls.2017.01158
**Supplement:** Supplementary file 10

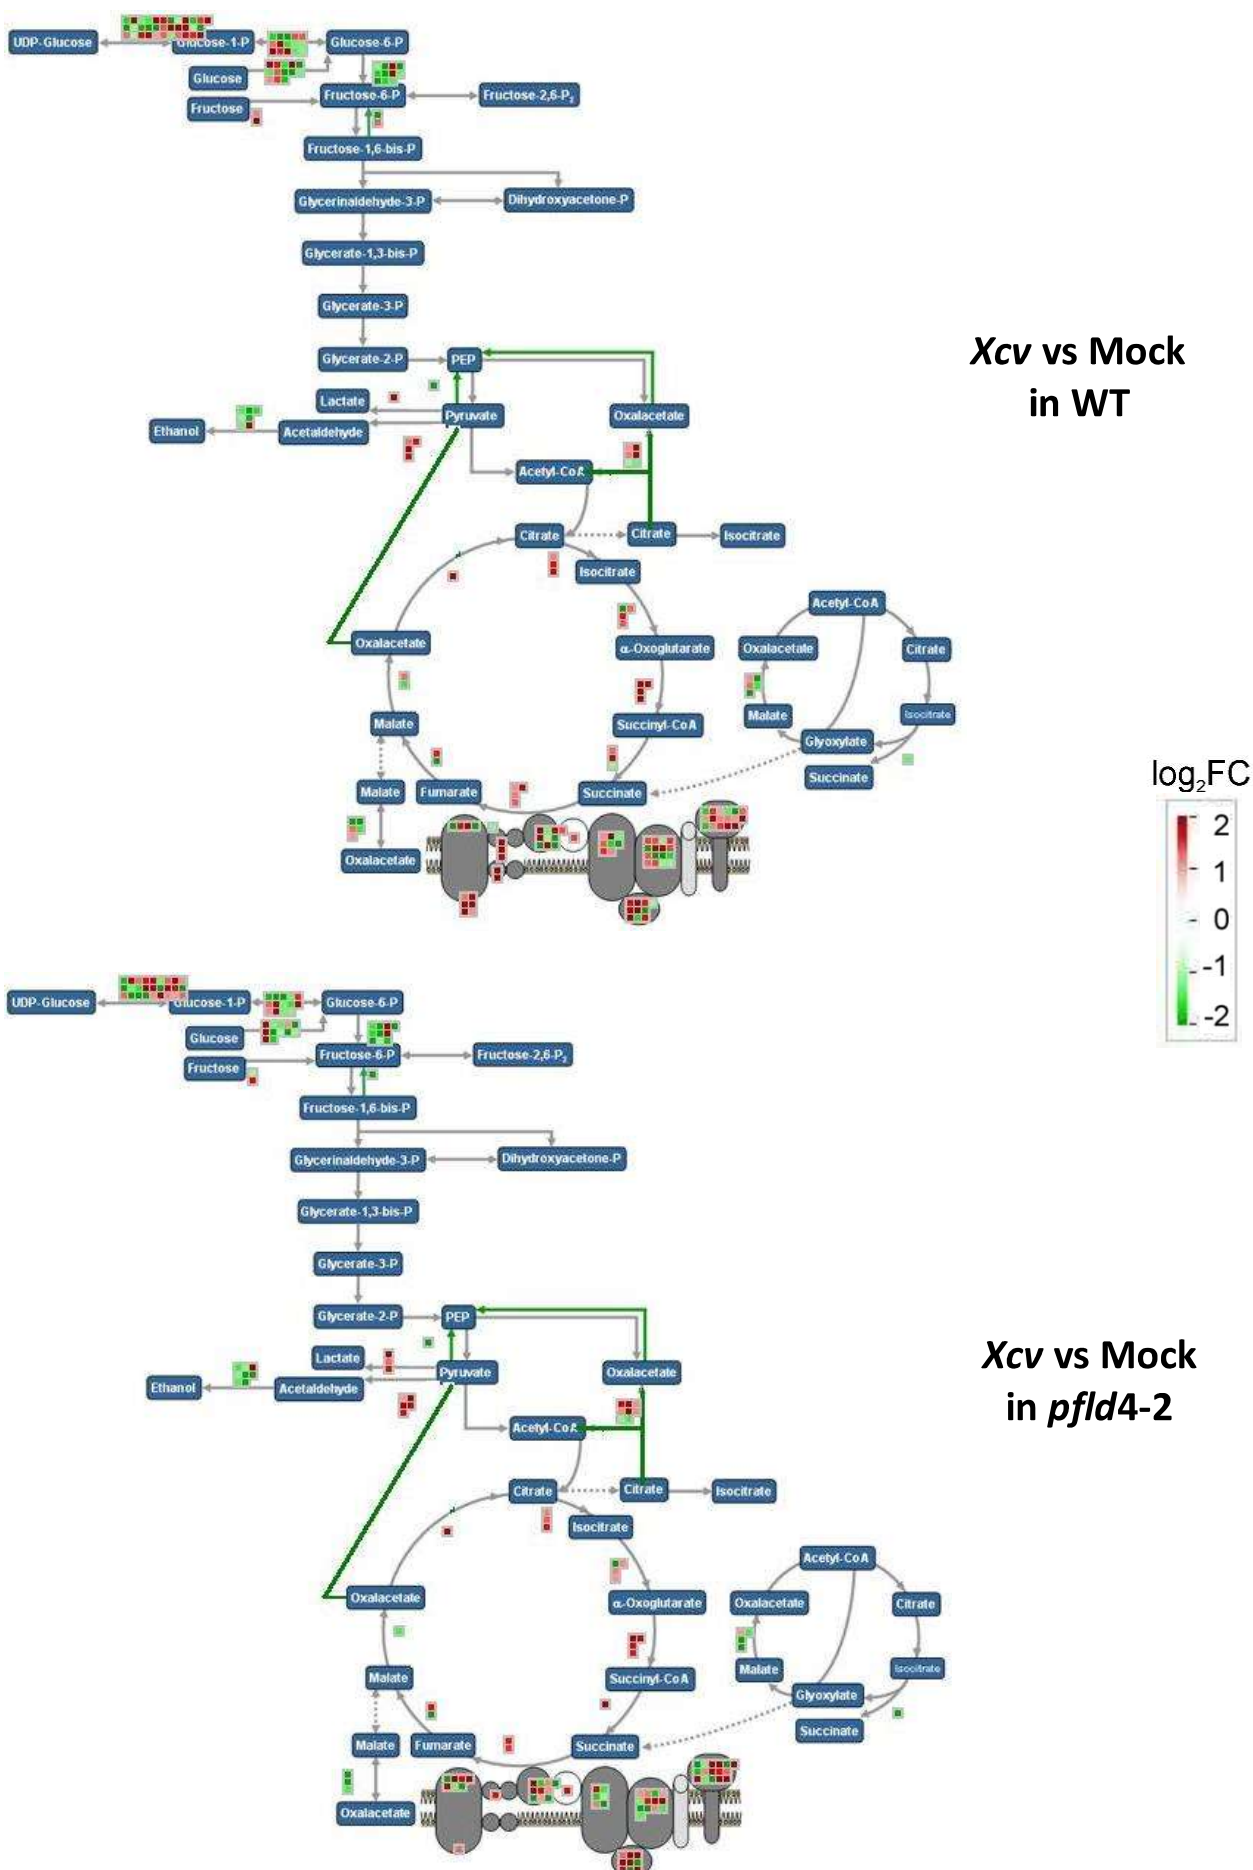

Supplementary Figure 3: Mapman representation of glycolysis, the tricarboxylic acid cycle and the mitochondrial electron transport chain showing the effect of Xcv infection in both genotypes. Each colored square represents a gene that is differentially induced (red; $FC > 2$ and $FDR < 0.05$) or repressed (green; $FC < 0.5$ and $FDR < 0.05$) by Xcv inoculation. Only DE genes are displayed. The color scheme is shown in a rectangle using a $\log_2$ scale.

# Supplementary material for: Chloroplast Redox Status Modulates Genome-Wide Plant Responses during the Non-host Interaction of Tobacco with the Hemibiotrophic Bacterium Xanthomonas campestris pv. vesicatoria
**Source:** Front Plant Sci. 2017 Jul 4;8:1158. doi: 10.3389/fpls.2017.01158
**Supplement:** Supplementary file 11

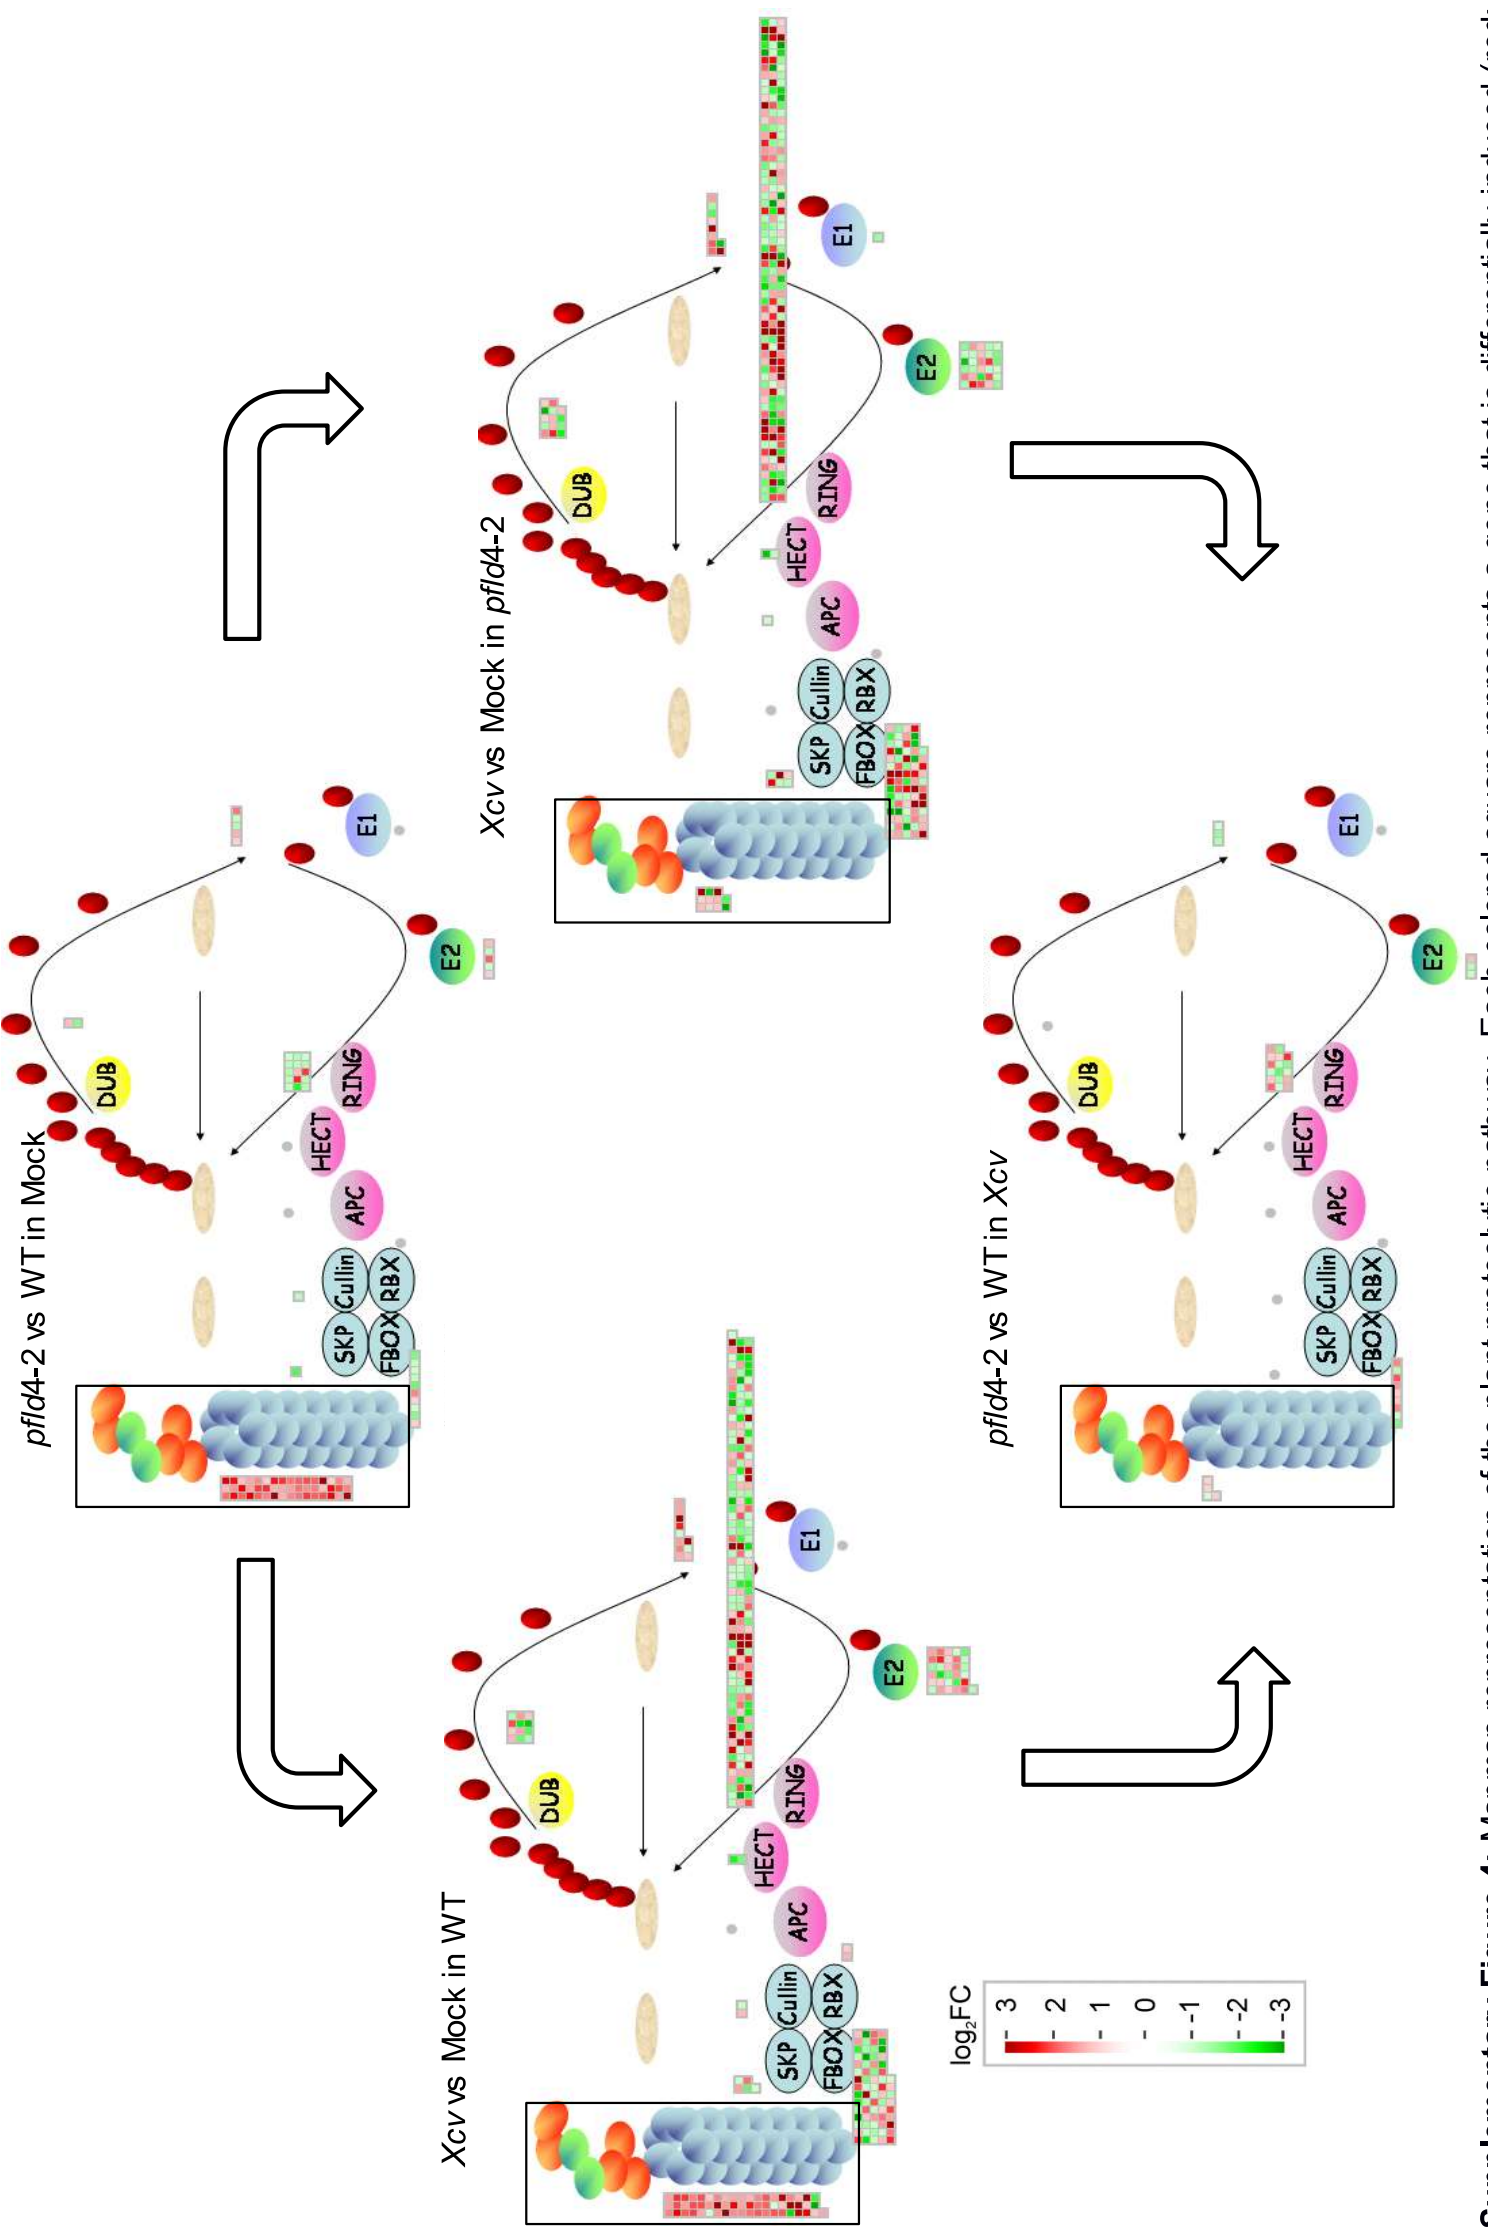

Supplementary Figure 4: Mapman representation of the plant proteolytic pathway. Each colored square represents a gene that is differentially induced (red; $FC > 2$ and $FDR < 0.05$) or repressed (green; $FC < 0.5$ and $FDR < 0.05$) by Fld expression and/or Xcv inoculation. Only DE genes are displayed. The color scheme is shown in a rectangle for components of the 26S proteasome are squared.

# Supplementary material for: Chloroplast Redox Status Modulates Genome-Wide Plant Responses during the Non-host Interaction of Tobacco with the Hemibiotrophic Bacterium Xanthomonas campestris pv. vesicatoria
**Source:** Front Plant Sci. 2017 Jul 4;8:1158. doi: 10.3389/fpls.2017.01158
**Supplement:** Supplementary file 12

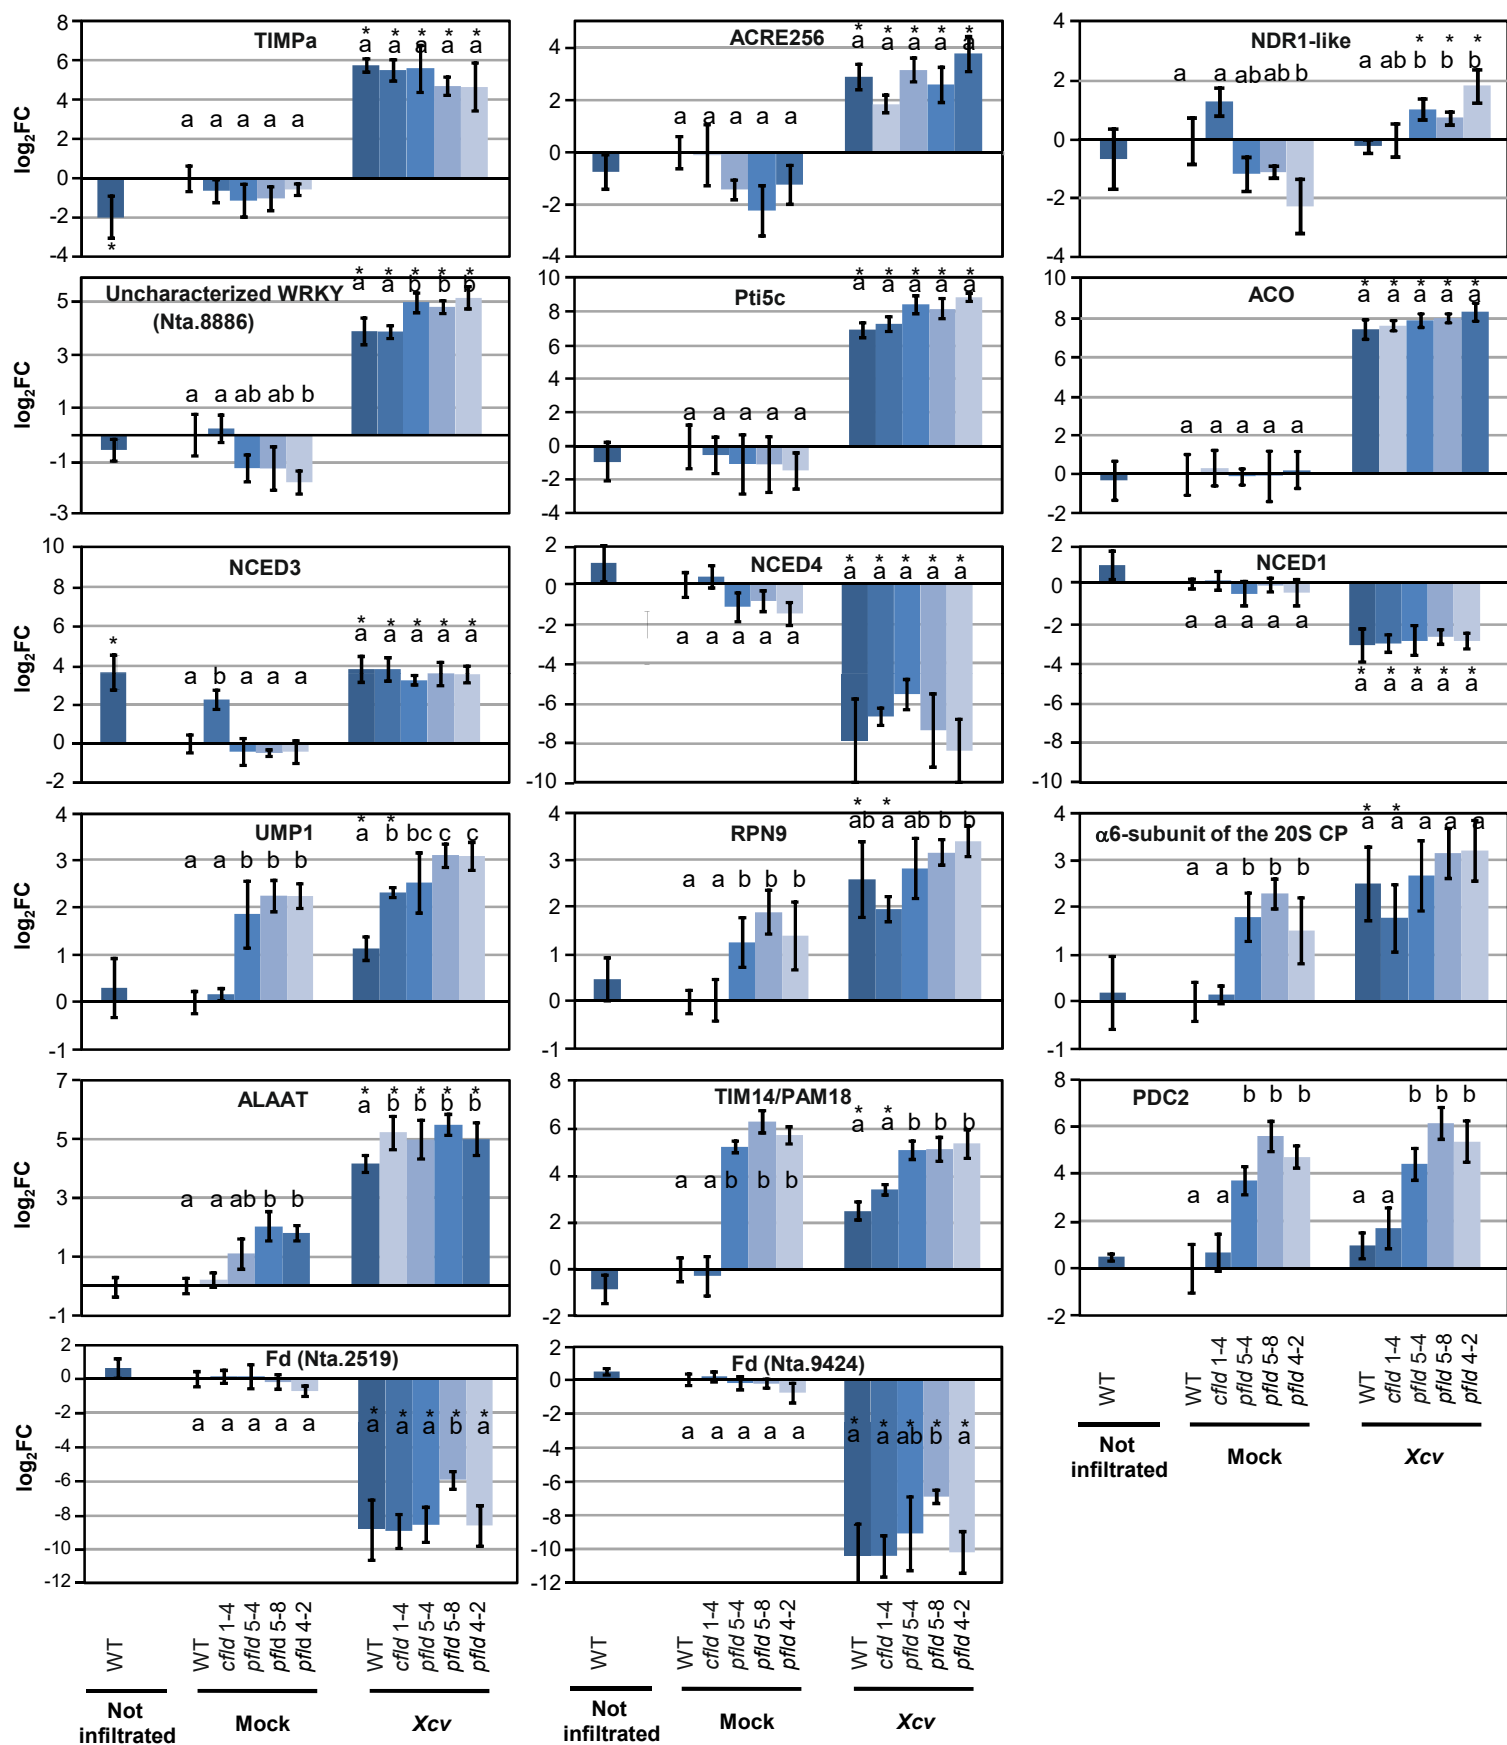

Supplementary Figure 5: Expression patterns of selected genes measured by qRT-PCR. Labelings of the abscissa corresponds to WT, *cfl4* 1-4, *pfl4* 5-4, *pfl4* 5-8 and *pfl4* 4-2 plants under mock and Xcv conditions. Fold-change values in the ordinates are represented in log₂ scale relative to those of WT siblings infiltrated with mock solution. Each data point of qRT-PCR determinations represents the mean and standard deviation of 5-6 biological replicates and 2 technical replicates. For each condition, plant lines not sharing a common letter above the data bar are significantly different from one another (P<0.05, two-way ANOVA). Within each line, a statistically significant effect of the infection is indicated as an asterisk.

# Supplementary material for: Chloroplast Redox Status Modulates Genome-Wide Plant Responses during the Non-host Interaction of Tobacco with the Hemibiotrophic Bacterium Xanthomonas campestris pv. vesicatoria
**Source:** Front Plant Sci. 2017 Jul 4;8:1158. doi: 10.3389/fpls.2017.01158
**Supplement:** Supplementary file 13

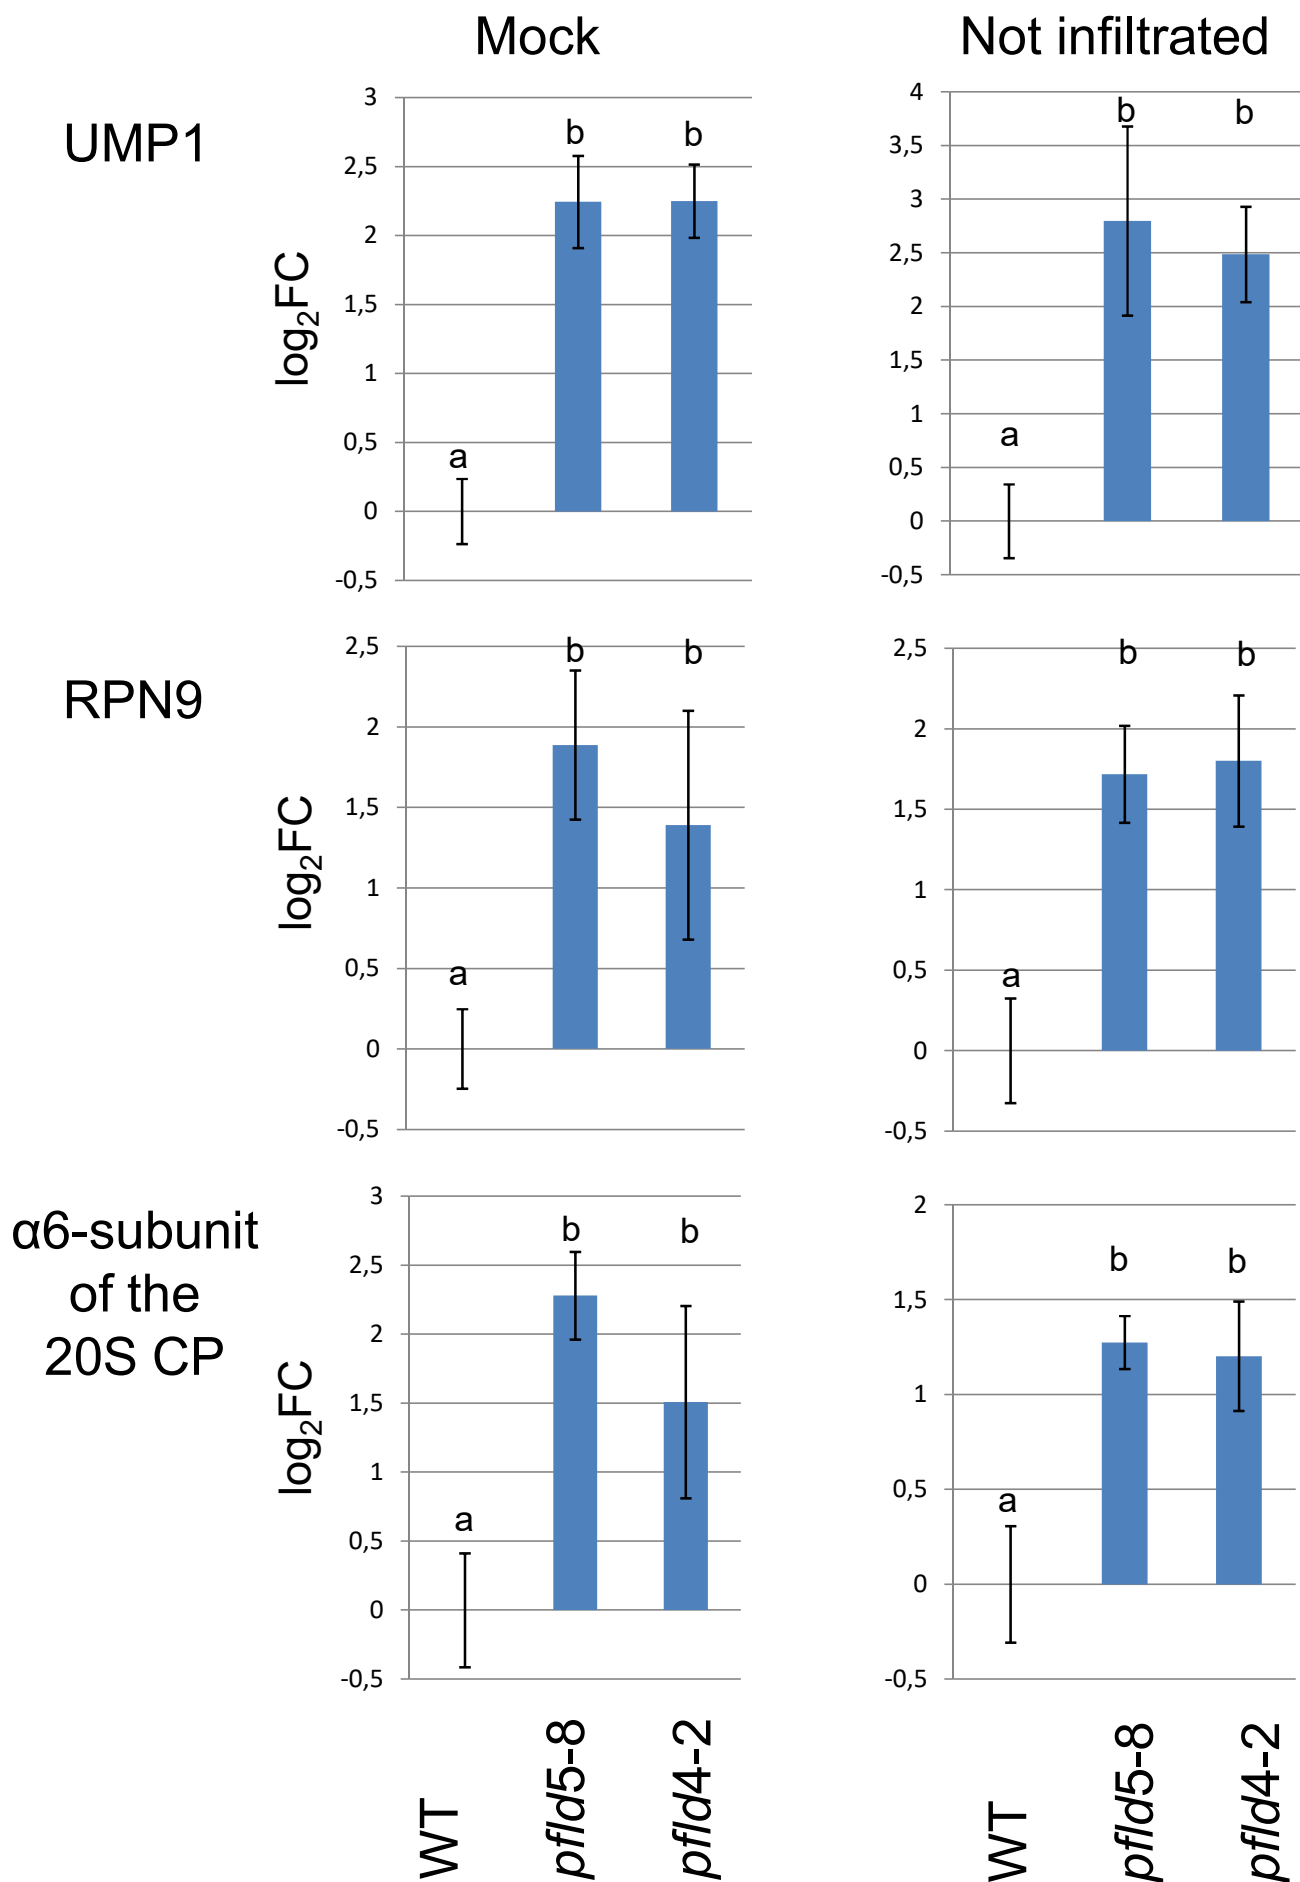

Supplementary Figure 6: Expression patterns of proteasome-coding genes measured by qRT-PCR in mock-infiltrated and non-infiltrated leaves of WT, *pflid4-2* and *pflid5-8* plants. Fold-change values in the ordinates are represented in log₂ scale relative to those of WT siblings. Each data point of qRT-PCR determinations represents the mean and standard deviation of 4 biological replicates. Means not sharing the same letter are statistically significantly different (two Way ANNOVA, $P < 0.05$).

How the deposited data were processed for this re-analysis (not part of the article)

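Single-colour 60-mer arrays had measured RNA from leaves of WT and *pfld*4-2 tobacco 19 h after infiltration with *Xcv* or with mock solution, in 4 groups of 2 arrays. The authors deposited the scanner output of each array, which holds the spot signal and local background as intensities, and a table of log2 values that they made by background correction and normalization across arrays. The processing notes deposited with the arrays name limma without a version. The processed signal in the scanner output is the scanner software's own background-corrected intensity, as deposited by the authors. Values in the deposited table are log2 signal and not ratios.

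The scanner output held the median signal of each spot and not the mean signal, so the median signal was used with the median local background, a change from the plan. Background was corrected with normexp at an offset of 16, followed by quantile normalization over all spots and a log2 step. The outcome was checked against the deposited table, and the largest difference was 5.2e-14. That table gives 31529 spots for 18774 unigenes, and the rule by which spots were kept in it is not stated. Spots marked as outliers by the scanner software (1 to 5 per array on slide 1 and 24 to 111 on slide 2) were set to missing. All 31485 probes that the deposited table pairs with a gene entered the averages by gene, dim probes included. Genes were kept when at least 1 of their probes was well above background on both arrays of at least 1 group, which left 18700 genes. Of the unigenes, 7214 had 2 or more probes. A further 962 probes that passed the filter have no gene in that table and were left out of the counts. On the arrays, 69.4% to 73.7% of spots were well above background.

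All tests used limma 3.58.1 in R 4.3.3. A model with 4 group means was fitted to 8 arrays (4 residual and 3.48 prior degrees of freedom), with moderated t tests and Benjamini-Hochberg adjustment within each comparison. Calls needed an adjusted p below 0.05 and an absolute log2 fold change above 1. The comparisons were *Xcv* vs mock in WT, *Xcv* vs mock in *pfld*4-2, *pfld*4-2 vs WT in mock, *pfld*4-2 vs WT in *Xcv*, and the difference of the first 2. Standard errors are those of the moderated test, with n = 2 arrays per group unless an outlier spot was left out. They rest on a spread shared by all arrays of a gene, so they do not carry the larger spread of the *pfld*4-2 replicates. Where the lower group was not above background, folds are given as at least the ratio to, on each array, the higher of the dim spot's own signal and the lowest signal well above background, so that the bound equals the fitted fold where the spot's own signal was the higher. The procedure was tested on simulated data of 18774 genes for *Xcv* vs mock in WT alone, with the same spread for all arrays, so the higher spread of the *pfld*4-2 arrays is not in it: with 2 arrays per group, 96% of 1.5 log2 changes and 100% of changes of 2 and above were called, with 8 calls among unchanged genes.

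Genes carry the unigene numbers of the deposited table. None of the array's sequence names matched the reference gene table, so names and descriptions come from the paper and its supplementary tables alone, where most are matches to other species. These cover 3634 of the tested genes (19.4%), since Tables S3 and S4 could be read only in part. Lists were formed from descriptions, and 52 had members; no description matched the list of vascular and phloem markers. Genes named in the text are those the paper names, the 10 with the largest change each way per comparison whose description names a protein, and up to 4 members per list and comparison, 429 in all. That rule was written after the values in the supplementary tables had been seen. The fold change in Table S2 differed by more than 0.02 for Nta.1690 (1.15), Nta.8778 (0.31) and Nta.2676 (0.05), whose spots include marked outliers. A probe missing on some arrays shifts the average over the others: this applied to 170 genes of 2 or more probes, 15 of them among the named genes. Of these, 13 had a fold change that differed by more than 0.1 from the mean of their probes' fold changes, a check added after the results were seen.

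Alternatives tried were an offset of 50, the processed signal minus the 75th percentile, normexp values on the 75th percentile, no filter or a negative control filter on dim genes, the brightest probe per unigene, the deposited table, only the arrays compared, a replicate block, an intensity trend in the prior, no fold minimum, an adjusted p below 0.01, lists by Mapman bin, and leaving out each array in turn. Unpaired probes as genes and array weights by genotype were added after the results were seen. The planned Fisher and camera tests of lists and Mapman bin enrichment were not run, because descriptions are known almost only for genes the study had called. The metabolite, qRT-PCR, fluorescence and lesion data of the paper were not analysed here.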

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

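Of the genes weighed here, cysteine protease inhibitor 8-like (Nta.5367) had opposite responses: *Xcv* induced it by 2.46 (SE 0.14, adjusted p = 4e-06) in WT and repressed it at -3.58 (SE 0.14, adjusted p = 5.2e-07) in *pfld*4-2, a difference of -6.04 (SE 0.20, adjusted p = 7.1e-05). The splicing factor SR30-like gene (Nta.20792) was induced in WT by 1.88 (SE 0.13), had no call in *pfld*4-2 at -0.38 (adjusted p = 0.041), and with *Xcv* it was lower in *pfld*4-2 at -3.39 (SE 0.13, adjusted p = 0.00011). Auxin-responsive SAUR36-like (Nta.3096) responded more in *pfld*4-2, by 5.16 (SE 0.13) against 3.2 (SE 0.13) in WT, a difference of 1.96 (adjusted p = 0.0016). These genes stand out because the test of the genotype difference passed, which it did for 680 genes with a higher and 457 with a lower *Xcv* response in *pfld*4-2 than in WT. The paper does not report this test. It compares arrays within a slide, so an additive slide effect does not enter, but a slide effect on the response itself remains possible: the same difference for 10 spike-in levels after normalization ran from -0.79 to -0.15, with a median of -0.55. Leaving out mock replicate 1 of WT lowered the counts to 335 and 196, and leaving out mock replicate 1 of *pfld*4-2 raised the higher count to 970.

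Genes called in exactly 1 of the 4 comparisons, 2446 in all, are noted because they lie outside the 29 clusters of the paper, although its Venn diagrams and enrichment include them. Among them the counts were greatest for a response to *Xcv* in 1 genotype alone, and for those genes a call in 1 genotype and not in the other is no evidence of a difference unless the interaction passed.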

How the results depend on the processing

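Array weights by genotype and unpaired probes as genes were chosen after the results were seen; every other setting was planned.

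The *Xcv* response changed little with single arrays. Leaving out any 1 array gave 2693 to 2744 induced and 3294 to 3451 repressed genes in WT and 2790 to 2937 and 3405 to 3477 in *pfld*4-2. The proteasome count stayed between 40 and 43 of the raised genes in mock-infiltrated *pfld*4-2 leaves over the same fits, and at 42 for *Xcv* in WT. For *Xcv* in *pfld*4-2 it was 3, with 5 for the brightest probe per unigene, 5 with lists by Mapman bin, 2 to 4 on leaving out an array and 30 without a fold minimum.

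Without a fold minimum, calls rose to 5371 and 6029 (induced and repressed) for *Xcv* in WT, 5504 and 6089 for *Xcv* in *pfld*4-2, 2430 and 2063 for *pfld*4-2 in mock, 2285 and 1658 for *pfld*4-2 with *Xcv*, and 1093 and 910 for the interaction. Clusters 3 and 5 then held 983 genes, clusters 4 and 6 332, clusters 7 and 8 751, clusters 9 and 10 611, clusters 11 and 12 499, and clusters 13 and 14 637, with 4276 genes left without a call. Without the filter on dim genes 23140 had no call.

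The processed signal minus the 75th percentile gave more genes repressed in *pfld*4-2: 1326 in mock and 781 with *Xcv*. Clusters 3 and 5 then held 366 genes, clusters 9 and 10 286, and clusters 11 and 12 538. The cause was not tested.

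The interaction moved with single arrays and with the limit on the adjusted p. At an adjusted p below 0.01 it called 392 higher and 240 lower genes. It called 335 and 196 without WT_mock replicate 1, 970 higher without Fld_mock replicate 1, and 650 lower without Fld_Xcv replicate 2. Genes lower in *pfld*4-2 with *Xcv* numbered 262 without WT_Xcv replicate 1 and 554 without Fld_Xcv replicate 1. Clusters 4 and 6 held 39 genes without WT_Xcv replicate 1 and 74 without Fld_Xcv replicate 2. In each of these fits the lone array was assumed to vary like the other groups.

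Of 1247 calls of the genes named in the text, 1147 held with an offset of 50, 1168 with the processed signal, 1210 with normexp values on the 75th percentile, 1201 with the brightest probe, 1243 with the deposited table, 1137 at an adjusted p below 0.01, 1236 with array weights (2.54 for WT and 0.39 for *pfld*4-2), and 1133 to 1209 on leaving out an array. The others lost the call or were not testable, apart from the RING1-like ubiquitin ligase Nta.7239, whose *Xcv* response in *pfld*4-2 was 1.26 averaged over 7 probes and -0.01 (adjusted p = 0.93) for the brightest probe.

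Replicate deviations went together between mock and *Xcv* in WT (r = 0.491) but not in *pfld*4-2 (-0.148) or across genotypes (-0.048 to 0.021). Mock and *Xcv* were infiltrated into the same leaves, so pools of a genotype may be paired, and the main model leaves this out. A replicate block shared by all groups gave 661 and 424 genes for the interaction. It does not model pairing within a genotype. A slide block could not be fitted for *pfld*4-2 vs WT, since each slide holds 1 genotype. Fisher and camera tests of lists, with preset or estimated correlation, were not run.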

Differences from the paper's values

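No value that the paper states and that was also computed here passed all criteria for a difference with the settings of the passages. The remaining points concern smaller gaps and statements.

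The paper counts 13313 unigenes (71%) as unaffected, against 10799 without any call here (57.7%). With the deposited table, 10864 genes had no call and 2449 exactly 1, and their sum equals the paper's number. The paper places 75% of the DE genes in clusters 1 and 2. Here these clusters held 52.4% of genes with any call and 75.9% of genes with 2 or more.

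For the heterotrophic ferredoxin Nta.7381 the paper gives about 5-fold induction, and the values here were 6.44-fold in WT and 3.67-fold in *pfld*4-2 (4.69 and 2.82 with an offset of 50, 14.3 and 6.45 for the brightest probe). The paper has 221 genes in clusters 7 and 8, with 208 here and 211 from the deposited table. It names 48 proteasome genes, with 42 here by description and 47 by Mapman bin.

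The paper describes Nta.2519 as a photosynthetic ferredoxin, whereas the supplementary description is MLO-like protein 4. It places the cell wall invertase Nta.3817 among genes induced alike in both genotypes, while here that gene was also lower in mock-infiltrated *pfld*4-2 leaves, at -1.03 (SE 0.15, adjusted p = 0.0033), the pattern of cluster 11. With an offset of 50 Nta.3817 had -0.97 (adjusted p = 0.0031), and without Fld_mock replicate 2 -0.89 (adjusted p = 0.013), both short of the 2-fold threshold, which places it in cluster 1 by the mock comparison. Of AP2/ERF factors the paper has 11 repressed by Fld in mock, with 14 here. Some ERF genes that the paper names in cluster 12 are also described as lower in *pfld*4-2 under *Xcv*, a comparison without a call in that cluster; they could not be matched to a unigene, so no value is given. The number of glutathione *S*-transferases raised by Fld differs between 2 places of the paper, and 7 were called here. The paper has 72% of the unigenes on the array with signal, against 69.4% here.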

Other observations

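Genes for capsidiol, the tobacco phytoalexin, were induced by *Xcv*, part of them more in *pfld*4-2. This list and those of heat shock and unfolded protein genes come from genes the study called, so their shares are not independent evidence. All 19 tested genes of capsidiol and sesquiterpene synthesis were induced by *Xcv* in both genotypes (19 and 19 when adjusted over the list alone), with medians of 3.92 in WT and 5.25 in *pfld*4-2, and the response was higher in *pfld*4-2 for 10; by Mapman bin 26 of 42 were induced and 15 repressed in WT, and 26 and 16 in *pfld*4-2. The 5-epiaristolochene 1,3-dihydroxylase-like gene (Nta.3845) rose by 5.02 (SE 0.12, adjusted p = 1.1e-07) in WT and 7.31 (SE 0.12, adjusted p = 4.1e-08) in *pfld*4-2, a difference of 2.3 (SE 0.17, adjusted p = 0.00081). The 5-epi-aristolochene synthases Nta.12817 and Nta.8011 differed by 2.12 (adjusted p = 0.0019) and 2.41 (adjusted p = 0.0016), and HMG-CoA reductase-like (Nta.16370) by 1.63 (adjusted p = 0.0028). The BiP genes Nta.3075 and Nta.762 rose by 2.62 (SE 0.11) and 2.73 (SE 0.11) in WT and by 4.28 (SE 0.11) and 4.12 (SE 0.11) in *pfld*4-2, and with *Xcv* both were higher in *pfld*4-2, by 1.18 (adjusted p = 0.0013) and 1.07 (adjusted p = 0.0016). Nthsp70 (Nta.4176) was induced in *pfld*4-2 alone, by 3.3 (SE 0.14, adjusted p = 8.9e-07), with an interaction of 2.52 (adjusted p = 0.0012). Of 36 heat shock proteins, 27 were induced and 3 repressed in WT, and 28 and 0 in *pfld*4-2 by limma (2 lower at an unadjusted p below 0.05), while 17 and 16 of 18 genes of the unfolded protein response and CDC48 were induced; on that list the response was higher in *pfld*4-2 for 6 and lower for 3, and by Mapman bin 8 of 15 were induced and 3 repressed in WT.

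Part of the genes for mitochondrial protein import and cytosolic ribosomes were higher in mock-infiltrated *pfld*4-2 leaves. Both lists hold genes that the study called on these arrays, so the shares are not independent evidence. Of 16 import genes, 12 were higher in mock-infiltrated *pfld*4-2 leaves, 13 were induced by *Xcv* in WT and 7 in *pfld*4-2, and the response was lower in *pfld*4-2 for 8; by Mapman bin 6 of 12 were higher in mock. The tim16-like gene (Nta.1729) was higher in *pfld*4-2 in mock by 1.99 (SE 0.17, adjusted p = 0.00033) and rose with *Xcv* in WT by 2.17 (SE 0.17), a difference of -1.58 (adjusted p = 0.0073). Mitochondrial HSP70 (Nta.3167) had 1.41 (SE 0.15) in mock and an interaction of -1.61 (adjusted p = 0.0048), whereas stromal HSP70-like (Nta.899) was higher in *pfld*4-2 in both treatments, by 1.93 (SE 0.17) and 2.03 (SE 0.17). Of 24 cytosolic ribosomal proteins, 21 were induced in WT, 13 in *pfld*4-2 and 14 by Fld in mock, with medians of 1.53, 1.03 and 1.09; by Mapman bin 15 of 31 were higher and 2 lower in mock. They include Nta.274, the L25 gene to which the paper's qRT-PCR was normalized. On the arrays it rose with *Xcv* by 1.79 (SE 0.11, adjusted p = 5.9e-06) in WT and was higher in mock-infiltrated *pfld*4-2 leaves by 1.23 (SE 0.11, adjusted p = 0.00043). Its interaction was -1.08 (SE 0.15, adjusted p = 0.0064), with an adjusted p of 0.051 without WT_mock replicate 1 and also without WT_mock replicate 2, and -0.98 with normexp values on the 75th percentile (adjusted p from 0.0036 to 0.051 over the alternatives).

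Most NAC, auxin and senescence genes described responded to *Xcv* in both genotypes. The lists of this paragraph were drawn from genes the study called on these arrays, so their shares are not independent evidence. Of 13 NAC factors, 11 were induced in each genotype, NAC 29-like (Nta.16525) by 2.46 (SE 0.18) and 2.48 (SE 0.18). Of 14 auxin response genes, 10 were induced and 2 repressed in each genotype, and 5 were lower in *pfld*4-2 in mock, among them IAA4-like (Nta.6925) at -1.25 (adjusted p = 0.00063). Of 17 senescence and cell death genes, 13 were induced in WT and 11 in *pfld*4-2, YLS9-like (Nta.4026) by 6.71 (SE 0.14) and 7.51 (SE 0.14). Autophagy genes were induced for 3 and 4 of 4, ATG18a-like (Nta.14871) by 2.03 (SE 0.14) and 1.85 (SE 0.14), and the 1 NADPH oxidase described was induced in both genotypes. Of 9 histone genes, 8 were repressed in WT and 5 in *pfld*4-2, and 5 were lower in *pfld*4-2 in mock. Histone H3.2 (Nta.4561) was repressed at -2.4 (SE 0.23) and -1.83 (SE 0.23) with *Xcv* and was lower in *pfld*4-2 in mock at -1.43 (adjusted p = 0.0051).

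Lists that check for other cells and for reference genes moved with *Xcv* as well, and all were drawn from genes the study called on these arrays. Of 19 trichome and epidermis markers, 5 were induced and 11 repressed in WT, and 6 and 8 in *pfld*4-2, protodermal factor 1-like (Nta.11492) at -3.37 (SE 0.15) and -1.26 (SE 0.15); in mock 6 were lower and 2 higher in *pfld*4-2 than in WT. All 3 guard cell markers, HT1-like kinases, were induced in both when averaged over their probes, Nta.2240 by 2.18 (SE 0.13) and 2.08 (SE 0.13). Root type genes were induced for 3 and repressed for 4 of 7 in WT, and 3 and 3 in *pfld*4-2, with nitrate transporter 3.1-like (Nta.6369) at 2.86 (SE 0.12) and 4.11 (SE 0.12), and 4 were lower in *pfld*4-2 in mock. Of 5 dividing cell markers, 4 were repressed and 1 induced in WT and 2 repressed in *pfld*4-2, cyclin-A2-2-like (Nta.4328) at -1.88 (SE 0.14) in WT; by Mapman bin the direction was the opposite, with 16 of 22 induced and 5 repressed in WT, and 16 higher and 4 lower in *pfld*4-2 in mock. Of 7 plastid-encoded genes, 3 were repressed in WT (4 when adjusted over the list alone) and 2 in *pfld*4-2, and 3 were lower in *pfld*4-2 in mock. Among 15 housekeeping genes, 5 were induced and 10 repressed in both genotypes, tubulin alpha (Nta.3753) at -2.31 (SE 0.12) and -1.94 (SE 0.12).

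Replicate *pfld*4-2 arrays differed more than replicate WT arrays, the pattern weighed here, and the tests on it were chosen before its result was seen. Noise of dim genes is excluded as the whole cause, since among the 4675 brightest genes the *pfld*4-2 difference was still 3.07 times that of WT or more. The *pfld*4-2 *Xcv* pools did not differ in the extent of the response seen in WT, since their replicate difference had r = -0.03 with the *Xcv* response of WT. Pools at stages that differ in other genes would not show in this r and stay open. Higher noise of single spots on the *pfld*4-2 slide stays open: copies of 8 spike-in probes varied 1.52 times as much within an array there, with arrays of the same slide at 0.228 to 0.42 against 0.177 to 0.236. A difference between the independent experiments in *pfld*4-2 may also contribute. If shared by mock and *Xcv*, it would make replicates of the same number deviate together, and in *pfld*4-2 they did not (r = -0.148). That replicate numbers stand for the experiments is not stated, so this value does not settle the question.

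Genes called between *pfld*4-2 and WT in mock were weighed against an additive difference between slides, with tests chosen after the counts were seen. Of the 1108 genes, 44.2% (490) had an interaction called in the opposite direction, 240 raised in mock and 250 lowered; in 50 simulations of an additive difference with the fitted noise the share was at most 4.6%, so for the group it is excluded as the whole cause. A further 6 had an interaction in the same direction. A slide difference that is not additive stays open. The 8 spike-in levels above 20 units differed between slides by a median of -0.11 (from -0.21 to -0.03) before normalization and the 2 dimmer ones by -0.27 and -0.28, none with an adjusted p below 0.05; after it *pfld*4-2 minus WT was, over all 10, 0.06 to 0.69 in mock and -0.29 to 0.06 with *Xcv*. For 612 genes without an interaction call, genotype and slide cannot be told apart, because each genotype was hybridised on its own slide; 156 of them were called the same way with *Xcv*. For a few of these, such as PDC2 (Nta.4207, 3.34 (adjusted p = 4.3e-05) in mock) and NCED3 (Nta.16543, -1.74 (adjusted p = 0.00053)), the paper reports qRT-PCR, which does not depend on the slides and was not analysed here. That qRT-PCR was normalized to L25 (Nta.274), which on the arrays was itself higher in mock-infiltrated *pfld*4-2 leaves, by 1.23.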
